# Dynamic *Runx1* chromatin boundaries affect gene expression in hematopoietic development

**DOI:** 10.1038/s41467-022-28376-8

**Published:** 2022-02-09

**Authors:** Dominic D. G. Owens, Giorgio Anselmi, A. Marieke Oudelaar, Damien J. Downes, Alessandro Cavallo, Joe R. Harman, Ron Schwessinger, Akin Bucakci, Lucas Greder, Sara de Ornellas, Danuta Jeziorska, Jelena Telenius, Jim R. Hughes, Marella F. T. R. de Bruijn

**Keywords:** Haematopoiesis, Chromatin structure

## Abstract

The transcription factor RUNX1 is a critical regulator of developmental hematopoiesis and is frequently disrupted in leukemia. *Runx1* is a large, complex gene that is expressed from two alternative promoters under the spatiotemporal control of multiple hematopoietic enhancers. To dissect the dynamic regulation of *Runx1* in hematopoietic development, we analyzed its three-dimensional chromatin conformation in mouse embryonic stem cell (ESC) differentiation cultures. *Runx1* resides in a 1.1 Mb topologically associating domain (TAD) demarcated by convergent CTCF motifs. As ESCs differentiate to mesoderm, chromatin accessibility, *Runx1* enhancer-promoter (E-P) interactions, and CTCF-CTCF interactions increase in the TAD, along with initiation of *Runx1* expression from the P2 promoter. Differentiation to hematopoietic progenitor cells is associated with the formation of tissue-specific sub-TADs over *Runx1*, a shift in E-P interactions, P1 promoter demethylation, and robust expression from both *Runx1* promoters. Deletion of promoter-proximal CTCF sites at the sub-TAD boundaries has no obvious effects on E-P interactions but leads to partial loss of domain structure, mildly affects gene expression, and delays hematopoietic development. Together, our analysis of gene regulation at a large multi-promoter developmental gene reveals that dynamic sub-TAD chromatin boundaries play a role in establishing TAD structure and coordinated gene expression.

## Abstract (web summary)

RUNX1 is a large and complex gene with two alternative promoters and multiple hematopoietic enhancers. Here the authors show that unlike smaller genes Runx1 becomes sub-compartmentalized during differentiation and gene activation. This subcompartmentalization partially depends on CTCF binding at promoter-proximal CTCF sites and transcription.

## Introduction

Runx1/AML1 is a member of the RUNX family of transcription factors (TFs), which are key to many developmental processes^1–3^. *Runx1* is best known for its critical role in the de novo generation of the hematopoietic system and maintenance of normal hematopoietic homeostasis^1,2,4^. Disruption of *RUNX1* in humans leads to several hematopoietic disorders, including acute myeloid leukemia^5^ and familial platelet disorder with associated myeloid malignancy (FPD-AML)^6^. All members of the RUNX family bind the same canonical DNA motif (YGYGGT) and their tissue-specific functions are thought to be governed largely by their specific expression patterns^7^. *Runx1* transcription is tightly regulated, with changes in gene dosage and expression level affecting both the spatiotemporal onset of hematopoiesis and hematopoietic homeostasis^8–11^. *Runx1* is transcribed from two alternative promoters, the distal P1 and proximal P2 that are differentially regulated and generate different transcripts and protein products^12,13^ (reviewed in de Bruijn and Dzierzak^1^). During hematopoietic development, *Runx1* expression initiates from the P2 promoter and gradually switches to the P1 promoter with the majority of adult hematopoietic cells expressing P1-derived *Runx1*^12,14–17^. The *Runx1* promoters do not confer tissue specificity and several distal *Runx1* cis-elements have been identified that mediate reporter gene expression in transient transgenic embryos in *Runx1*-specific spatiotemporal patterns^16,18–21^. However, the combinatorial regulation of *Runx1* at different stages of hematopoiesis is currently unclear, as are the mechanisms through which the tight and dynamic spatiotemporal control of *Runx1* expression is achieved. A better understanding of *Runx1* regulation may yield insights into potential avenues for therapeutic targeting of *RUNX1* in a variety of hematological disorders, as recently highlighted by growth inhibition in a leukemia cell line upon loss of the *Runx1*+ 23 enhancer^22^.

The 3D conformation of DNA in structures such as topologically associating domains (TADs) delimit the activities of enhancers in vivo^23–26^. Specific interactions achieved through chromatin folding, particularly enhancer–promoter (E-P) interactions, are thought to be a key component of spatiotemporal gene regulation^27,28^. Many insights into principles of transcriptional regulation have come from studying a few relatively small gene loci, including the globin genes. However, genes encoding developmentally important TFs, including LIM-Homeobox, Hox, Eomes, Sox, and Sonic Hedgehog (Shh), often lie in larger regulatory domains and are frequently flanked by gene deserts^29^. Indeed, studies of developmental regulators, such as Shh, have revealed exceptionally long-range enhancer–promoter interactions^30^, suggesting that specific regulatory mechanisms may be at play at these large developmental loci in addition to the basic regulatory principles established at smaller genes. One aspect that remains unclear is whether large-scale chromatin conformation changes may be required to coordinate complex developmental expression patterns at larger genes. A known factor important for the regulation of chromatin conformation is CCCTC-binding factor (CTCF)^31^. CTCF, along with the loop extruding factor cohesin, mediates the establishment and maintenance of both E-P interactions and TAD structure^32–34^. Interestingly, *Runx1* was mis-regulated in zebrafish after perturbation of CTCF/cohesin^35–37^, suggesting that *Runx1* regulation may depend on chromatin structure. Elucidating *Runx1* transcriptional regulatory mechanisms is expected to contribute to a better understanding of the chromatin conformation changes employed by complex multi-promoter genes during development.

Here, we characterize the *Runx1* chromatin landscape in four-dimensions, i.e., in 3D space over time, in an in vitro mouse ESC differentiation model of developmental hematopoiesis. Using high-resolution chromosome conformation capture (Tiled-C)^38^, we report the presence of a pre-formed 1.1 Mb TAD spanning the *Runx1* locus in mouse ESCs that is conserved in human and forms prior to gene activation. Upon differentiation, accessible chromatin sites emerge within the TAD over known enhancers, CTCF sites, and candidate cis-regulatory elements. These regions interact with the *Runx1* promoters in a developmental stage-specific manner. Notably, an increased interaction of the P1 and P2 promoters within cell-type-specific *Runx1* sub-TADs is seen. These sub-TADs are bounded by highly conserved promoter-proximal CTCF sites, the role of which is poorly understood. Here, we use a machine learning approach and CRISPR/Cas9-mediated deletion to examine the importance of promoter-proximal CTCF binding for the *Runx1* chromatin landscape. Deletion of either the *Runx1* P1 or P2 promoter-proximal CTCF site partially disrupts TAD structure, while E-P interactions appear unaffected. *Runx1* levels show a decreased trend at the mesoderm stage, concomitant with significant changes in mesodermal gene expression indicative of a delay in hematopoietic differentiation. Together, we find that sub-TAD chromatin boundaries form dynamically within the large and complex *Runx1* regulatory domain during differentiation and are involved in coordinating gene expression and hematopoietic differentiation.

## Results

### *Runx1* lies in a conserved TAD which forms prior to gene activation

To investigate dynamic changes in 3D chromatin confirmation in the *Runx1* locus (schematically represented in Fig. 1a) during hematopoietic development, we used the in vitro mouse ESC (mESC) differentiation model that recapitulates the de novo generation of hematopoietic progenitor cells (HPCs) from mesoderm as it occurs in the embryo, including the endothelial-to-hematopoietic transition (EHT) specific to development (adapted from ref. ^39^). In this model, we assessed chromatin conformation (Tiled-C), along with gene expression (poly(A)-minus RNA-seq to capture nascent transcripts) and chromatin accessibility (ATAC-seq) over hematopoietic differentiation (Fig. 1b). Flk1^+^ mesodermal cells were isolated by flow cytometry from day 4 embryoid body (EB) cultures. Upon further differentiation in EHT media these gave rise to phenotypic HPCs with blood progenitor morphology and in vitro clonogenic potential (Fig. 1b, c, Supplementary Fig. 1). Gene expression analysis of mESCs, Flk1^+^ mesoderm, and emerging CD41^+^ CD45^−^ Runx1^+^ HPCs reflected the developmental trajectory as visualized in a Principal Component Analysis (PCA) plot (Fig. 1d). This was accompanied by silencing of pluripotency genes (*Pof5f1*, *Sox2*, *Nanog*), transient expression of mesodermal genes (*Flk1*, *Eomes*, *T*), and increasing levels of hematopoiesis-associated genes (*Pecam1*, *Tal1*, *Gfi1b*, *Meis1*, *Itga2b*) (Fig. 1e). 

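Poly(A)-minus RNA-seq, which also captures nascent transcripts, was performed on 9 wild-type libraries of the mouse ESC line E14 and its derivatives. They comprised 2 libraries of undifferentiated mESCs (day 0), 3 of Flk1+ mesoderm (day 4) and 4 of CD41+ HPCs (day 7). The 2 undifferentiated libraries are labelled as technical replicates, whereas the legend of Fig. 2 speaks of biologically independent experiments. By the labels, n = 2 counts a single culture repeatedly, the spread between the libraries is not one between independent cultures, and p-values against undifferentiated mESCs rest on the spread of the later stages and of these libraries. The mesoderm libraries came from the clones B9.3, C6.1 and C8.1, and so did the HPC libraries, with B9.3 sequenced as 2 libraries. The authors mapped the reads to mm9 with STAR, removed PCR duplicates and counted reads over the exons and introns of each gene with featureCounts. The counts of 25146 genes were deposited without normalization. The total per library was 20532578 and 24283287 counts in undifferentiated mESCs, from 18233679 to 21634629 (median 20140433) in mesoderm and from 8293575 to 10733304 (median 9710259) in HPCs. Ribosomal RNA genes and genes whose listed copies span several loci together took 68.1% and 76.3% of these counts in undifferentiated mESCs, from 89.1% to 91% in mesoderm and from 87.8% to 89.1% in HPCs. The remaining genes of a library therefore shared 4858660 and 7748567 counts in undifferentiated mESCs, from 1955010 to 2134615 in mesoderm and from 900145 to 1302151 in HPCs. Counts were normalized by edgeR's TMM method and are given as CPM, whose scale is set within one fit and is not shared between fits of different libraries. Differential expression was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on the 12899 genes past edgeR's filter on low counts (minimum count 10), and a gene was called changed at an adjusted p-value under 0.05 and an absolute log2 fold change over 1. In a PCA of the 500 most variable genes after DESeq2's variance-stabilizing transformation, PC1 took 70.1% of the variance and PC2 20.5%. Undifferentiated mESCs lay at -45 and -44.8 on PC1, mesoderm from -35.7 to -24.2 and HPCs from 39 to 54.2. On PC2, mesoderm lay from 25.4 to 27.4, above undifferentiated mESCs at -33.9 and -33.7 and HPCs from -7.54 to 8.3. By the Methods, ribosomal RNA was depleted from the RNA of undifferentiated mESCs, and no depletion is named for mesoderm or HPCs, so a difference from undifferentiated mESCs cannot be separated from one in library preparation. Between undifferentiated mESCs and mesoderm, 3147 genes were changed, 1386 higher and 1761 lower in mesoderm. The alternative that moved this count most was leaving out the filter on low counts, with 3962 genes. DESeq2 on the same libraries called 1577 genes higher and 1151 lower, whereas edgeR with RLE size factors called 1457 higher and 1620 lower, so which direction holds more genes depends on the tool, for a reason that was not tested. Between mesoderm and HPCs, 3007 genes were changed, 1394 higher and 1613 lower in HPCs. From the positions of the stages in the PCA plot, the paper states that gene expression followed the developmental trajectory.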

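Pou5f1 (chromosome 17, 35642976 to 35647722 in mm9) had 7.18 ± 0.761 CPM (SD, n = 2) in undifferentiated mESCs and 0.135 ± 0.233 CPM (SD, n = 3) in mesoderm, and no read in the 4 HPC libraries. Its log2 fold change from undifferentiated mESCs to mesoderm was -5.47 (adjusted p = 0.00088 from edgeR's quasi-likelihood test), against an adjusted p of 0.23 from DESeq2, and its adjusted p ranged from 1.3e-10 to 0.23 over the alternatives. Sox2 (chromosome 3, 34548916 to 34551382), which lies inside the span of the transcript Sox2ot on the same strand and can share its reads, fell from 3.94 ± 1.12 to 0.108 ± 0.186 CPM and to no read in HPCs (log2 fold change to mesoderm -4.91, adjusted p = 0.002, and 0.26 from DESeq2, with a range of 1.7e-08 to 0.26). Nanog (chromosome 6, 122657506 to 122664651) fell from 3.98 ± 0.349 CPM to at most 2 counts in any mesoderm library, which is at least 13.8-fold lower (adjusted p = 0.00014), and had at most 1 count in HPCs. The undifferentiated libraries were prepared with a depletion of ribosomal RNA that the Methods do not name for the later stages, which limits each comparison with them. At these counts no further change of the pluripotency genes between mesoderm and HPCs was detectable. Among the mesodermal genes, Kdr, which encodes Flk1 (chromosome 5, 76328851 to 76374480), rose from 0.136 ± 0.0147 CPM in undifferentiated mESCs to 36.7 ± 14.2 CPM in mesoderm (log2 fold change 8.05, standard error 0.69, adjusted p = 5.9e-05). In HPCs Kdr was at 8.87 ± 4.85 CPM (SD, n = 4), a log2 fold change of -2.04 from mesoderm (standard error 0.39, adjusted p = 0.0027). Eomes (chromosome 9, 118387306 to 118395250) went from 0.223 ± 0.165 to 3.68 ± 3.52 CPM (log2 fold change 3.86, adjusted p = 0.012) and had no read in HPCs, at least 9.48-fold lower than in mesoderm (adjusted p = 0.0044), a bound of 4.32-fold without mesoderm clone C6.1. T, or Brachyury (chromosome 17, 8627287 to 8635361), went from 0.0967 ± 0.0615 to 1.09 ± 1.33 CPM (adjusted p = 0.046, and 0.054 without mesoderm clone C8.1) and to no read in HPCs, at least 2.8-fold lower than in mesoderm (adjusted p = 0.039), a bound that rests on mesoderm clone C6.1, without which it is 0.822. That last adjusted p lay between 0.015 and 0.076 in 6 fits that left out 1 library, and 4 of these no longer passed 0.05, without mesoderm clone C8.1 (0.05) or HPC library B9.3-2 (0.061), C6.1 (0.07) or C8.1 (0.076). Without mesoderm clone C6.1, whose library had 16 counts of T, the gene did not pass the filter on low counts and was not tested in either step. Of the hematopoiesis-associated genes, Tal1 (chromosome 4, 114729030 to 114744360) rose from 0.159 ± 0.0364 to 3.73 ± 0.468 and then to 14.2 ± 1.21 CPM, with adjusted p-values of 1.8e-05 and 6e-05 for the successive steps. Itga2b (chromosome 11, 102314610 to 102331197), the gene of CD41, rose from 0.0531 ± 0.0187 to 1.23 ± 0.506 and then to 38.2 ± 14.6 CPM (adjusted p = 0.00031 and 1.7e-05). Gfi1b (chromosome 2, 28464969 to 28477502) had no read in undifferentiated mESCs, 0.326 ± 0.327 CPM in mesoderm and 8.65 ± 2.56 CPM in HPCs (adjusted p = 0.0071 and 0.00018). Meis1 (chromosome 11, 18780430 to 18918972) rose from 1.09 ± 0.11 to 6.28 ± 8.22 CPM in mesoderm, where clone B9.3 alone had 15.8 CPM. Its log2 fold change of 2.57 (adjusted p = 0.05) became 0.59 (adjusted p = 0.49) without B9.3. This call was lost in 4 of 9 alternatives, of which 1 left out a library. In HPCs Meis1 reached 58.3 ± 29.2 CPM (log2 fold change from mesoderm 3.17, adjusted p = 0.0083). With each library left out in turn, this fold change lay between 2.72 and 5.17 (adjusted p from 4.9e-05 to 0.033). Pecam1 (chromosome 11, 106515526 to 106576595) had 1.83 ± 0.0973, 6.24 ± 7.34 and 11 ± 2.54 CPM in the successive stages, and neither step exceeded the spread between libraries (adjusted p = 0.089 and 0.4). The change from undifferentiated mESCs to HPCs as a whole was not tested. Clone B9.3, with 14.5 CPM, also set the mesoderm value of Pecam1, and without it the log2 fold change from mesoderm to HPCs was 2.21 (adjusted p = 0.0045) in place of 0.75. The first step of Pecam1 passed in 2 of 9 alternatives, with adjusted p-values from 0.0059 to 0.62. One of these was the fit without mesoderm clone C6.1 (adjusted p = 0.009).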

*Runx1* expression was initiated in Flk1^+^ mesoderm and increased in HPCs (Fig. 1e^17^).

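Runx1 is annotated on the minus strand of chromosome 16 from 92601710 to 92826319 (mm9). Its level was 1.01 ± 0.282 CPM (SD, n = 2) in undifferentiated mESCs, 14.4 ± 8.03 CPM (SD, n = 3) in mesoderm and 131 ± 35.2 CPM (SD, n = 4) in HPCs. From undifferentiated mESCs to mesoderm the log2 fold change was 3.82 (standard error 0.54, adjusted p = 0.00058 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This step also compares libraries with and without a named depletion of ribosomal RNA. Every mesoderm library, from 5.41 to 20.8 CPM, lay above both undifferentiated libraries (exact 2-sided permutation test p = 0.1, the smallest this design allows, and only if these libraries count as independent). From mesoderm to HPCs the log2 fold change was 3.19 (standard error 0.43, adjusted p = 0.00026), and the HPC libraries lay from 101 to 182 CPM, all above mesoderm (exact 2-sided permutation test p = 0.0286, the smallest that 3 libraries against 4 allow). That permutation test counts all libraries of a clone as independent, both HPC libraries of B9.3 included. Counted by clone, as 3 against 3, its p could not go below 0.1. With each library left out in turn, the second log2 fold change stayed between 2.79 and 3.57. The lincRNA Gm16801 lies inside the Runx1 span on the opposite strand (92613059 to 92620350), and its reads could be counted for Runx1 where the counting did not use strand, which the paper's text does not name. Of the genes around Runx1, Setd4 had 1.59, 0.587 and 0.501 CPM and Cbr1 0.516, 0.322 and 0.237 CPM in undifferentiated mESCs, mesoderm and HPCs, while Rcan1 had 2.54, 1.68 and 2.31 CPM. Clic6 rose from 0.105 to 0.783 CPM in mesoderm (log2 fold change 2.80, adjusted p = 0.0078) and was at most at 1 count in any HPC library, at least 2.01-fold lower than in mesoderm (adjusted p = 0.0094).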

**Fig. 1:**
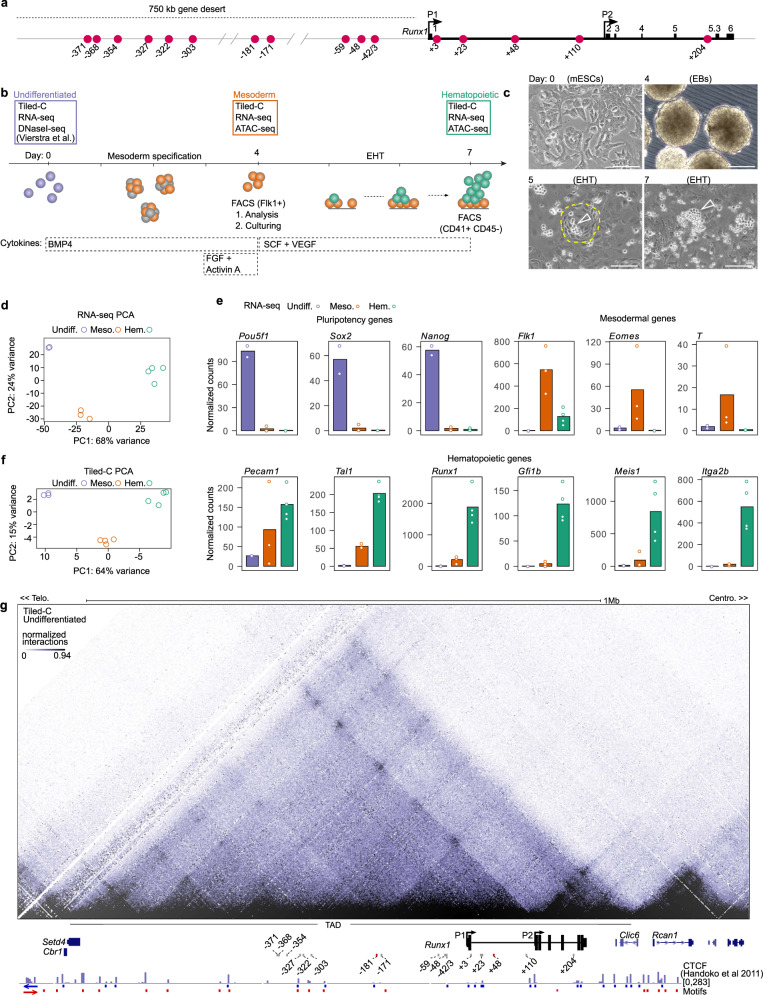
*Runx1* resides within a topologically associating domain (TAD) in undifferentiated cells. **a** Schematic of the *Runx1* locus on mouse chromosome 16, with *Runx1* proximal (P2) and distal (P1) promoters, exons, and adjacent gene desert labeled. Previously identified enhancers are indicated by red circles that are numbered according to the distance (in kb) from the *Runx1* start codon in exon 1^13,15–17,19–21,128–129^. **b** Schematic of seven-day differentiation protocol with cytokines and markers used for isolation of cells by FACS indicated. EHT = endothelial-to-hematopoietic transition. DNaseI-seq data in mESC was previously published^42^. **c** Bright-field images of different stages of in vitro differentiation. Colonies of hemogenic endothelial (HE) cells are outlined with dashed yellow lines and clusters of emerging hematopoietic progenitors are indicated by hollow white arrowheads. Scale bars = 200 µm. Representative images are shown. Experiments were performed more than ten times with similar results. **d** Principal component analysis (PCA) of individual poly(A) minus RNA-seq replicates colored by cell type. **e** Plot of normalized counts of lineage marker gene expression across differentiation. Undifferentiated *n* = 2, mesoderm *n* = 3, hematopoietic *n* = 4. **f** PCA of individual Tiled-C replicates colored by cell type. **g** Tiled-C matrix at 2 kb resolution for undifferentiated mESCs. Matrix is a merge of three independent replicates (*n* = 3). Interactions are visualized with a threshold at the 94th percentile. *Runx1* promoters (P1 and P2), neighboring genes, the adjacent gene desert, and approximate location of the 1.1 Mb *Runx1* TAD are labeled. Publicly available CTCF ChIP-seq in E14 mESCs^40^ was reanalyzed and the orientation of CTCF motifs identified de novo under CTCF peaks is indicated. Previously published enhancer regions are indicated and numbered according to their distance from the *Runx1* start codon in exon 1. Enhancer regions that are accessible in undifferentiated cells are shown as red bars and enhancers that did not overlap DNaseI-seq^42^ peaks are identified by gray bars.

To generate high-resolution chromatin conformation maps of the *Runx1* regulatory domain, we performed Tiled-C, a targeted method that generates Hi-C-like data at specific loci^38^, with probes against all *DpnII* fragments in a 2.5 Mb region centered on *Runx1*. PCA of individual Tiled-C replicates showed a clear developmental trajectory (Fig. 1f, Supplementary Fig. 2) similar to that seen based on gene expression analysis (Fig. 1d), demonstrating that *Runx1* exhibits reproducible dynamic chromatin conformation changes during differentiation. *Runx1* resides within a 1.1 Mb TAD in mESCs (Fig. 1g, mm9 chr16:92,496,000–93,617,999) that extends to encompass the upstream 750 kb gene desert, with the *Setd4* and *Cbr1* genes at its telomeric end, and *Clic6* at its centromeric end (Fig. 1g). Using previously published CTCF occupancy data from mESCs^40^, 31 binding sites were identified within the *Runx1* TAD (Fig. 1g). MEME analysis^41^ identified core CTCF binding motif location and orientation underlying CTCF peaks and revealed a predominant convergence of CTCF motifs—with primarily centromeric oriented motifs near the *Setd4* telomeric end of the *Runx1* TAD, and telomeric oriented motifs primarily at the *Clic6* centromeric end (Fig. 1g). Together, this shows that the *Runx1* regulatory domain is established prior to gene expression, likely in a CTCF-dependent manner.

### Mesodermal differentiation is accompanied by increased interactions between *Runx1* P2 and enhancers in the gene desert and *Runx1* gene body

Upon transition from mESC to Flk1^+^ mesoderm we observed increased chromatin accessibility in the *Runx1* TAD and low levels of transcription primarily from the *Runx1* P2 promoter (Fig. 2a, b). 

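ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into accessible DNA, was performed on wild-type Flk1+ mesoderm in 4 libraries. By the Methods, the cells were of the line E14-TG2a-RV, whereas the sample labels name E14-TG2a. The former carries a Venus reporter at Runx1 and, in the Col1a1 locus, an mCherry reporter transgene with the Runx1 +23 enhancer. In that line, reads at +23 can come from the transgene as well as from Runx1. The authors mapped the reads to mm9, merged the libraries, kept inserts under 100 bp and called peaks on the merged reads with MACS2 at an adjusted p-value under 0.05. The deposited list gives the start and end of each of 76766 peaks, with a median width of 114 bp (64 to 1006), and no height or p-value, so peaks were compared by position alone. With 1 list per stage there is no replicate of a peak count, and sequencing depth per library is unknown from the list. Peaks were assigned to genes with the GENCODE vM1 annotation of the same build. In the Runx1 TAD, from 92496000 to 93617999 on chromosome 16, the mesoderm list held 45 peaks, of which 5 touched an exon, 12 lay in an intron and 28 were intergenic. Among only the wider peaks of the list, those above its median width, 24 lay in the TAD, and with 50 kb added on each side the count was 51. A peak from 92697560 to 92697724 covered the P2 transcription start site at 92697573. No peak covered the P1 start site at 92826311, and the nearest, 171 bp wide and starting at 92828324, lay 2013 bp upstream. The accessibility of undifferentiated mESCs was not analysed here.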

Compared to mESCs, at this mesodermal stage we identified 36 open chromatin sites that are lost and 33 sites that are gained (DNaseI-seq from ref. ^42^) (Fig. 2a, Supplementary Table 1, adjusted *p*-value <0.05). 

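The stages of each open chromatin site in the TAD are given in Supplementary Table 1, which lists 85 sites. By its entries, 36 sites were open in undifferentiated mESCs alone, 7 in undifferentiated mESCs and mesoderm, 28 in mesoderm alone, 5 in mesoderm and HPCs, 5 in HPCs alone and 4 in all stages, which gives 36 sites lost and 33 gained in mesoderm. Each of its 44 mesodermal sites overlapped a peak of the deposited mesoderm list, and all 45 peaks of that list in the TAD matched such a site. Of its mesodermal sites, 31 had no known regulatory element assigned, and 23 of these were not open in undifferentiated mESCs.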

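Supplementary Table 2 lists 25 published Runx1 enhancers, named by their distance in kb from the Runx1 start codon, and 10 of them overlapped a mesoderm ATAC-seq peak by at least 1 bp. Those upstream of Runx1 were intergenic and comprised -327/328 (a peak of 275 bp starting at 93153416), -321/322 (229 bp from 93147824), -303 (197 bp from 93129852), -181 (112 bp from 93006973), -171 (with 2 peaks, of 126 bp from 92996476 and 342 bp from 92997105) and -59 (416 bp from 92884074). Those in introns of Runx1 were +3 (279 bp from 92822563), +23 (414 bp from 92801792), +48 (445 bp from 92778301) and +110 (203 bp from 92715871). The peak at +23 can include reads from the enhancer transgene of these cells. By the entries of Supplementary Table 1, -181 and +48 were open in undifferentiated mESCs as well, and -59, +3, +23 and +110 in HPCs. In all, 11 of the 45 mesoderm peaks in the TAD lay at a published enhancer. The count of enhancers was 9 with the wider peaks alone, 10 where at least 50% of the shorter interval had to overlap and 11 within 500 bp.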

Ten accessible peaks unique to mesoderm corresponded to previously identified enhancers (−327, −322, −303, −181, −171, −59, +3, +23, +48, +110)^16,18–21,43–47^ (Supplementary Table 2), while 24 peaks did not overlap with any known regulatory elements (Supplementary Table 1). Interactions between CTCF sites also increased at the mesodermal stage, particularly between the two boundaries of the *Runx1* TAD (Fig. 2c, d, Kruskal–Wallis and Dunn’s test, adjusted *p* = 0.003), while insulation of the main TAD (a measure of intra-TAD interactions) decreased slightly (Fig. 2e, Kruskal–Wallis and Dunn’s test, adjusted *p* = 1.4 × 10^−135^). To determine promoter-specific enhancer interactions, we compared virtual Capture-C profiles across the *Runx1* locus using the P2 and P1 promoters as viewpoints (Fig. 2f). We observed an overall increase of E-P2 interactions in mesoderm compared to mESCs (Fig. 2f, Kruskal–Wallis and Dunn’s test, adjusted *p* = 0.005), specific increased interactions between the P2 promoter and the −327, −322, −303, −181, and −171 enhancer elements in the gene desert, and the +3, +23, and +110 enhancers in the *Runx1* gene body (Fig. 2g). In contrast to the P2, the P1 promoter did not show a significant overall increase in interactions with enhancers in mesodermal cells (Fig. 2f, Kruskal–Wallis and Dunn’s test, adjusted *p* = 0.9), in line with the absence of P1-derived *Runx1* expression (Fig. 2b). However, a slight specific increase was seen in interactions between P1 and elements −181 and −171 in the gene desert, and elements +23, +48, and +110 within *Runx1* intron 1, and with the P2 could be seen (Fig. 2g). Together, these data indicate that early spatiotemporal control of *Runx1* expression at the onset of hematopoiesis is associated with increased interactions between CTCF sites, reduced TAD insulation, and may be mediated by regulation of interactions between specific enhancer elements and both the P2 and P1 promoters.

**Fig. 2:**
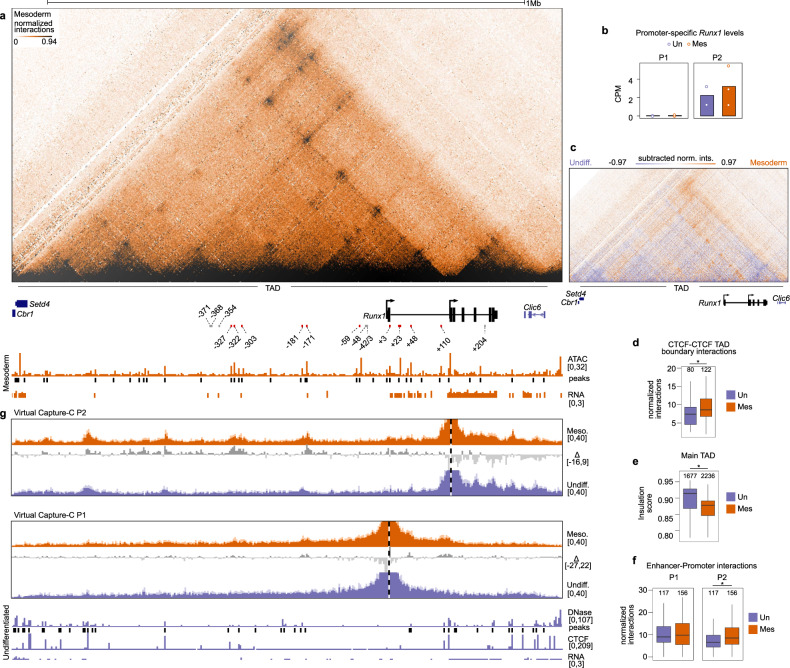
Early hematopoietic differentiation leads to increased enhancer*-Runx1* P2 interactions. **a** Tiled-C matrix from mesoderm (2 kb resolution, threshold at the 94th percentile, *n* = 4). *Runx1* promoters and location of *Runx1* TAD are labeled below the matrix. RPKM-normalized ATAC-seq track is shown with called peaks (MACS2, adjusted *p* < 0.05, peaks called from one merged bam file). CPM-normalized poly(A)-minus RNA-seq (*n* = 3) is shown. Previously published enhancer regions are indicated. Enhancer regions that are accessible in mesoderm are shown as red bars and numbered according to their distance from the *Runx1* start codon in exon 1. Enhancers that did not overlap ATAC-seq peaks are identified by gray bars. **b** Promoter-specific *Runx1* levels in undifferentiated and mesoderm cells. Data were analyzed from two (undifferentiated) or three (mesoderm) biologically independent experiments. **c** Subtraction of normalized Tiled-C matrices between undifferentiated and mesoderm. The matrix is a subtraction of the signal between two merged matrices (undifferentiated *n* = 3, mesoderm *n* = 4, 2 kb resolution, threshold at +97th and −97th percentile). **d** Quantification of interactions between the four outermost CTCF peaks at the edges of the TAD (*, Kruskal–Wallis and Dunn’s test, two-sided adjusted *p* = 0.003). **e** Insulation score (intra-TAD interaction ratio) of the main *Runx1* TAD (*, Kruskal–Wallis and Dunn’s test, two-sided adjusted *p* = 1.4 × 10^−135^). **f** Quantification of total interactions from the viewpoint of each promoter with all previously published enhancers (Supplementary Table 2) (*, Kruskal–Wallis and Dunn’s test, two-sided adjusted *p* = 0.005). **g** Virtual Capture-C profiles (obtained from Tiled-C data, see “Methods”) from the viewpoint of both *Runx1* promoters in undifferentiated mESCs (blue tracks) and mesodermal cells (orange tracks). *Runx1* promoters (P1 and P2) are indicated by a vertical dashed line. Dark colors represent the mean reporter counts in 2 kb bins (undifferentiated n = 3, mesoderm *n* = 4) normalized to the total *cis*-interactions in each sample. Standard deviation is shown in the lighter color. Subtractions between two cell types as indicated are shown as gray tracks. DNaseI-seq^42^, DNaseI peaks, CTCF ChIP-seq^40^, and RNA-seq from undifferentiated mESCs are indicated in blue below Capture-C tracks. **d**–**f** Boxplot centre shows median, bounds of the box indicate 25th and 75th percentiles, and maxima and minima show the largest point above or below 1.5 * interquartile range. Outlying points are not shown. Data were analyzed from the total number of bins indicated above each boxplot from three (undifferentiated) or four (mesoderm) biologically independent experiments.

### Increased *Runx1* expression upon hematopoietic differentiation is associated with P1 activation, a shift in E-P interactions, and sub-TAD reinforcement

Differentiation of hematopoietic-fated mesoderm into HPCs is accompanied by increased expression from both *Runx1* promoters, with a three-fold higher expression from P2 than P1 (Fig. 3a, b). Compared to mesoderm, HPCs show dynamic shifts in chromatin accessibility in the *Runx1* TAD. 

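ATAC-seq of wild-type CD41+ HPCs comprised 2 libraries, labelled technical replicates of a single experiment, which the authors merged and processed like the mesoderm libraries. By the Methods, the mesoderm libraries came from 2 experiments. Every difference between the peak lists of the stages therefore rests on a single HPC experiment. The deposited list held 29037 peaks with a median width of 113 bp (67 to 767), fewer than the mesoderm list, which was called on more libraries. In the Runx1 TAD the HPC list held 14 peaks, with 1 at an exon, 8 in introns and 5 intergenic, and 4 among the wider peaks alone. Of the 45 mesoderm peaks in the TAD, 9 were also called in HPCs, or 20.0% (95% Wilson interval 10.9% to 33.8%). Over the rest of the genome, 19805 of 76721 mesoderm peaks were also called in HPCs, or 25.8% (25.5% to 26.1%). The share in the TAD was not distinguishable from that elsewhere (odds ratio 0.718, 2-sided Fisher's exact test on peaks, p = 0.5), and peaks are not replicates of cells. The difference of -5.8 percentage points moved most with the wider peaks alone, to -13.7.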

ATAC-seq peaks were gained in the gene body at the +204 and −42 enhancers, lost at +48, −171, −181, −303, −322, and −328 and other sites in the gene desert, and maintained at the +3, +23, and +110 enhancers in HPCs (Fig. 3a, MACS2 adjusted *p* < 0.05, Supplementary Table 1). 

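Of the published enhancers, 6 overlapped an HPC peak and 4 of these also a mesoderm peak. The enhancers with a peak in HPCs only were -42, intergenic, with a peak starting at 92867589, and +204, in an intron of Runx1, with a peak starting at 92621096. Both of these peaks were 67 bp wide, the smallest width in the HPC list. A mesoderm peak without an HPC peak was found at 6 enhancers, namely -327/328, -321/322, -303, -181, -171 and +48. Peaks were called in both stages at -59 (HPC peak from 92884126 to 92884463), +3 (92822530 to 92822618), +23 (92801864 to 92802140) and +110 (92715844 to 92715956). At +23, reads from the enhancer transgene can contribute in both stages. The remaining 13 enhancers had a peak in neither list. Among the wider peaks alone, 2 enhancers had an HPC peak. The peak lists carry no height, so a lost peak is one below the authors' threshold and not one shown to be closed.

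**Figure D1:**
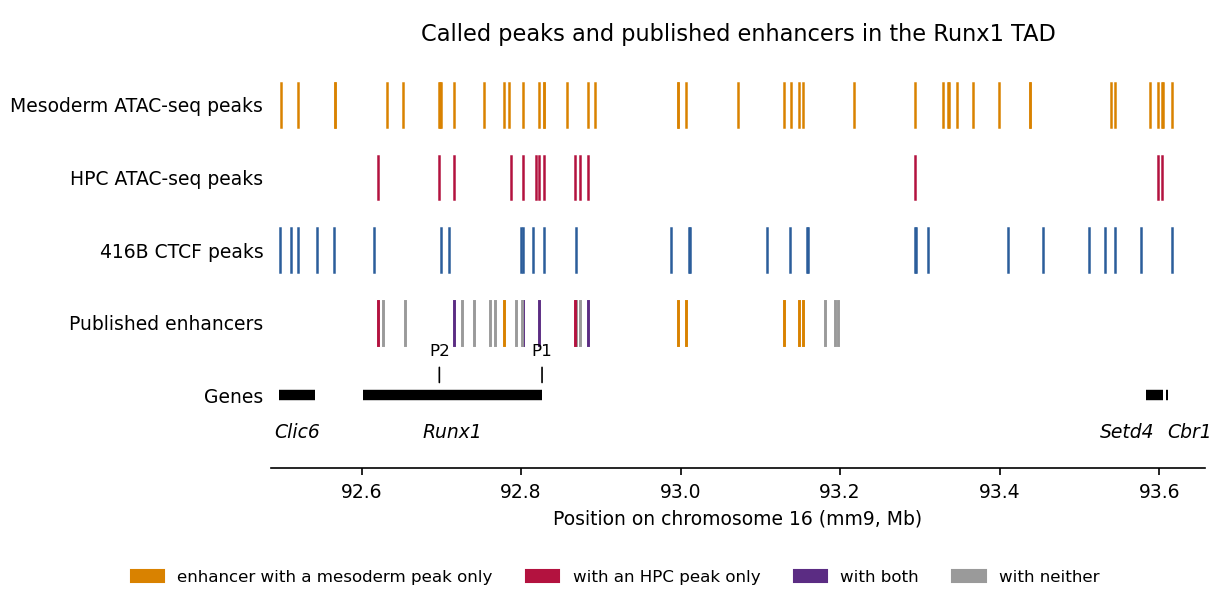
Positions of called peaks, published enhancers and genes in the Runx1 TAD on chromosome 16 (mm9, in Mb), with the P1 and P2 promoters marked. Each line is 1 peak of the mesoderm (45), HPC (14) or 416B CTCF (30) list, and the 25 enhancers are coloured by the ATAC-seq lists that have a peak there.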

Five peaks are unique to HPCs (−42, −48.6, +6.6, +38, +204) while four peaks are present in all three cell types (−778 [Setd4 promoter], −772 [Setd4 intronic element], −467 [gene desert CTCF site], +128 [*Runx1* P2 promoter]). 

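Of the 14 HPC peaks in the TAD, 5 had no mesoderm peak. Besides the peaks at -42 and +204, they were an intergenic peak starting at 92874455, 48144 bp from the nearest Runx1 start site, and intronic peaks starting at 92819294 and 92787369, 6888 bp and 38741 bp from the nearest one. The 4 sites that Supplementary Table 1 gives for all stages each had a peak in both lists. In HPCs they were 93603968 to 93604038 over an exon and start site of Setd4, 93598164 to 93598254 in an intron of Setd4, 93293422 to 93293511 in the gene desert and, at the P2 promoter, a peak of 190 bp starting at 92697584, which is 11 bp upstream of its start site. The gene desert peak also overlapped a CTCF peak of 416B cells.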

Insulation of the main TAD slightly decreased further as cells differentiated from mesoderm to HPCs (Fig. 3c, Kruskal–Wallis and Dunn’s test, adjusted *p* = 2.1 × 10^−7^), while CTCF-CTCF interactions between the boundaries of the TAD were not different from mesoderm (Fig. 3c, Kruskal–Wallis and Dunn’s test, adjusted *p* = 0.13). Alongside these changes at the main TAD-level, two sub-TADs spanning the *Runx1* gene were strengthened significantly in HPCs (Fig. 3d, e, Kruskal–Wallis and Dunn’s test, P1-P2 sub-TAD *p* = 3.1 × 10^−43^ and P2-3′ sub-TAD *p* = 6.6 × 10^−13^). We next compared how specific E-P interactions changed between mesoderm and HPCs using virtual Capture-C plots of the Tiled-C data. Compared to mesoderm, total E-P interactions increased in HPCs for the P2 promoter and there was a trend of increased overall E-P interactions for P1 (Fig. 3f, Kruskal–Wallis and Dunn’s test, P2: adjusted *p* = 0.005, P1: adjusted *p* = 0.06). Both P1 and P2 showed specific increases in E-P interactions with −59, −43, −42, +23, and +110 enhancers (Fig. 3g), while interactions with elements extending further in the gene desert were decreased generally but maintained at non-tissue-specific CTCF sites in the gene desert. Therefore, differentiation to HPCs is associated with specific E-P interactions primarily within HPC-specific sub-TADs that span the *Runx1* gene.

**Fig. 3:**
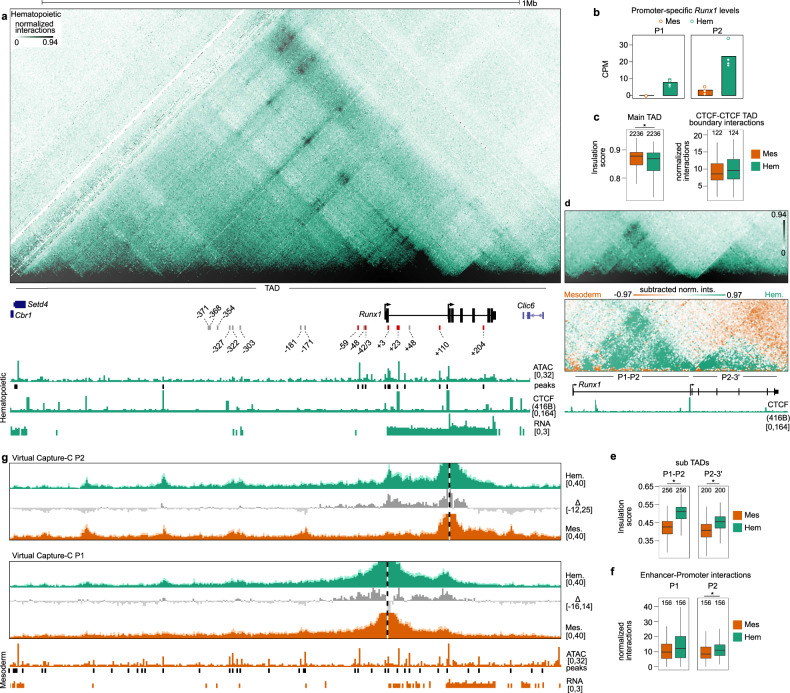
EHT progression is associated with sub-TAD reinforcement, increased *Runx1* expression and P1 activation. **a** Tiled-C matrix from HPCs (2 kb resolution, threshold at the 94th percentile, *n* = 4). *Runx1* promoters and location of *Runx1* TAD are labeled below the matrix. RPKM-normalized ATAC-seq track is shown with called peaks (MACS2 adjusted *p* < 0.05, peaks called from one merged bam file). CPM-normalized poly(A)-minus RNA-seq (*n* = 4) is shown. CTCF occupancy in 416B hematopoietic progenitor cells is shown. Previously published enhancer regions are indicated. Enhancer regions that are accessible in HPCs are shown as red bars and numbered according to their distance from the *Runx1* start codon in exon 1. Enhancers that did not overlap ATAC-seq peaks are identified by gray bars. **b** Promoter-specific *Runx1* levels in mesoderm and HPCs. Data were analyzed from three biologically independent experiments. **c** Left, insulation score (intra-TAD interaction ratio) of the main *Runx1* TAD (*, Kruskal–Wallis and Dunn’s test, two-sided adjusted *p* = 2.1 × 10^−7^). Right, quantification of interactions between the four outermost CTCF peaks at the edges of the TAD. **d** Top, zoom of Tiled-C data at 2 kb resolution with a threshold at 94th percentile. Below, subtraction of normalized Tiled-C matrices between mesoderm and HPCs. The matrix is a subtraction of the signal between two merged matrices (*n* = 4, 2 kb resolution, threshold at +97th and −97th percentile). **e** Insulation scores (intra-TAD interaction ratio) of the two *Runx1* sub-TADs (*, Kruskal–Wallis and Dunn’s test, P1-P2 TAD two-sided adjusted *p* = 3.1 × 10^−43^ and P2-3′ TAD two-sided adjusted *p* = 6.6 × 10^−13^). **f** Quantification of total interactions from the viewpoint of each promoter with all previously published enhancers (Supplementary Table 2) (*, Kruskal–Wallis and Dunn’s test, two-sided adjusted *p* = 0.004). **g** Virtual Capture-C profiles (obtained from Tiled-C data, see “Methods”) from the viewpoint of both *Runx1* promoters in mesoderm (orange tracks) and HPCs (green tracks). *Runx1* promoters (P1 and P2) are indicated by a vertical dashed line. Dark colors represent the mean reporter counts in 2 kb bins (*n* = 4) normalized to the total *cis*-interactions in each sample. Standard deviation is shown in the lighter color. Subtractions of the signal between two cell types as indicated are shown as gray tracks. ATAC-seq and peaks and RNA-seq from mesoderm are indicated in orange below Capture-C tracks. **c**, **e**, **f** Boxplot centre shows median, bounds of the box indicate 25th and 75th percentiles, and maxima and minima show the largest point above or below 1.5 * interquartile range. Outlying points are not shown. Data were analyzed from the total number of bins indicated above each boxplot from four biologically independent experiments.

### *Runx1* promoter-proximal CTCF sites play a role in establishing *Runx1* chromatin architecture but not E-P interactions

The sub-TAD spanning the first intron of *Runx1* had boundaries that correspond to the P1 and P2 promoters. As both promoters have telomeric orientated CTCF sites <2 kb upstream of the transcription start site (TSS; Fig. 3a, d), and CTCF is associated with sub-TAD and TAD boundaries^31,48^, we performed CTCF ChIP-seq in the 416B HPC cell line to determine if the observed changes in sub-TAD structure may be associated with differential CTCF binding in HPCs versus mESCs. 

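CTCF ChIP-seq was performed in 416B cells, a mouse myeloid progenitor cell line, and the authors mapped the reads to mm9 and called peaks with MACS2 at a p-value of 0.02 on the merged replicates against an input. The deposited list gives the start and end of 44513 peaks, with a median width of 245 bp (140 to 1443), and neither a height nor a p-value. In the Runx1 TAD it held 30 peaks, with 1 at an exon, 8 in introns and 21 intergenic, and 15 among the wider peaks alone. With 50 kb added on each side the count was 37. Upstream of P1, a CTCF peak of 231 bp from 92828270 to 92828500 lay 1959 bp from the start site. Upstream of P2, a CTCF peak of 524 bp from 92698817 to 92699340 lay 1244 bp from the start site. CTCF binding in mESCs was not analysed here.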

Like mESC-derived HPCs, 416B HPCs express *Runx1* from both the P1 and P2 promoter (Fig. 3a, Supplementary Fig. 3a). 

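The CTCF peak upstream of P1 overlapped an ATAC-seq peak of both stages, the HPC peak running from 92828412 to 92828480. At the +23 enhancer (92801742 to 92802272, in an intron of Runx1) the 416B CTCF peak ran from 92801753 to 92802251 and also overlapped a peak of both ATAC-seq lists, to which the +23 transgene of the ATAC-seq cells can contribute. Of the 25 published enhancers, +23 was the 1 with a 416B CTCF peak. In the TAD, 8 of the 45 mesoderm ATAC-seq peaks and 3 of the 14 HPC peaks overlapped a CTCF peak. A peak list without heights does not show how strongly a site was bound.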

Interestingly, while the majority of CTCF sites in the *Runx1* TAD were bound at similar levels in HPCs and mESCs, an increase in CTCF binding was seen in HPCs at the P1-proximal CTCF site, and at the +23 enhancer (Supplementary Fig. 3a). We next examined what the mechanism underlying the differential CTCF binding could be. DNA CpG dinucleotide methylation has been suggested to modulate dynamic CTCF binding^49–56^, and is also known to be associated with promoter silencing^57^. To investigate whether P1 promoter methylation could underlie differential activation and CTCF binding during hematopoietic differentiation, we performed targeted bisulfite sequencing of *Runx1* promoters in undifferentiated mESCs and 416B HPCs. While the *Runx1* P2 promoter harbors a 2.0 kb CpG island that was hypomethylated in both cell types (Supplementary Fig. 3b), in contrast, *Runx1* P1 was near-completely methylated in mESCs, and became demethylated in hematopoietic cells (Supplementary Fig. 3b). Together, this shows that *Runx1* sub-TAD strengthening over hematopoietic differentiation is associated with *Runx1* P1 promoter demethylation and increased CTCF binding at promoter-proximal sites.

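Of the 44513 CTCF peaks of 416B cells, 14091 lay within 5 kb of a transcription start site, or 31.7% (95% Wilson interval 31.2% to 32.1%). The 86879 start sites of the GENCODE vM1 annotation, active and inactive, place 15.9% of the genome within that distance. Of the ATAC-seq peaks, 39.6% (39.3% to 40.0%) in mesoderm and 49.2% (48.6% to 49.8%) in HPCs lay as close to a start site. These intervals treat peaks as independent, and which promoters were active in 416B cells was not analysed here.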

Genome-wide, we observed a significant enrichment of CTCF binding close to active promoters in both mESCs and HPCs (<5 kb from TSS; Supplementary Fig. 3c, d, Chi-square test, *p* < 1 × 10^−10^). The role of promoter-proximal CTCF has not been widely explored. To examine whether the deeply conserved P1 and/or P2 promoter-proximal CTCF sites (Fig. 4a), hereon referred to as P1-CTCF and P2-CTCF, may play a role in establishing the dynamic *Runx1* sub-TADs in HPCs we first utilized a deep learning approach (deepC; ref. ^58^) to predict chromatin interactions at the *Runx1* locus in mESCs. The deepC model was trained on Hi-C data from mESCs^59^, withholding mouse chromosome 16 containing *Runx1*. The overall *Runx1* TAD predicted by deepC agreed well with the TAD observed in Tiled-C data from mESCs (Supplementary Fig. 4a). In silico deletion of the CTCF site proximal to the P2 promoter was predicted to reduce the stripe of interactions emanating from this site into the gene desert, and to increase interactions across the boundary in mESCs (Supplementary Fig. 4b). In contrast, deletion of the P1-proximal CTCF was predicted have little effect on chromatin interactions in mESCs (Supplementary Fig. 4c).

**Fig. 4:**
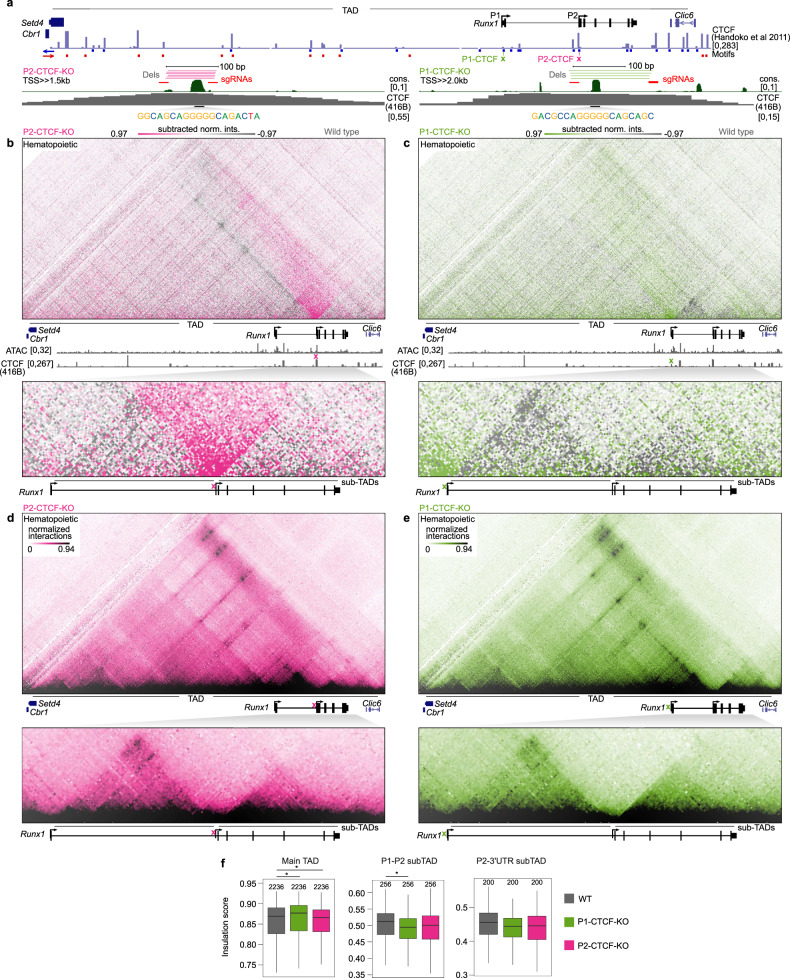
*Runx1* promoter-proximal CTCF sites play a role in establishing *Runx1* chromatin architecture. **a** Schematic of *Runx1* TAD showing CTCF binding in mESCs^42^ and the orientation of CTCF motifs underlying peaks. P1 and P2 promoter-proximal CTCF sites are indicated with CRISPR/Cas9 strategies to delete them. Distance to *Runx1* transcription start sites is indicated. Vertebrate conservation (phastCons, cons), CTCF occupancy in 416B HPCs, core motif sequence, single guide (sg)RNA, and deletion alleles (dels) are indicated. **b**, **c** Subtraction of Tiled-C matrices between P2-CTCF-KO (**b**) P1-CTCF-KO (**c**) and wild-type hematopoietic cells is shown at 2 kb resolution with threshold at +/−97th percentile of subtracted normalized interactions (subtracted norm. ints.) (*n* = 4). Locations of CTCF site deletions are indicated by a pink and green cross. RPKM-normalized ATAC-seq in wild-type HPCs and CTCF occupancy in 416B cells is shown. The locations of the main *Runx1* TAD and sub-TADs are indicated. **d**, **e** Tiled-C matrix from P2-CTCF-KO (**d**) and P2-CTCF-KO (**e**) (2 kb resolution, threshold at 94th percentile, *n* = 4). **f** Insulation scores (intra-TAD interaction ratio) for main *Runx1* TAD and sub-TADs in wild type, P1-CTCF-KO, and P2-CTCF-KO HPCs (*, Kruskal–Wallis and Dunn’s test, two-sided adjusted *p*-values: main TAD WT and P1-CTCF-KO *p* = 4.8^−4^, WT and P2-CTCF-KO *p* = 0.03, P1-P2 sub-TAD WT and P1-CTCF-KO *p* = 0.003). Boxplot centre shows median, bounds of the box indicate 25th and 75th percentiles, and maxima and minima show the largest point above or below 1.5 * interquartile range. Outlying points are not shown. Data were analyzed from the total number of bins indicated above each boxplot from four biologically independent experiments.

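The sgRNAs were matched to chromosome 16 of mm9, where each sequence occurs 1 time next to an NGG motif. For the P1-proximal site they were GGGTCTCCATAGGGCAAGGC (92828284 to 92828303, plus strand, followed by GGG) and GAGTCCTGTGATGATAGTCA (92828436 to 92828455, plus strand, followed by TGG). For the P2-proximal site they were GACTGATCCTCGCGCCGTCG (92699127 to 92699146, minus strand, followed by GGG) and AGCCCCGACATGACCGTGAA (92699032 to 92699051, minus strand, followed by AGG). Between the predicted Cas9 cleavage positions, the P1-proximal interval runs from 92828301 to 92828452, an intergenic stretch of 152 bp that starts 1990 bp upstream of the P1 start site. Its reference sequence on the plus strand is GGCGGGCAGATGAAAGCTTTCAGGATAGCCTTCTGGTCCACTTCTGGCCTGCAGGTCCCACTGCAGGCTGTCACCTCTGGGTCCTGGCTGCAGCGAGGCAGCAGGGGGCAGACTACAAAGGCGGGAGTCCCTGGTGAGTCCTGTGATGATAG, with 61.2% G and C and 3 CpG dinucleotides. The P2-proximal interval runs from 92699035 to 92699129, a stretch of 95 bp in an intron of Runx1 that starts 1462 bp upstream of the P2 start site. Its reference sequence on the plus strand is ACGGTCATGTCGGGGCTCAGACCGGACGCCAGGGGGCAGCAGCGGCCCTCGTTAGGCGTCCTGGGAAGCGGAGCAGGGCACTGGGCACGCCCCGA, with 72.6% G and C and 10 CpG dinucleotides. Both intervals lie inside the 416B CTCF peaks of their promoters. The P1-proximal interval overlapped an ATAC-seq peak in mesoderm and in HPCs, and the P2-proximal interval in mesoderm alone. The alleles of single clones were not analysed here.

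**Figure D2:**
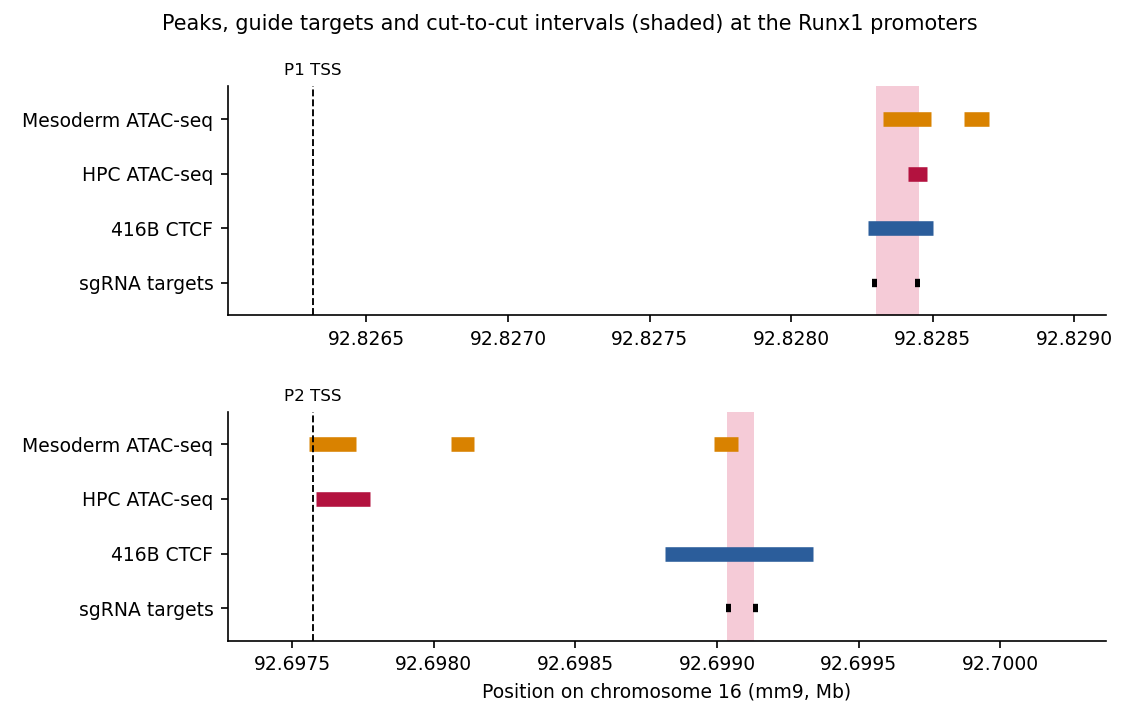
Called peaks, sgRNA target sites and the interval between the predicted cleavage positions (shaded) upstream of the P1 (top) and P2 (bottom) start sites, which are marked by dashed lines, along chromosome 16 (mm9, in Mb). Both shaded intervals, 152 bp at P1 and 95 bp at P2, lie within the 416B CTCF peak.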

Next, we determined the impact of promoter-proximal CTCF site deletion on chromatin conformation experimentally by Tiled-C. We generated P1-CTCF-KO and P2-CTCF-KO mESC clones using CRISPR-Cas9; these lacked the entire CTCF site, including the core motif, but retained nearby conserved sequences (Fig. 4a, Supplementary Figs. 5–7). Hematopoietic differentiation in the KO clones was unaffected (three independent mESCs clones analyzed each for the P1-CTCF-KO and P2-CTCF-KO; Supplementary Fig. 8) and Tiled-C was performed on undifferentiated mESCs, Flk1^+^ mesoderm, and HPCs. PCA showed that P1-CTCF-KO and P2-CTCF-KO cells clustered along the same developmental trajectory as wild-type mESC differentiation cultures (Supplementary Figs. 9 and 10). Strikingly, CTCF-CTCF interactions were reduced across the entire TAD in P2-CTCF-KO HPCs, in agreement with the deepC prediction and consistent with P2-CTCF forming an insulated boundary (Fig. 4b, upper panel). Tiled-C in P1-CTCF-KO mESCs also agreed with the deepC predictions, with loss of the P1-CTCF site showing no effect compared to wild-type mESCs (Supplementary Fig. 4c). P1-CTCF-KO HPCs, however, exhibited a subtle decrease in interactions with CTCF sites in the gene desert (Fig. 4c, upper panel), highlighting the tissue-specific binding of CTCF to this site. Deletion of either P1-CTCF or P2-CTCF increased interaction frequencies between regions upstream and downstream of these sites, indicating that both CTCF sites act as boundaries (Fig. 4b and c, lower panels). Indeed, loss of P2-CTCF led to the region between *Runx1* and *Clic6* interacting ectopically with upstream regions (Fig. 4b, upper panel). The main TAD and tissue-specific sub-TADs were still present in P1-CTCF-KO or P2-CTCF-KO HPCs (Fig. 4d, e), though insulation scores were affected, indicating that sub-TAD boundary strengths were reduced (Fig. 4f).

In HPCs, both P1 and P2 promoters primarily interacted with enhancers lying within the tissue-specific sub-TADs (Fig. 3g). As these sub-TADs were altered upon deletion of promoter-proximal CTCF motifs, E-P interactions in P1- and P2-CTCF-KO HPCs were compared to wild-type cells. Surprisingly, despite generally weaker sub-TAD interactions in P1- and P2-CTCF-KO HPCs (Fig. 4a, b, and e), total E-P interactions were not significantly different compared to wild type for either promoter at any stage of differentiation (Supplementary Fig. 11a, b, Kruskal–Wallis test, adjusted *p* > 0.4) nor was any individual E-P interaction (Supplementary Fig. 12, Kruskal–Wallis test, adjusted *p* = 1.0). Together, our results show that despite perturbed chromatin architecture resulting from the absence of conserved promoter-proximal CTCF sites, specific *Runx1* E-P interactions are maintained.

### *Runx1* P2 promoter-proximal CTCF site coordinates spatiotemporal gene expression and differentiation

Since CTCF binding close to promoters genome-wide, including at *Runx1* P1, is associated with promoter activity (Supplementary Fig. 3c, d), and since loss of promoter-proximal CTCF sites disrupted *Runx1* chromatin architecture, the effect of promoter-proximal CTCF loss on *Runx1* expression was examined during hematopoietic differentiation of KO mESC clones. We observed a non-significant trend for reduced total *Runx1* expression in P2-CTCF-KO mesoderm compared to both wild-type and P1-CTCF-KO (Fig. 5a, zoomed in graph with dashed outline, DESeq2 adjusted *p* = 0.6). 

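Poly(A)-minus RNA-seq of the CTCF site deletions comprised 3 mesoderm and 3 HPC libraries of P1-CTCF-KO, from clones E7.1, E7.2 and E9.1, and 3 mesoderm and 5 HPC libraries of P2-CTCF-KO, from clones D10.1, D2.1 and E9.1, with D10.1 and D2.1 sequenced as 2 HPC libraries each. They were processed and counted like the wild-type libraries, with totals from 20024082 to 20950959 counts (median 20424259) in P1-CTCF-KO mesoderm, from 18421682 to 24406998 (median 19570543) in P2-CTCF-KO mesoderm, from 8594364 to 10564868 (median 9066665) in P1-CTCF-KO HPCs and from 7805102 to 13513677 (median 12269419) in P2-CTCF-KO HPCs. Outside the ribosomal and multi-locus genes, these libraries held from 1897917 to 2288976 counts in mesoderm and from 878966 to 1584401 in HPCs. Genotypes were compared in one fit per stage, of 9 mesoderm or 12 HPC libraries. The deleted sites lie outside the exons of Runx1, so its level does not by itself check the labels. In mesoderm, Runx1 was at 7.67 ± 4.25 CPM (SD, n = 3, from 2.87 to 11) in wild-type, 5.77 ± 2.85 CPM (2.58 to 8.06) in P1-CTCF-KO and 3.96 ± 2.17 CPM (1.47 to 5.5) in P2-CTCF-KO. The log2 fold change of P2-CTCF-KO against wild-type was -0.96 (standard error 0.58, adjusted p = 0.45 from edgeR's quasi-likelihood test and 0.5 from DESeq2). The groups overlapped (exact 2-sided permutation test p = 0.3, where 3 libraries against 3 cannot go below 0.1). Leaving out each library in turn gave log2 fold changes from -1.37 to -0.55 and adjusted p-values from 0.37 to 0.72. For P1-CTCF-KO the log2 fold change was -0.39 (standard error 0.56, adjusted p = 1, exact permutation p = 0.5). Genes of long span were lower as a class in P2-CTCF-KO mesoderm, and with that trend removed the value of Runx1, whose span is 224610 bp, was -0.58. In HPCs, Runx1 was at 91.5 ± 24.8 CPM (SD, n = 4) in wild-type, 122 ± 44.6 CPM (SD, n = 3) in P1-CTCF-KO and 74 ± 39.2 CPM (SD, n = 5) in P2-CTCF-KO. Neither difference exceeded the spread, with a log2 fold change of 0.41 (standard error 0.40, adjusted p = 0.91, exact permutation p = 0.286) for P1-CTCF-KO and -0.31 (standard error 0.35, adjusted p = 1, exact permutation p = 0.325) for P2-CTCF-KO. Both permutation tests count HPC libraries of the same clone as independent. The second HPC library of a clone (B9.3-2, D10.1-2 and D2.1-2) lay below the first on PC2 of all libraries in each of 3 pairs (-7.62 against 15.6, -10.1 against 12.7 and -12 against 12.8), a split that the fit does not model, and P1-CTCF-KO has no second library. With this label as a covariate, chosen after seeing the data, the log2 fold change in HPCs was 0.31 for P1-CTCF-KO and -0.24 for P2-CTCF-KO. Whether the effect of P2-CTCF-KO on Runx1 differed between the stages was tested as an interaction, with a log2 difference of -0.67 (standard error 0.70, adjusted p = 0.97).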

No changes were observed in alternative P1 or P2 promoter usage after deletion of promoter-proximal CTCF sites (Fig. 5b). PCA of global RNA-seq profiles across all stages and genotypes showed clustering based on cell type rather than genotype (Fig. 5c). However, when considering mesoderm samples alone, all three P2-CTCF-KO samples were located at the far end of the distribution of samples (Fig. 5d). Indeed, differential expression analysis revealed that, globally, 168 genes were differentially expressed between P2-CTCF-KO and wild-type mesoderm (Fig. 5e, DESeq2 adjusted *p* < 0.05, fold change >1). 

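Over the 23 libraries of the table, which hold wild-type cells of every stage and mesoderm and HPCs of the 2 deletions, PC1 took 79.1% of the variance and PC2 8.86%. The mesoderm libraries of the 3 genotypes lay from -49.7 to -32.1 on PC1, close to the undifferentiated libraries at -34.7, and the HPC libraries from 31.2 to 54.4, except the P2-CTCF-KO library D2.1 at 4.39. PC2 set the undifferentiated libraries, at -36.7 and -35.7, apart from mesoderm, from -0.934 to 13.6. Undifferentiated P1-CTCF-KO and P2-CTCF-KO cells were not analysed here.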

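In a PCA of the 9 mesoderm libraries, PC1 took 75.3% of the variance and PC2 9.81%. The P2-CTCF-KO libraries lay highest on PC1, at 15.5, 15.5 and 13.8, followed by the wild-type library C6.1 at 9.19 and the P1-CTCF-KO library E7.2 at 5.48, while wild-type B9.3 lay at the other end at -28.7. The mean of P2-CTCF-KO was 1.39 SD above that of the other 6 libraries (exact 2-sided permutation test p = 0.036, where the design allows 0.012). With all genes past the filter, on log2(CPM + 1) or with the 100 most variable genes, the difference was between 1.37 and 1.42 SD. When each library was left out in turn it stayed between 1.30 and 1.54 SD, with exact permutation p-values from 0.036 to 0.11, and 6 of these 9 fits no longer passed 0.05.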

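Between P2-CTCF-KO and wild-type mesoderm, edgeR's quasi-likelihood test called 3 of 8778 genes changed, all lower in P2-CTCF-KO, while 1408 genes had an unadjusted p under 0.05 against 439 by chance. DESeq2 on the same libraries called 169 genes, 25 higher and 144 lower, out of 7250 with an adjusted p. These 169 genes held the 3 genes called by edgeR, and all had the same direction in edgeR with an unadjusted p under 0.05, which on the same libraries is not independent evidence. Of all tested genes, 19.3% had libraries that did not overlap between the groups, which chance gives for 10% of genes. The number of edgeR calls was set by single libraries, since it was 127 without wild-type clone C6.1, 7 without wild-type B9.3 and 0 without any of the other 4. On simulated counts at this depth, with 200 genes changed, edgeR recovered 72.7% and DESeq2 70.1% of the genes changed by a log2 fold change of 2. Simulated genes varied independently, without shifts that many genes of a culture share, so these shares can be too high for the real libraries. The tools called 118 and 129 simulated genes, so the simulation does not account for the real 3 against 169. Cbfa2t3 (chromosome 8, 125149035 to 125223009) fell from 2.49 ± 0.121 to 0.359 ± 0.116 CPM (SD, n = 3 each), a log2 fold change of -2.78 (standard error 0.31, adjusted p = 0.022 from edgeR and 5.8e-06 from DESeq2). Prkar2b (chromosome 12, 32643335 to 32746142) fell from 3.38 ± 1.03 to 0.69 ± 0.241 CPM, a log2 fold change of -2.30 (standard error 0.31, adjusted p = 0.037 and 7.6e-06). The third gene was Ikzf2. Each of the 3 genes lost its call in 4 of the 6 fits that left out 1 library, with adjusted p-values up to 0.14 for Cbfa2t3 and 0.24 for Prkar2b. Between P1-CTCF-KO and wild-type mesoderm no gene was called, and 168 genes had an unadjusted p under 0.05.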

Notably, expression of several mesodermal markers (including *T* and *Eomes*) was higher in P2-CTCF-KO mesoderm compared to wild type, while several hematopoietic markers and *Runx1* target genes were downregulated (Fig. 5f, and Supplementary Fig. 13, adjusted *p* < 0.05)^60–62^. 

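T was at 0.582 ± 0.717 CPM (SD, n = 3) in wild-type and 3.22 ± 0.989 CPM (SD, n = 3) in P2-CTCF-KO mesoderm, a log2 fold change of 2.78 (standard error 0.76, adjusted p = 0.15 from edgeR's quasi-likelihood test and 0.043 from DESeq2). Eomes was at 1.97 ± 1.9 and 12.1 ± 5.73 CPM, a log2 fold change of 2.76 (standard error 0.61, adjusted p = 0.13 and 0.0018). Among the hematopoietic markers, Ikzf2 (chromosome 1, 69577783 to 69732534) fell from 3.24 ± 0.813 to 0.566 ± 0.171 CPM, a log2 fold change of -2.52 (standard error 0.31, adjusted p = 0.026 and 5.8e-06), with edgeR adjusted p-values from 0.018 to 0.17 when each library was left out. Flt1 (chromosome 5, 148373179 to 148537587) fell from 6.04 ± 4.62 to 1.11 ± 0.71 CPM (log2 fold change -2.43, adjusted p = 0.14 and 0.0066), and Etv6 (chromosome 6, 133985717 to 134220165) from 13.5 ± 6.56 to 5.69 ± 1.05 CPM (log2 fold change -1.25, adjusted p = 0.15 and 0.034). Ikzf1 (chromosome 11, 11585927 to 11672929) was at 1.39 ± 1.01 CPM in wild-type and at most at 3 counts in each P2-CTCF-KO library, at least 8.19-fold lower (adjusted p = 0.14 and 0.013), or 5.39-fold without wild-type C8.1. Erg (chromosome 16, 95580775 to 95808200) had 2.47 ± 3.1 CPM in wild-type and no read in P2-CTCF-KO, at least 14.5-fold lower (adjusted p = 0.15 and 0.0059), but this rests on wild-type B9.3 with 5.99 CPM, without which the bound is 4.16-fold and the adjusted p from edgeR 0.34. Pecam1 was at 3.31 ± 3.9 and 0.16 ± 0.0967 CPM, with overlapping libraries, since wild-type C6.1 had 0.264 CPM (log2 fold change -4.46, adjusted p = 0.15 and 0.028). Over the alternatives, the adjusted p-values of T, Eomes, Flt1, Etv6, Ikzf1, Erg and Pecam1 ran from 0.00013 for Eomes to 0.38 for Pecam1. Adjusted over the list alone, 8 of these 8 markers had an adjusted p under 0.05, and 1 did over all genes tested. Without wild-type clone C6.1, 4 of the markers passed over all genes tested. Of the 36 RUNX1 target genes of Supplementary Fig. 13, 35 passed the filter and all 35 were lower in P2-CTCF-KO, with a median log2 fold change of -1.74 (-1.71 with genes at the floor set to their bound). Over all genes tested 2 of them had an adjusted p under 0.05, adjusted over the list alone 35 did, and DESeq2 gave 31 of the 31 it tested, while without wild-type C6.1 edgeR gave 21. The study chose both lists on these libraries, so the values adjusted over the lists are not independent evidence. Genes of long span were lower as a class in P2-CTCF-KO mesoderm, with a trend of -0.38 on the log2 scale at the span of Runx1. This trend was not removed from the values of the markers and target genes. Etv6 and Erg span about as much as Runx1, so their falls can include it. Of the 169 DESeq2 calls, 147 kept a log2 fold change past 1 with the trend removed.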

GO analysis of genes downregulated by P2-CTCF-KO were associated with biological processes including “response to growth factor” and “blood vessel remodeling”, while upregulated genes were associated with terms including “mesoderm development” and “gastrulation” (Fig. 5g, adjusted *p* < 0.05). Collectively, this indicates that loss of the P2-proximal CTCF binding site caused a delay in in vitro hematopoietic differentiation, providing functional support for a mild decrease in P2-derived *Runx1* transcription at or prior to the mesoderm stage.

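The place of each library on the course of differentiation was measured as a score, the mean log2(CPM + 1) of the 200 genes most higher in wild-type HPCs than in undifferentiated mESCs minus that of the 200 most lower, with genes chosen without any mesoderm library. The score was -2.11 ± 0.09 (SD, n = 2) in undifferentiated mESCs and 4.49 ± 0.38 (SD, n = 4) in wild-type HPCs, from which the genes were chosen. In mesoderm it was 0.78 ± 0.22 (SD, n = 3) in wild-type, 0.57 ± 0.24 in P1-CTCF-KO and 0.21 ± 0.22 in P2-CTCF-KO. P2-CTCF-KO differed from wild-type by -0.57 (exact 2-sided permutation test p = 0.1, the smallest that 3 libraries against 3 allow), and P1-CTCF-KO by -0.21 (exact permutation p = 0.6). The alternative that moved the first difference most was a pseudocount of 0.1 in place of 1, to -1.29. The lower level of long genes in P2-CTCF-KO mesoderm was not removed from the score. The part from the HPC genes was -0.39 (exact permutation p = 0.1) and that from the genes of undifferentiated mESCs 0.18 (exact permutation p = 0.3). In HPCs, P1-CTCF-KO scored 4.88 ± 0.34 (SD, n = 3) and P2-CTCF-KO 3.89 ± 0.90 (SD, n = 5), a difference of -0.60 from wild-type for the latter (exact permutation p = 0.26) that included library D2.1 at 2.51. Lists of lineage markers were compared with limma's camera test at its preset correlation of 0.01. They include genes that the study picked from these same libraries. These are Pecam1, Erg, Flt1, Ikzf1, Ikzf2 and Esam among the hemato-endothelial genes and T and Eomes among the streak genes. The p-values of both lists are therefore not fully independent of the data tested. In P2-CTCF-KO mesoderm, all 21 tested hemato-endothelial genes were lower, with a median log2 fold change of -3.06 (-2.75 with genes at the floor set to their bound, adjusted p = 2.8e-13), and all 10 primitive streak genes were higher, with a median of 2.82 (2.77 with bounds, adjusted p = 2.8e-10). These medians are from the edgeR fit. On the log2 CPM that camera tested, the medians were -2.34 for the hemato-endothelial and 2.68 for the streak genes. Both lists passed under fry (adjusted p = 0.041 each), and neither did under an estimated correlation (adjusted p = 0.16 each). With each library left out in turn, both passed under fry only without wild-type C6.1 (adjusted p = 0.014 and 0.0071) and lay between 0.088 and 0.13 in the other 5 fits. The paper concludes that loss of the P2-proximal CTCF site delayed differentiation. It rests this on the higher mesodermal and lower hematopoietic genes in P2-CTCF-KO mesoderm and on gene ontology terms. It proposes a mild decrease in P2-derived Runx1 transcription at or before this stage. By flow cytometry, the paper describes hematopoietic differentiation of the deletion clones as unaffected.

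**Figure D3:**
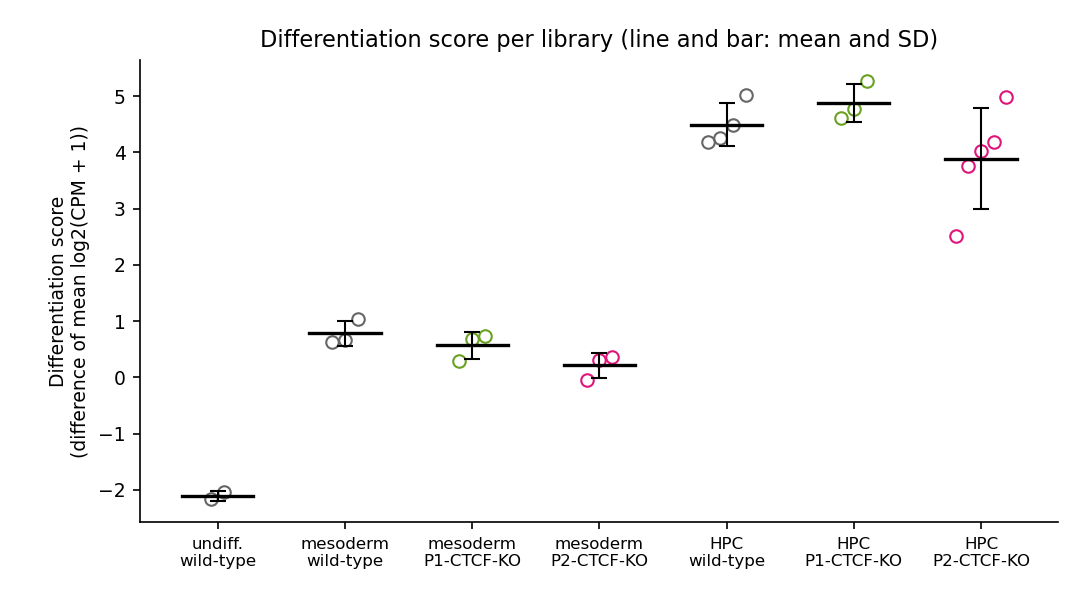
Differentiation score of each library (points) by stage and genotype, with the mean (line) and SD (bar) of each group, in units of the difference of mean log2(CPM + 1). P2-CTCF-KO mesoderm lies from -0.05 to 0.37 and wild-type mesoderm from 0.63 to 1.03.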

**Fig. 5:**
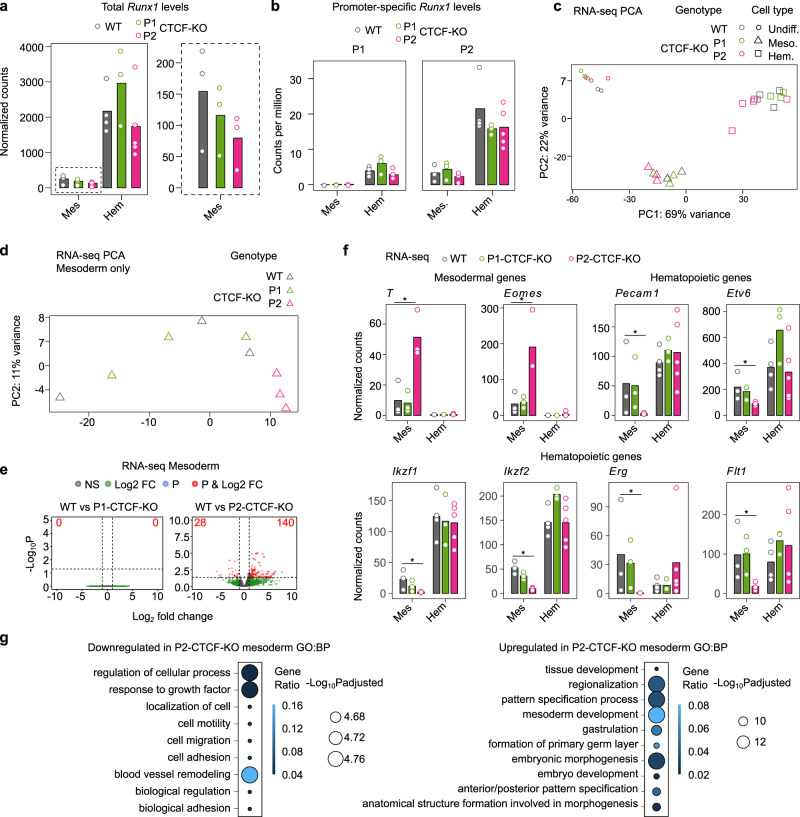
*Runx1* spatiotemporal expression is slightly altered after loss of P2-proximal CTCF. **a** Total *Runx1* levels in poly(A)-minus RNA-seq in the cell types and genotypes indicated. The expanded graph with a dashed outline shows data just for mesodermal cells on a different axis. **b** Promoter-specific *Runx1* levels for each promoter in the cell types and genotypes indicated. **c** PCA of all poly(A)-minus RNA-seq replicates. **d** PCA of mesoderm RNA-seq samples. **e** Volcano plots showing differentially expressed genes (DEGs, DESeq2 adjusted two-sided *p* < 0.05, fold change >1) in P2-CTCF-KO compared to wild-type mesoderm. **f** Expression of lineage marker genes across differentiation in the genotypes indicated (*, DESeq2 adjusted two-sided *p*-values: *T* (0.048), *Eomes* (0.0021), *Pecam1* (0.037), *Etv6* (0.043), *Ikzf1* (0.016), *Ikzf2* (1.1 × 10^−5^), *Erg* (0.0079), *Flt1* (0.0078), fold change >1). **g** GO term biological processes associated with the DEG list between wild-type and P2-CTCF-KO mesoderm. Gene ratios and −log_10_ *p*-values adjusted using the Benjamini–Hochberg method are indicated for significantly enriched (goseq *p*-values adjusted with Benjamini–Hochberg procedure *p* < 0.05) GO terms. **a**–**g** Data were analyzed from *n* = 3 independent experiments for Wild type, P1-CTCF-KO, P2-CTCF-KO mesoderm, *n* = 4 independent experiments wild-type hematopoietic, *n* = 3 independent experiments P1-CTCF-KO hematopoietic, *n* = 5 independent experiments P2-CTCF-KO hematopoietic).

## Discussion

In the present study, we used a cutting-edge 3C-based method to reveal dynamic changes in the *Runx1* chromatin architecture in four-dimensions, i.e., the three-dimensional folding of chromatin over developmental time. Tiled-C^38^ analysis of the *Runx1* regulatory domain provided an unprecedented high-resolution view of *Runx1* chromatin architecture during in vitro differentiation from mESC through Flk1^+^ mesoderm to differentiating HPCs. Our detailed dissection of *Runx1* transcriptional regulation during developmental hematopoiesis sheds light on regulatory mechanisms of complex large developmental genes. We found that *Runx1* resides in a preformed, transcription-independent, and evolutionarily conserved main TAD that is present throughout differentiation (Fig. 6). Within this TAD dynamic sub-structures formed over development, namely sub-TADs spanning the *Runx1* gene that appeared specifically in HPCs. We showed that promoter-proximal CTCF sites played a role in the maintenance of *Runx1* sub-TADs, but, interestingly, not in mediating the dynamic changes in E-P interactions associated with hematopoietic differentiation. Yet, loss of the P2-proximal CTCF site led to delayed hematopoietic differentiation and disrupted gene expression specifically at the Flk1^+^ mesoderm stage, possibly by slight reductions in *Runx1* levels. Finally, we found that during hematopoietic development from mesoderm to HPCs, the *Runx1* promoters switched from interacting with enhancers located throughout the TAD, including the gene desert, to primarily interacting with cis-elements closer to the gene and within the tissue-specific sub-TADs. This refines the region within which functional enhancers important for driving hematopoietic-specific *Runx1* expression are likely to be found. These hematopoietic enhancers may represent therapeutic targets in leukemia, similar to what was recently shown for the *RUNX1* +23 enhancer^22^. As both leukemias with and without somatic or germline *RUNX1* mutations were shown to depend on wild-type RUNX1^63^ (reviewed in ref. ^5^) it is plausible that a similar dependency on the +23 enhancer may exist in other leukemic cells^64^. Of note, a recent report exploring GWAS studies for SNPs in *RUNX1* regulatory elements found just one mutation in the +23 enhancer and this was predicted to be pathogenic^65^. This suggested that there is strong selection pressure to conserve the +23 enhancer in normal hematopoiesis. However, further studies are required to elucidate the dependency on *Runx1* enhancers in normal hematopoiesis and leukemia. The 4D regulatory interactions at *Runx1* described here were missed in previous reports^21,66,67^ as those lacked the required high-resolution, nor included a developmental time series.

**Fig. 6:**
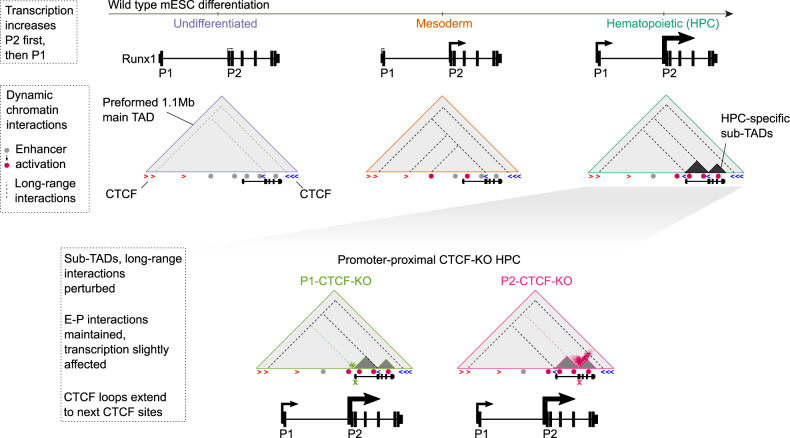
Schematic model of dynamic chromatin changes at *Runx1* during hematopoietic development and after promoter-proximal CTCF site deletions. Large light gray triangles represent the preformed main 1.1 Mb *Runx1* TAD. The orientation of selected CTCF motifs is indicated below the TAD. Selected previously identified enhancer elements in each cell type are represented by gray circles (inaccessible) or red circles (accessible). Dashed lines throughout the TAD represent long-range chromatin interactions, with the darker color indicating a stronger interaction. Hematopoietic progenitor cell (HPC)-specific sub-TADs over the *Runx1* gene are indicated by dark gray smaller triangles within the larger TAD. A larger schematic of the *Runx1* gene is shown in each cell type with larger arrows at each promoter representing more transcription from that promoter. P1 and P2-CTCF-KO interactions in HPCs are indicated in the bottom two triangles, with the location of the deleted sites indicated by green and pink crosses. The lighter sub-TAD triangles over the *Runx1* gene indicate reduced sub-TAD insulation after promoter-proximal CTCF site deletion. The green and pink colored areas in the TAD represent increased interactions compared to wild type after deletion of P1-CTCF and P2-CTCF, respectively. The lighter green and pink dashed lines represent reduced long-range interactions from the promoters after P1 and P2-CTCF site deletion.

In line with TADs at other developmentally regulated loci^38,68–70^, the overall 1.1 Mb *Runx1* TAD formed prior to differentiation and in the absence of virtually any gene transcription. The mechanism behind its establishment is likely CTCF/cohesin-mediated loop extrusion^71–74^ as a predominant convergence of CTCF motifs was observed at the main *Runx1* TAD boundaries, similar to what was found at other TADs^75–77^. In addition to these preformed chromatin structures, increasing CTCF-CTCF interactions were observed upon *Runx1* activation that might reflect a higher rate or processivity of loop extrusion in the *Runx1* TAD, as was recently also observed for α-globin^38^. Alternatively, increased TF binding could be driving the specific increases in chromatin interactions that were observed over differentiation^78,79^. Two tissue-specific sub-TADs formed over differentiation, leading to a sub-compartmentalization of the *Runx1* gene itself that was correlated with promoter activation. This agrees with recent findings at alpha-globin, where gene activation is correlated with sub-TAD strengthening^38^, indicating that common mechanisms underlie chromatin architecture changes during transcriptional activation at different sized gene loci. However, we also observed differences in chromatin structures between smaller and larger genes, in that sub-compartmentalization within a gene is not generally seen at smaller genes, such as α-globin, which reside entirely within one tissue-specific sub-TAD^23,80^. This difference might simply reflect the smaller size of the α-globin domain compared to the larger size of the *Runx1* regulatory domain (97 kb compared to 1.1 Mb, respectively). The sub-TAD encompassing the entire α-globin regulatory unit was shown to represent a discrete functional unit that delimits enhancer activity^23^. We did not see evidence for this in *Runx1* as E-P interactions were not significantly changed upon sub-TAD perturbation by deleting promoter-proximal CTCF sites. However, residual sub-TAD structures may still have provided a framework within which specific regulatory interactions could take place^81^. Promoter-proximal CTCF site deletion facilitated new interactions with CTCF sites distal to the deleted CTCF sites, leading to expanded loop domains at *Runx1*. Namely, deletion of P2-CTCF led to increased interactions between upstream regions and the centromeric end of the TAD up to a cluster of CTCF sites close to *Clic6* (Fig. 6). Moreover, P1-CTCF-KO led to increased interactions upstream of the P1 promoter at the expense of downstream contacts in the P1-P2 sub-TAD which was weakened. The finding that the *Runx1* tissue-specific sub-TADs were strongest in HPCs, which express high levels of *Runx1*, suggests they may be similar to the gene-body-associated domains (GADs) recently observed at genes highly expressed in hematopoietic cells^82^. The fact that P1 and P2-CTCF sites are not in a convergent orientation, and the fact that sub-TADs/GADs form within the gene-body of actively transcribed genes, suggests that instead of being caused by a CTCF-dependent mechanism like loop extrusion, these structures may be dependent on a combination of factors including transcriptional processes^82^, TF binding^78,79^, and clustering of like histone modifications^83^. Indeed, our data indicate that, as reported for other promoters^58,84–86^, the *Runx1* promoters may function as chromatin boundaries in a CTCF-independent manner, which would explain the residual sub-TADs and E-P interactions, as well as the expanded chromatin interactions observed in P1/P2-CTCF-KO cells. Together, our findings suggest that loop extrusion and transcription-related mechanisms may act in concert to produce dynamic chromatin structures during differentiation.

Interestingly, deletion of the *Runx1* P2 promoter-proximal CTCF binding site resulted in a developmental delay in hematopoietic mesoderm as shown by increased expression of early mesodermal markers at the expense of later hematopoietic ones. Although studies in cell lines indicate that CTCF sites are required for TAD formation^32–34,87^, interestingly, promoter-proximal CTCF sites have been suggested to play a role in E-P interactions and gene transcription^55,88–92^. Therefore, a plausible explanation for the observed differentiation delay could be that promoter-proximal CTCF loss leads to a later or perturbed onset of *Runx1* expression, as Runx1 is well known to promote hematopoietic commitment^93^. Although *Runx1* expression in the total mesodermal cell population was not significantly altered, a decreased trend was seen. This surprisingly robust *Runx1* expression and alternative promoter usage upon promoter-proximal CTCF-site loss may reflect the residual sub-TADs still found which could be attributed to redundant CTCF sites not targeted in this study (redundancy between CTCF sites has been observed before^23,58,94^), or the *Runx1* promoters themselves. An alternative explanation could be the relatively asynchronous development of cells in culture, where some cells may have had enough time to restore *Runx1* expression levels. A more substantial phenotype may be seen in a Runx1-heterozygous background, similar to what was observed in mouse embryos carrying an attenuated *Runx1* P2 allele and a non-functional *Runx1* allele, where the compound phenotype was more severe than that of a homozygous attenuated P2^16^. Finally, compared to in vitro differentiation, promoter-proximal CTCF-site loss may be more detrimental in vivo, where *Runx1* levels are subject to tight spatiotemporal control and changes to *Runx1* levels or dosage lead to knock-on effects on differentiation timing^8–11,16,95^. Together this indicates that even subtle changes in *Runx1* levels, such as the trend seen in P2-CTCF-KO mesoderm, have the potential to alter hematopoietic developmental dynamics. This underlines that *Runx1* requires an exceptionally fine-scale spatiotemporal transcriptional control and isolation from neighboring regulatory domains to support its pivotal role in development. Given that *Runx1* has important functions in development and human disease^1,2,96^, an increased understanding of dynamic cis-regulatory mechanisms underpinning its regulation will be vital to future efforts to develop potential therapeutic approaches to manipulate *RUNX1* expression in human blood disorders.

## Methods

### Cell culture

E14-TG2a mESCs^97^ were cultured in GMEM medium supplemented with 100 mM non-essential amino acids, 100 mM sodium pyruvate, 10% FCS, 2 mM L-glutamine, 100 µM β-mercaptoethanol (all Gibco), and 1% Leukemia Inhibitory Factor (prepared in house). Cells were passaged using 0.05% trypsin (Gibco) every 2–3 days. The 416B mouse immortalized myeloid progenitor cell line^98^ was cultured at 2–8 × 10^5^ cells/ml in Fischer’s medium with 20% horse serum and 2 mM L-glutamine (all Gibco).

### Hematopoietic differentiation of mESCs

Differentiation of mESCs was performed using a modified serum-free protocol^39,99^ in StemPro-34 (SP34, Gibco) supplemented with 40X defined serum replacement, 2 mM L-glutamine (Gibco), and 0.5 mM ascorbic acid, 0.45 mM monothioglycerol (Sigma). mESCs were seeded at a density of 5 × 10^4^ cells/ml into SP34 medium plus BMP-4 (R&D, 5 ng/ml). At day 3, bFGF and Activin A were added (R&D, 5 ng/ml). At day 4, single-cell suspension was generated from embryoid bodies using 0.05% trypsin. FACS-isolated Flk1+ mesodermal cells were cultured at 5 × 10^4^ cells/cm^2^ in SP34 plus SCF (Peprotech) and VEGF (R&D), 10 ng/ml each. After a further 3 days of culture, adherent and suspension cells were treated with 0.05% trypsin and analyzed.

### Flow cytometry and cell sorting

Cells were stained in PBS plus 10% FCS with the antibodies listed in Supplementary Table 3. Dead cells were identified with Hoechst 33258. Cells were analyzed using a Fusion 2 flow cytometer (BD Biosciences, BD FACSDiva Software version 8.0.1) and data analysis was performed using FlowJo (TreeStar, version 10.8).

### Colony forming unit assays

Unsorted cells at day 6 (4 + 2) of differentiation were cultured in MethoCult 04434 (Stem Cell Technologies) in 35 mm dishes. Colonies were counted after 10 days.

### Immunocytochemistry and confocal microscopy

Cells were plated into glass-bottom 24-well plates (ibidi) and fixed after culture for 10 min with 4% paraformaldehyde (Sigma), permeabilized, and labeled using antibodies (Supplementary Table 3) for 1 h at room temperature. Imaging was performed using a Zeiss 880 laser scanning confocal microscope.

### Deletion of CTCF sites using CRISPR/Cas9

Single guide RNAs (sgRNAs, Supplementary Table 4) were designed (crispr.mit.edu) to flank conserved CTCF motifs. sgRNAs were cloned into pSpCas9(BB)-2A-Puro V2.0^100^ containing two sgRNAs and confirmed by sequencing. mESCs were transfected with 5 µg plasmid using Lipofectamine 2000 (Invitrogen) and puromycin selected (1 µg/ml). Single colonies were isolated by limiting dilution^101^. To detect larger on-target deletions^102–104^, PCR amplification was done (500 bp to 5 kb, Supplementary Table 5). Sequencing confirmed the presence of two distinct deletion alleles and the retention of DpnII restriction sites.

### Copy counting by droplet digital PCR (ddPCR)

To further rule out the presence of undesired complex genotypes^105^, copy counting was performed across the targeted regions by droplet digital PCR (ddPCR). Reactions were performed in duplex, amplifying from an internal control and a test region in every reaction. Internal control was located on mouse chromosome 4 (not targeted in these experiments and karyotypically stable in mESCs^106^). Test regions were amplified directly over the targeted region to detect loss of allele (LOA) and at 100 bp and 1 kb up- and down-stream from sgRNA target sites (Supplementary Table 5)^102^. Reactions (22 µl) contained 11 µl QX200 ddPCR EvaGreen Supermix (Bio-Rad), 25–50 ng genomic DNA purified using DNeasy Blood and Tissue Kit (Qiagen), 250 nM each of internal control primer, and 125 nM each of test primer. Standard reagents and consumables supplied by Bio-Rad were used. Ratios between test and internal control amplicons was determined in QuantaSoft software (Bio-Rad). Ratios were normalized to the mean ratio of three test amplicons located on different non-targeted chromosomes (1, 6, and 7) to determine relative copy numbers of the test amplicons.

### Chromatin interaction analysis (Tiled-C)

Tiled-C was performed on between 7.7 × 10^4^ and 1 × 10^6^ cells using a low-input protocol^38,107,108^. Cells were cross-linked using 2% formaldehyde for 10 min. DpnII (NEB) digestion was performed shaking overnight at 37 °C. Ligation was performed overnight at 16 °C. Samples were treated with RNAse A (Roche) for 30 min at 37 °C and decross-linked using Proteinase K (Thermo Fisher) overnight at 65 °C. Digestion efficiency was quantified by qPCR (Supplementary Table 5). Libraries with >70% digestion efficiency were used (mean 83%). Up to 1 µg DNA was sonicated using a Covaris ultrasonicator. End-repair, adapter ligation, and PCR addition of indices (7–11 cycles) was done using NEBNext Ultra II DNA library prep kit (NEB). Biotinylated capture probes 70 nt in length were designed against every DpnII restriction fragment in a 2.5 Mb window centered on *Runx1* (chr16:91,566,000–94,101,999). Probe sequences were stringently BLAT-filtered to exclude repetitive sequences, and synthesized in-house^38^. A pooled capture reaction was performed on 1 µg of each indexed 3C library. Washing of captured material was done using Nimblegen SeqCap EZ hybridisation and wash kit (Roche) and captured sequences were isolated using M-270 Streptavidin Dynabeads (Invitrogen). PCR amplification was performed for 12 cycles. Amplified DNA was purified and a second capture and PCR amplification step were performed. Libraries were sequenced on two Illumina NextSeq high-output 150 cycle runs (paired-end).

### Analysis of Tiled-C data

Tiled Capture-C data was processed at 2 kb resolution^38^. Fastqs were analyzed using the CCSeqBasic CM5 pipeline^109^ (https://github.com/Hughes-Genome-Group/CCseqBasicF/releases). Individual samples were analyzed before merging biological replicates. PCR duplicate-filtered bam files containing uniquely mapping reads were converted to sam files (samtools) and then into sparse raw contact matrices (Tiled_sam2rawmatrix.pl, https://github.com/oudelaar/TiledC). ICE normalization was done using HiC-Pro (2.11.1)^110,111^ and matrices were imported into R (3.6.0). Matrices were plotted (TiledC_matrix_visualisation.py, https://github.com/oudelaar/TiledC) with a threshold between the 90th and 95th percentile. PCA was done on log normalized counts (DESeq2,1.30.1)^112^. Merged ICE normalized contact matrices were scaled to the mean number of total interactions (14,631,865) across samples using custom R scripts^113^. Virtual Capture-C plots were generated by sub-setting the matrices on individual viewpoints of interest. E-P contacts were quantified in count and ICE-normalized matrices from the viewpoint of the bin containing each promoter and bins overlapping previously published *Runx1* enhancers (Supplementary Table 2). TADs were detected by visual inspection. Intra-TAD interactions were calculated by quantifying the ratio between intra- and extra-TAD interactions for each bin within the TAD in each sample. TAD boundary contacts were quantified between bins overlapping the four outermost CTCF sites at each of the centromeric and telomeric ends of the main TAD.

### Analysis of Hi-C data

Publicly available Hi-C data in mESCs^59^ was analyzed as previously described^38^. Data were analyzed using HiC-Pro^110^ with ICE normalization^111^, and plotted using python as described above.

### DeepC prediction of chromatin architecture

Predictions of chromatin architecture were performed using deepC^58^. Briefly, deepC was trained using a transfer learning approach on distance stratified and percentile binned Hi-C data from mESCs^59^, withholding mouse chromosome 16 (that contains *Runx1*) and chromosome 17 from training. Training was done in two stages. First, a convolutional neural network was trained to predict chromatin features given a 1 kb DNA sequence input. The chromatin features cover open chromatin, transcription factor binding, including CTCF, and histone modifications using publicly available DNase-seq, ATAC-seq, and ChIP-seq peaks across a range of cell types. Second, a neural network using a convolutional module followed by a dilated convolutional module was trained to predict Hi-C data given 1 Mb of DNA sequence input. The convolutional filters of the first network are used in the transfer learning to seed the filters of the convolutional module. Promoter-proximal CTCF site deletions were modeled by mutating the region spanning CRISPR/Cas9 deletion alleles that were confirmed by sequencing and predicting the chromatin interactions of the reference and deletion alleles.

### Gene expression analysis (RNA-seq)

RNA was isolated from 1 × 10^3^ to 2.5 × 10^6^ cells using QIAzol (Qiagen). Total RNA was extracted using miRNeasy Mini kit (Qiagen). RNA integrity was determined using a 4200 TapeStation RNA ScreenTape (Agilent). Ribosomal RNA was depleted from 2.5 µg total RNA per sample of undifferentiated mESC and 416B cells using the RiboMinus™ Eukaryote System v2 (Invitrogen). A poly A selection module (NEB) was used to extract poly A minus RNA and was eluted directly in First Strand Synthesis Reaction Buffer. cDNA was synthesized using the NEBNext Ultra directional library prep kit. Adapter ligation and 8–15 cycles of PCR were performed. Libraries were sequenced on Illumina NextSeq high-output 75 cycle kit (paired-end).

### RNA-seq analysis

Fastq files were mapped to the mouse genome (mm9) using STAR (2.6.1d)^114^. PCR duplicates were removed using picard-tools (2.3.0) MarkDuplicates. Counts per million (CPM)-normalized bigwig files were generated using deeptools (2.2.2 and 3.0.1)^115^. A blacklist file was used to exclude mapping artifacts. Bigwig files were converted to bedGraph (ucsctools (373)) and imported into R. Mean CPM was calculated for each merged sample. Reads were assigned using subread (2.0.0) featureCounts^116^. For poly(A)-minus RNA-seq data reads were assigned to both exons and introns. Assigned counts were imported into R and analyzed using DESeq2 (1.24.0)^112^. Sample clustering was performed on log normalized counts. Differential expression analysis was done using DESeq2 (adjusted two-sided p-value <0.05, fold change >1). Volcano plots were made using EnhancedVolcano (1.2.0)^117^. GO terms were calculated using goseq (1.36.0)^118^ and KEGG.db (3.2.3)^119^. Gene expression was visualized using plotCounts and ggplot2 (3.3.0)^120^. Promoter-specific counts were quantified from over a 5 kb window downstream of each TSS (Runx1-P1 chr16:92,823,811–92,828,811; Runx1-P2 chr16:92,695,073–92,700,073) using bedtools (2.25.0)^121^.

### Chromatin accessibility analysis (ATAC-seq and DNaseI-seq)

ATAC-seq libraries were generated in differentiated E14-TG2a-RV mESCs (stably transfected with a Venus reporter at the 3′ end of *Runx1*^47^ and a hsp68-mCherry-Runx1 +23 enhancer-reporter transgene in the *Col1a1* locus). Libraries were generated as previously described^122^. 2–5 × 10^4^ differentiated cells were FACS-isolated, resuspended in cold lysis buffer, and incubated for 10 min on ice. Cells were centrifuged, supernatant discarded, and resuspended in 10 µl transposition mix. Samples were incubated for 30 min at 37 °C and quenched using 1.1 µl 500 mM EDTA. Reactions were centrifuged and incubated at 50 °C for 10 min. A total of 13 cycles of PCR were performed as in Buenrostro, Giresi, Zaba, Chang, and Greenleaf^122^ with transposition reaction as a template. PCR reactions were purified using MinElute PCR purification kit (Qiagen). Libraries were sequenced using Illumina NextSeq 75 cycle kit with paired-end reads. Fastq files were mapped to the mouse genome (mm9) (NGseqBasic VS2.0)^123^. PCR duplicate-filtered bam files from individual samples (four mesoderm replicates from two experiments and two hematopoietic replicates from one experiment) were merged and filtered to remove reads mapping to chrM, ploidy regions, or the *Runx1*-Venus targeting construct (chr16:92,602,138–92,605,899, chr16:92,606,403–92,609,879), and only reads with short (<100 bp) insert sizes were retained. RPKM-normalized bigwig files were generated using deeptools (2.2.2 and 3.0.1)^115^. DNaseI-seq data in undifferentiated mESCs were downloaded from GEO (GSM1014154)^42^ and analyzed as ATAC-seq data were. Peaks were called from a single merged bam file for each sample using MACS2^124^ (adjusted *p*-value <0.05).

### CTCF binding (ChIP-seq)

CTCF ChIP was conducted using Millipore ChIP agarose kit (Millipore). 1 × 10^6^ cross-linked 416B cells were lysed and sonicated using a Covaris ultrasonicator. Sonicated chromatin was diluted using dilution buffer and 50 µL was removed as the 5% input control. 2 µL CTCF antibody (Supplementary Table 3) was added to 1 mL chromatin and incubated overnight at 4 °C. Decross-linking was done at 65 °C overnight. DNA was purified using phenol-chloroform-isoamylalcohol (25:24:1, Sigma) and enrichment was determined using qPCR (Supplementary Table 5). NEBNext Ultra II DNA Library Prep Kit (NEB) with 11 cycles of PCR was used to prepare sequencing libraries. CTCF ChIP libraries were sequenced using Illumina NextSeq high-output 75 cycle kit (paired-end).

### CTCF ChIP-seq analysis and de novo CTCF motif annotation

CTCF ChIP-seq was performed in 416B cells and publicly available E14 mESC data^40^ was downloaded from GEO (GSE28247). Fastq files were mapped to the mouse genome (mm9) (NGseqBasic VS2.0)^123^. De novo CTCF motifs were identified in CTCF ChIP-seq data using meme (4.9.1_1)^41,23^. CTCF peaks were called using MACS2^125^ with parameters -p 0.02 using input track as a control. 2000 peaks were sampled using bedtools (2.25.0)^121^ and flanking regions were extracted from the sampled peaks. Sequences of sampled peaks and flanking regions were retrieved and a background file was generated using fasta-get-markov -m 0. A de novo motif file was generated using meme with options -revcomp -dna -nmotifs 1 -w 20 -maxsize 1000000 -mod zoops. De novo motifs were identified in CTCF peaks using fimo with options -motif 1 -thresh 1e-3.

### Targeted bisulfite sequencing

DNA methylation analysis was performed as previously described^126^. Genomic DNA (gDNA) was extracted from 1 to 5 × 10^6^ cells using DNeasy Blood and Tissue Kit (Qiagen) and 250 ng gDNA, or Universal Methylated Mouse DNA Standard (Zymo Research) was bisulfite converted using EZ DNA Methylation-GoldTM Kit (Zymo Research). Nested PCR primer sets (Supplementary Table 5) were designed to amplify 281–379 bp overlapping target regions. External PCR reactions were performed on 1 µL bisulfite converted DNA using HotStarTaq DNA Polymerase (Qiagen). Internal nested PCR reactions were performed using 1 µL of the external PCR reaction. Amplicons were size selected by gel and purified. 250 ng equimolar PCR amplicons were combined for each biological sample and indexed using NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB) with 6 PCR cycles. Quality of reads was assessed using fastqc/0.10.1. Reads were quality and adapter trimmed using trim galore/0.3.1 (https://github.com/FelixKrueger/TrimGalore). Reads were mapped to an in silico bisulfite converted genome using bismark/0.20.0^127^. Percentages of methylated CpG dinucleotides were determined using bismark methylation extractor. Bedgraph output files were filtered on CpG dinucleotides with coverage greater than 100 reads and imported into R. Average methylated CpG dinucleotide percentages were plotted over each region using ggplot2.

### Statistics

All statistical tests were performed in R and were two-tailed. Tiled-C contact data were non-normal (Shapiro–Wilks test, *p* < 2 × 10^−16^) and so non-parametric two-sided Kruskal–Wallis test with Dunn’s post hoc comparisons test was applied. Post hoc testing with Dunn’s test was applied when Kruskal–Wallis test was significant and *p*-values were adjusted using the Holm method or the Benjamini–Hochberg method. A significance threshold of *p* < 0.05 was used for all statistical tests.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding authors upon reasonable request. The sequencing data generated in this study have been deposited in the GEO database under accession code GSE184490. Processed Tiled-C matrices are available on github (https://github.com/d0minicO/Owens_et_al_Tiled-C). The E14 mESC CTCF ChIP-seq data used in this study are available in the GEO database under accession code GSE28247. The 416B H3K27ac ChIP-seq data used in this study are available in the GEO database under accession code GSE69776. The 416B and E14 mESC DNaseI-seq data used in this study are available in the GEO database under accession code GSE37074. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Dynamic Runx1 chromatin boundaries affect gene expression in hematopoietic development
**Source:** Nat Commun. 2022 Feb 9;13:773. doi: 10.1038/s41467-022-28376-8
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information for

Dynamic *Runx1* chromatin boundaries affect gene expression in  
hematopoietic development

Owens *et al.*

Supplementary Figure 1.

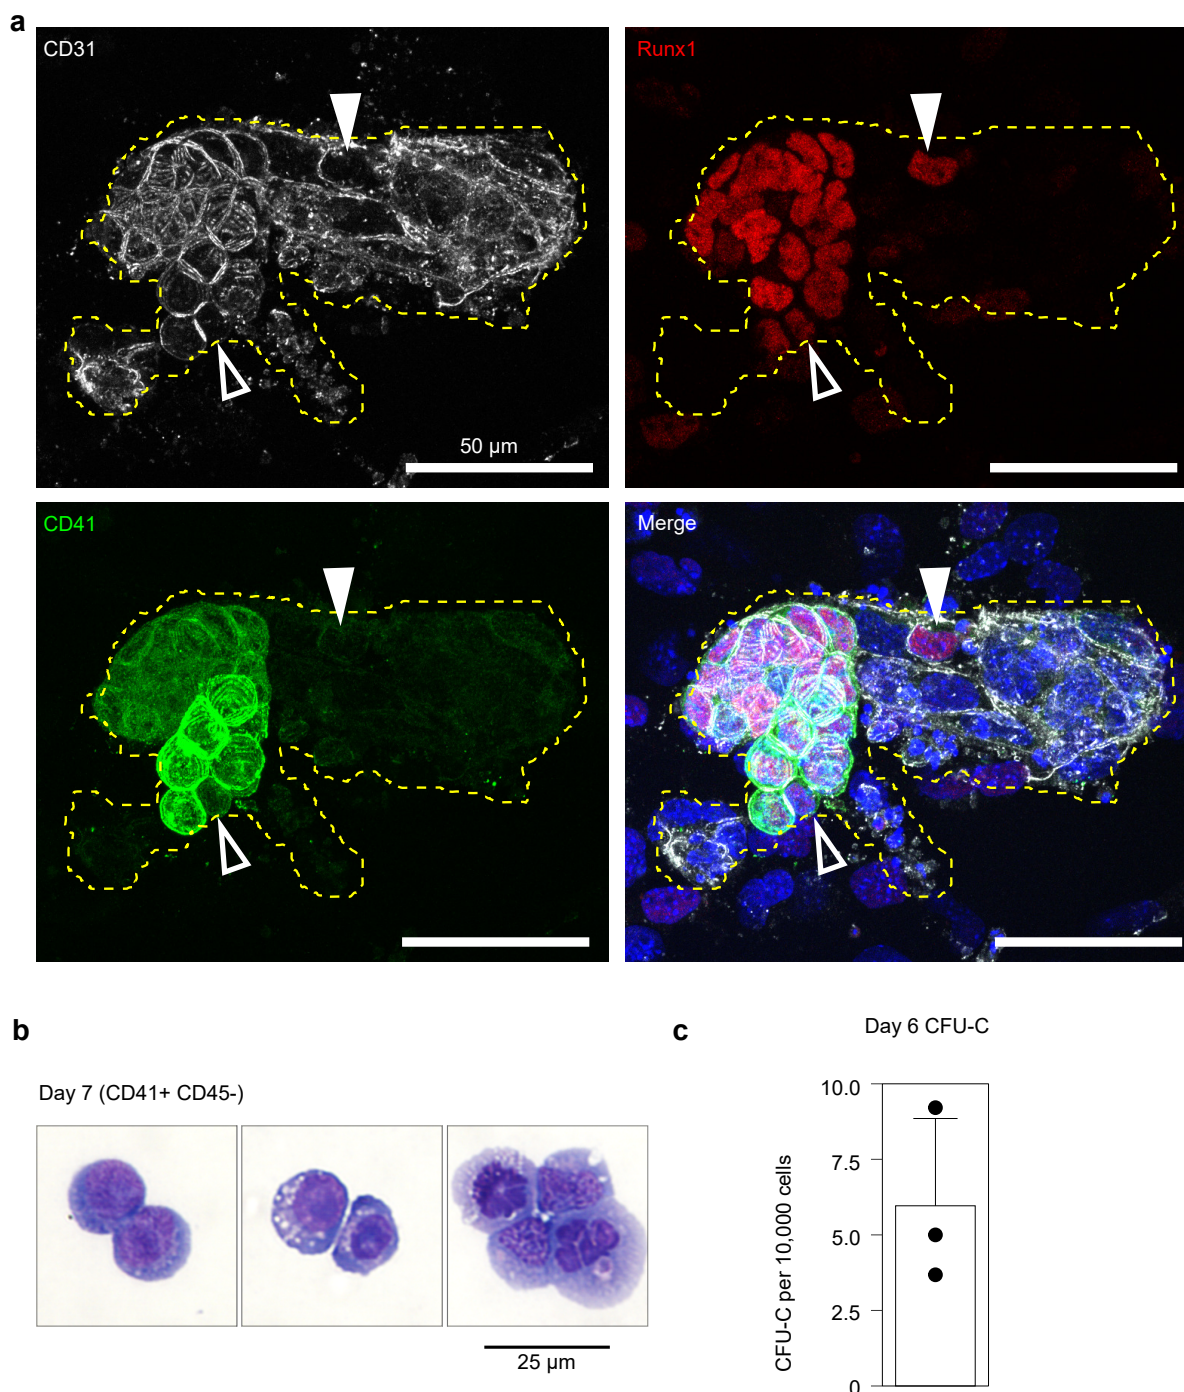

**Supplementary Figure 1 – *In vitro* hematopoietic differentiation mimics endothelial-to-hematopoietic transition *in vivo*.** **a)** Confocal imaging (maximum intensity projections) of immunocytochemical staining of day 7 cultures with CD31 shown in white, Runx1 in red, CD41 in green, and DAPI in blue. A colony of hemogenic endothelial (HE) cells and emerging hematopoietic progenitors is outlined by the yellow dashed line. A Runx1+CD31+CD41-/-lo HE cell is indicated by the solid white arrowhead. Emerging hematopoietic progenitors are indicated by the hollow white arrowhead. Representative images are shown. Experiments were performed more than five times with similar results. **b)** May-Grünwald staining of cytopins of FACS-isolated CD41+ CD45- cells. Representative images are shown. Experiments were performed more than three times with similar results. **c)** Hematopoietic colony formation assays (CFU-C) on day 6 whole cultures. The bar shows the mean number of colonies formed per 10,000 cells, and error bar represents standard deviation. Data were analyzed from n=3 biologically independent experiments. Source data are provided as a Source Data file.

Supplementary Figure 2.

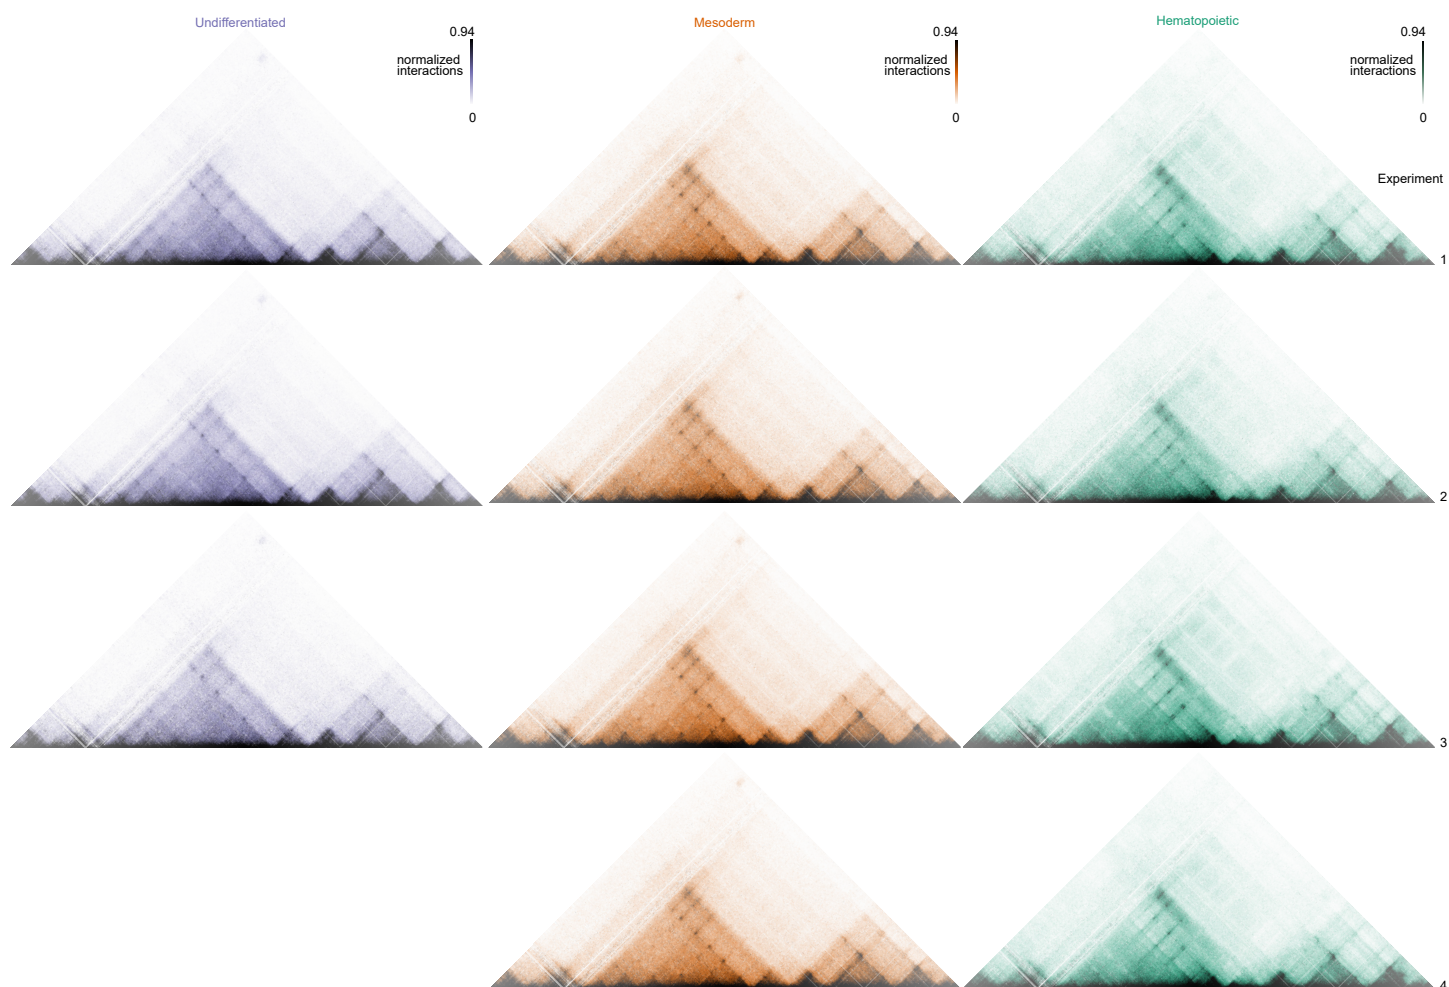

**Supplementary Figure 2 – Tiled-C matrices of individual replicates in wild type cells over hematopoietic differentiation.** Tiled-C matrices from individual experiments are shown at 2 kb resolution and are total count and ICE normalized. All matrices are visualized with a threshold set at the 94th percentile.

Supplementary Figure 3.

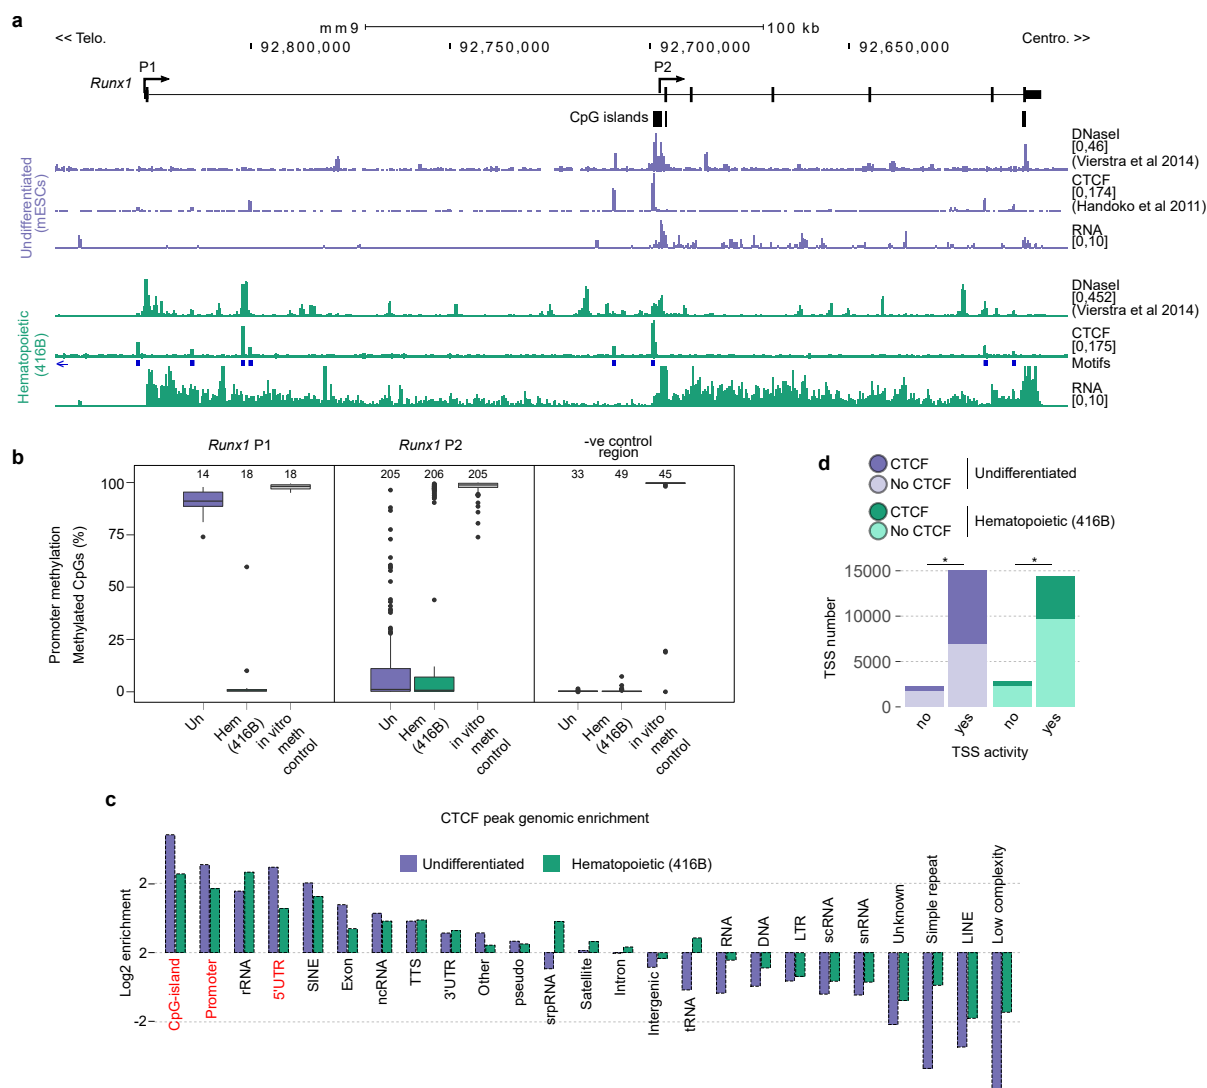

**Supplementary Figure 3 – CTCF binding close to *Runx1* promoters and promoters genome wide is associated with promoter activity.** **a)** *Runx1* locus showing chromatin marks and poly(A)-minus RNA-seq in undifferentiated mESCs and 416B cells. Public data that were reanalyzed include mESC and 416B DNase<sup>1</sup> and mESC CTCF<sup>2</sup>. The orientation of CTCF motifs are indicated underneath peaks. **b)** Analysis of *Runx1* promoter methylation by targeted bisulfite sequencing of undifferentiated mESCs, hematopoietic 416B cells. *In vitro* methylated DNA and an additional negative control site are shown as controls. Boxplot centre shows median, bounds of the box indicate 25th and 75th percentiles, and maxima and minima show the largest point above or below 1.5 \* interquartile range. Data were analyzed from the total number of CpG dinucleotides indicated above each boxplot from one experiment. **c)** Enrichment of CTCF peaks in undifferentiated mESCs and 416B cells at genomic features annotated using HOMER (4.7) annotatePeaks.pl. **d)** Association between CTCF binding within 5 kb of transcription start sites (TSS) shown for active and inactive TSSs in undifferentiated mESCs and 416B hematopoietic cells. CTCF ChIP-seq in mESC was reanalyzed from previously published data<sup>2</sup>. Pearson's one-tailed Chi-squared test with Yates' continuity correction was performed with p-values adjusted for multiple hypothesis testing using the Holm method: Undifferentiated (\*,  $p = 1.29 \times 10^{-185}$ ), hematopoietic, 416B (\*,  $p = 1.49 \times 10^{-68}$ ).

Supplementary Figure 4.

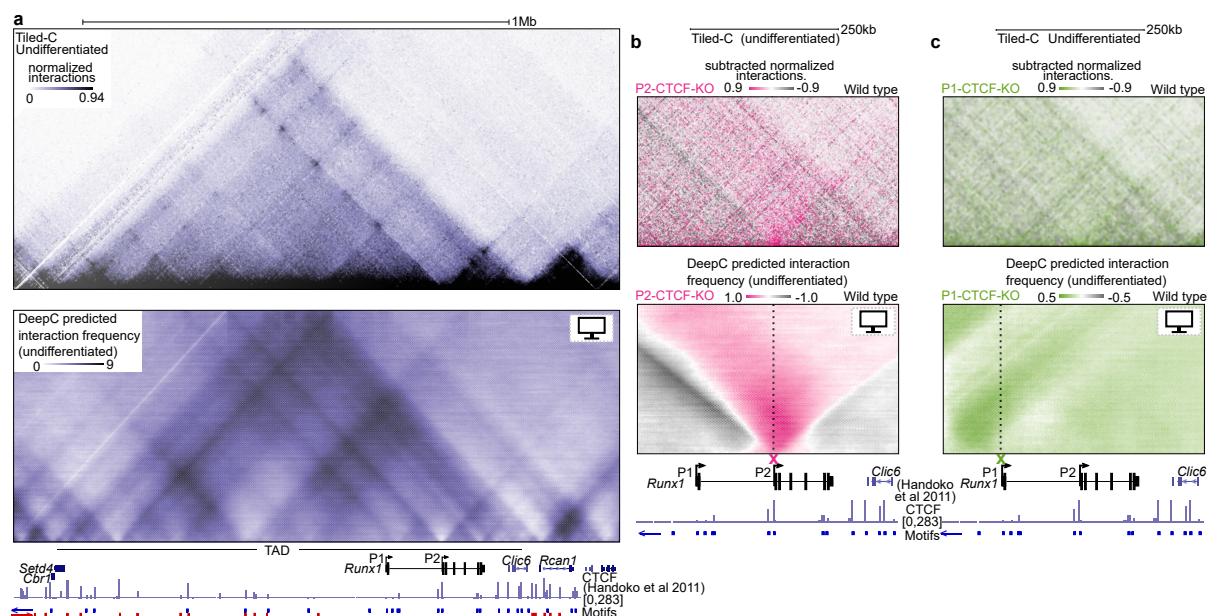

**Supplementary Figure 4 – DeepC predictions of *Runx1* chromatin interactions and promoter-proximal CTCF site deletions in undifferentiated mESCs.** **a)** Tiled-C (top panel) and deepC prediction of chromatin interactions (bottom panel) at the *Runx1* locus in undifferentiated mESCs. The overall 1.1Mb *Runx1* TAD indicated below the matrices was substantially concordant between the deepC predictions and real Tiled-C data. CTCF occupancy<sup>2</sup> and motif orientation are indicated. **b, c)** Tiled-C (top panels) and deepC predictions (bottom panels) of chromatin interactions after P2-CTCF (B) and P1-CTCF (C) deletion. DeepC predicted that, in undifferentiated mESCs, P2-CTCF deletion would lead to increased interactions across the boundary (B, bottom panel, pink upside down triangle with its tip at the P2-CTCF site) and a decrease in a stripe of interactions emanating from the CTCF site (B, bottom panel, dark grey line at 45°). Both features are visible in Tiled-C data in undifferentiated mESCs (B, top panel). Little change in interactions was seen after loss of P1-CTCF in mESC (C, top panel), which was similar to the prediction by deepC (C, bottom panel). CTCF binding<sup>2</sup> and motif orientation are indicated below the matrices.

## Supplementary Figure 5.

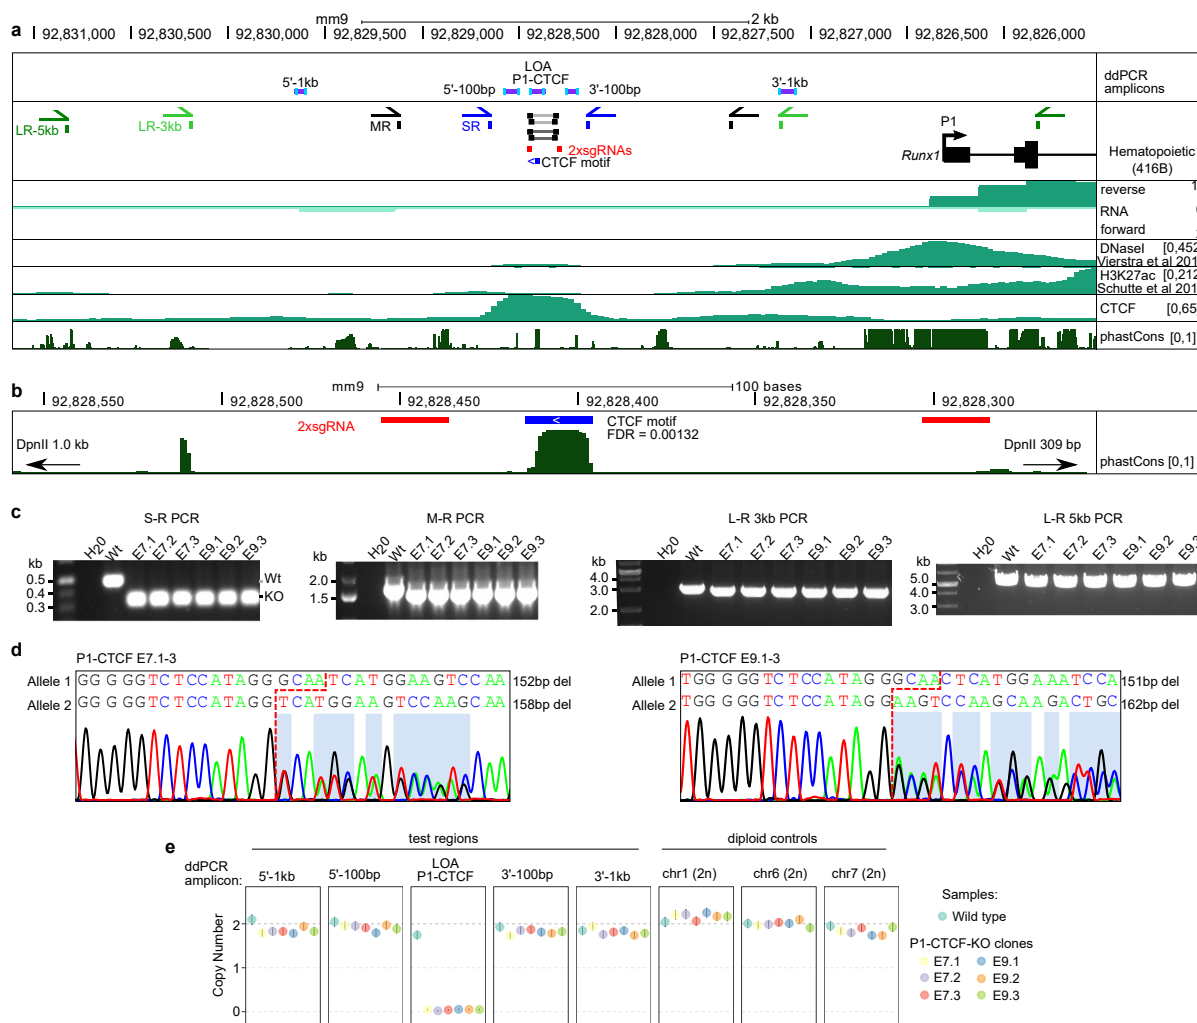

**Supplementary Figure 5 – Strategy for the generation of P1-CTCF knock-out clones using CRISPR/Cas9. a)** Schematic of the *Runx1* P1 promoter and upstream promoter-proximal CTCF site with single guide RNAs (sgRNAs), short-range (SR), medium range (MR), longer range 3 kb (LR-3kb) and longer range 5 kb (LR-5kb) PCR primer locations indicated. The de novo CTCF motif identified under the CTCF peak (P1-CTCF) is indicated with its orientation. Droplet digital PCR (ddPCR) amplicon positions are indicated and were spaced upstream (5') or downstream (3') of sgRNA cut positions by approximately the indicated distances. One ddPCR amplicon was placed between sgRNA cut sites to detect loss of the CTCF motif (LOA, loss of allele). Poly(A) minus RNA-seq and CTCF ChIP-seq tracks for 416B cells are included. Publicly available DNaseI<sup>1</sup> and H3K27ac ChIP-seq<sup>3</sup> data for 416B cells were reanalyzed and shown in the respective tracks. Evolutionary sequence conservation shown is vertebrate conservation by PhastCons<sup>4</sup>. **b)** Close-up view of dual sgRNA (2xsgRNA) targeting strategy to delete a conserved CTCF motif using CRISPR/Cas9. The location of the nearest DpnII restriction sites is indicated and were not disrupted by targeting. **c)** Gel electrophoresis images of PCR samples from six independent sub-clones derived from two separate targeting events. Source data are provided as a Source Data file. **d)** Base calls from sequencing of sub-clones revealing homozygous deletion of the CTCF motif. **e)** Copy number analysis by ddPCR across the targeted region (test amplicons are indicated on the locus schematic in (a)) and on three diploid (2n) control chromosomes. Test amplicons were designed to cover the critical region containing P1-CTCF (LOA, loss of allele), and spanning in the 5' and 3' direction from the targeted site at approximately 100 bp and 1 kb to detect larger deletions. Each ddPCR reaction contained an additional internal control amplicon on chromosome 4 (which was not targeted in this study, see methods) to facilitate interpretation of deleted regions such as P1-CTCF. Each dot represents the relative copy number of a sample over the indicated test amplicon, normalized to three diploid control regions with 95% confidence intervals calculated from the Poisson distribution indicated. Source data are provided as a Source Data file.

Supplementary Figure 6.

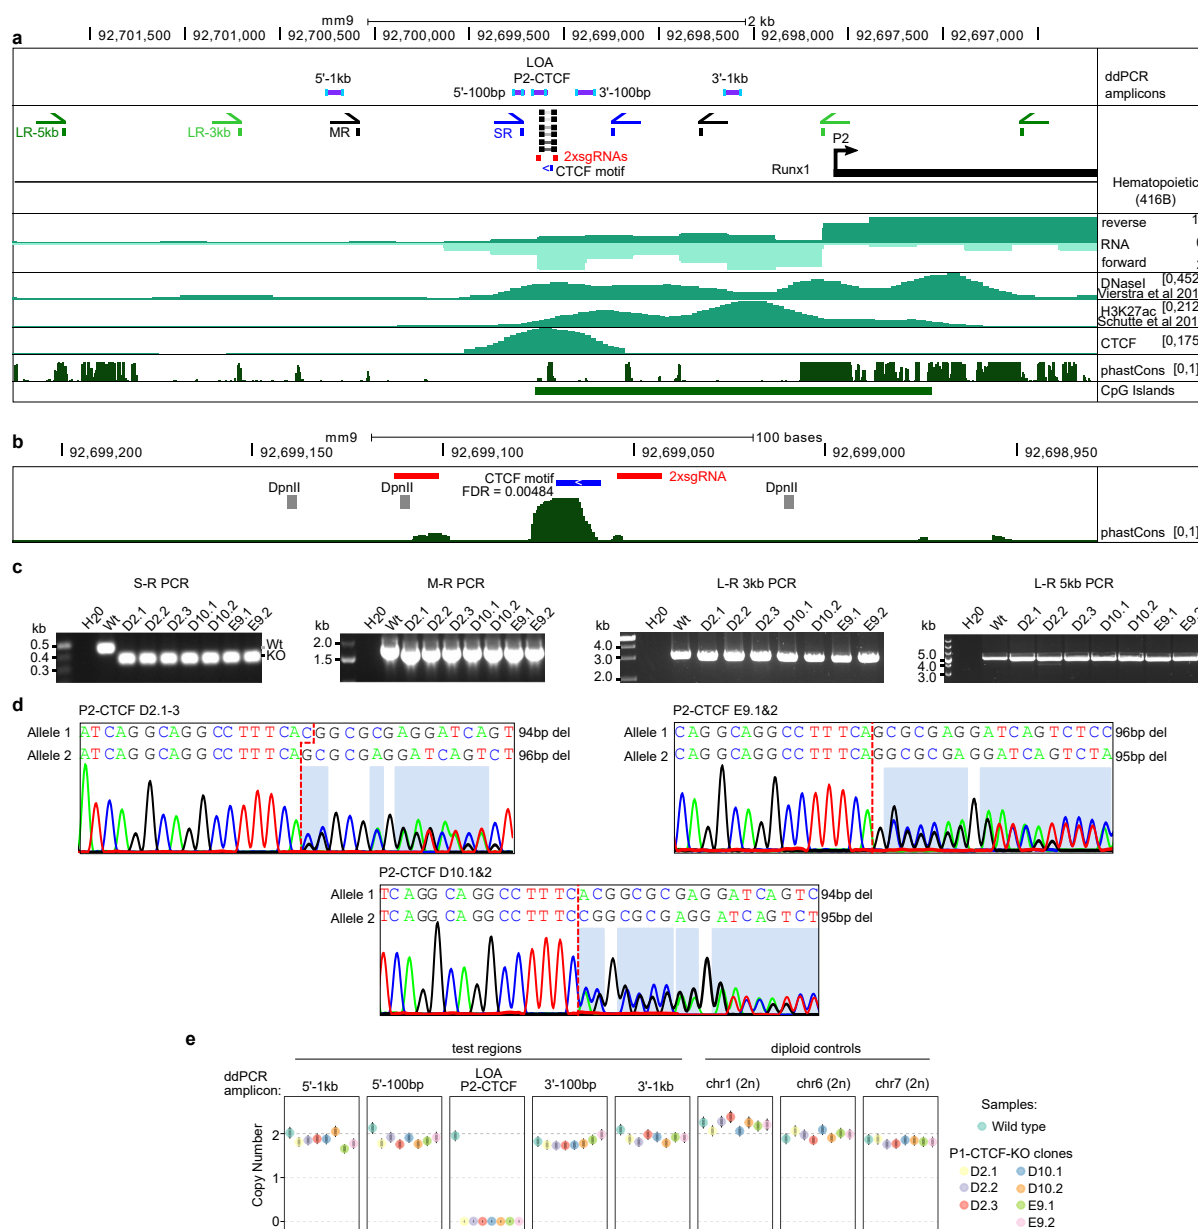**Supplementary Figure 6 – Strategy for the generation of P2-CTCF knock-out clones using CRISPR/Cas9.a)**

Schematic of the *Runx1* P2 promoter and adjacent upstream promoter-proximal CTCF site with single guide RNAs (sgRNAs), short-range (SR), medium range (MR), longer-range 3 kb (LR-3kb) and longer range-5 kb (LR-5kb) PCR primer locations indicated. The de novo CTCF motif identified under the CTCF peak (P2-CTCF) is indicated with its orientation. Droplet digital PCR (ddPCR) amplicon positions are indicated and were spaced upstream (5') or downstream (3') of sgRNA cut positions by approximately the indicated distances. One ddPCR amplicon was placed in between sgRNA cut sites to detect loss of the CTCF motif (LOA, loss of allele). Poly-A minus RNA-seq and CTCF tracks for 416B cells are included. Publicly available DNaseI<sup>1</sup> and H3K27ac ChIP-seq<sup>3</sup> data for 416B cells were reanalyzed and shown in the respective tracks. CpG island annotations are from UCSC genome browser<sup>5</sup>. Evolutionary sequence conservation shown is vertebrate conservation by PhastCons<sup>4</sup>. **b)** Close-up view of dual sgRNA (2xsgRNA) targeting strategy to delete a conserved CTCF motif using CRISPR/Cas9. The location of the nearest DpnII restriction sites is indicated and were not disrupted by targeting. **c)** Gel electrophoresis images of PCR samples from seven independent sub-clones derived from three separate targeting events. Source data are provided as a Source Data file. **d)** Base calls from sequencing of sub-clones revealing homozygous deletion of the CTCF motif. **e)** Copy number analysis by ddPCR across the targeted region (test amplicons are indicated on the locus schematic in (a)) and on three diploid (2n) control chromosomes. Test amplicons were designed to cover the critical region containing P2-CTCF (LOA, loss of allele), and spanning in the 5' and 3' direction from the targeted site at approximately 100 bp and 1 kb to detect larger deletions. Each ddPCR reaction contained an additional internal control amplicon on chromosome 4 (which was not targeted in this study, see methods) to facilitate interpretation of deleted regions such as P2-CTCF. Each dot represents the relative copy number of a sample over the indicated test amplicon, normalized to three diploid control regions, with 95% confidence intervals calculated from the Poisson distribution indicated. Source data are provided as a Source Data file.

## Supplementary Figure 7.

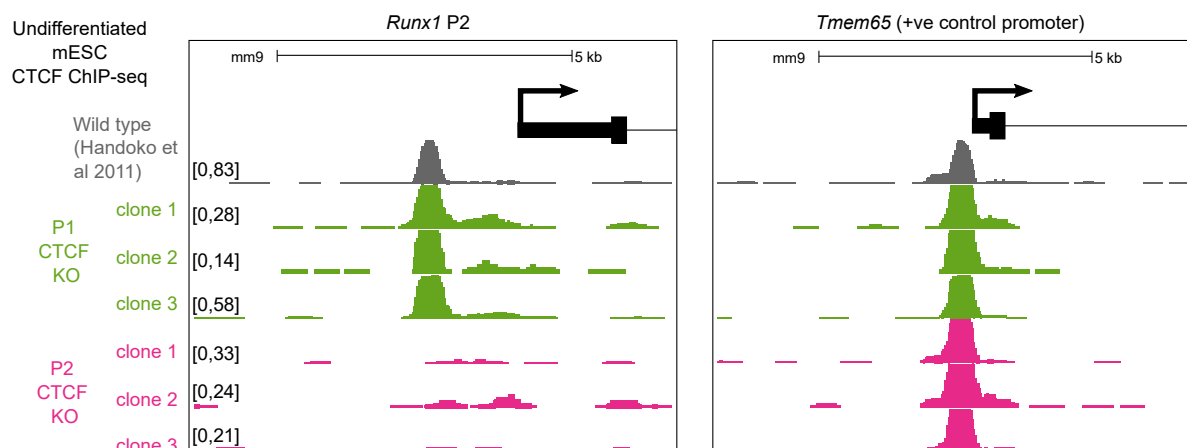

**Supplementary Figure 7 – Loss of CTCF binding at P2-CTCF in P2-CTCF-KO clones.** CTCF ChIP-seq in six undifferentiated mESC clones (three P1-CTCF-KO and three P2-CTCF-KO). CTCF occupancy is shown at the *Runx1* P2 promoter and a positive control gene promoter that also binds CTCF. Binding at *Runx1* P1 could not be assessed as binding is too low in undifferentiated mESCs.

## Supplementary Figure 8.

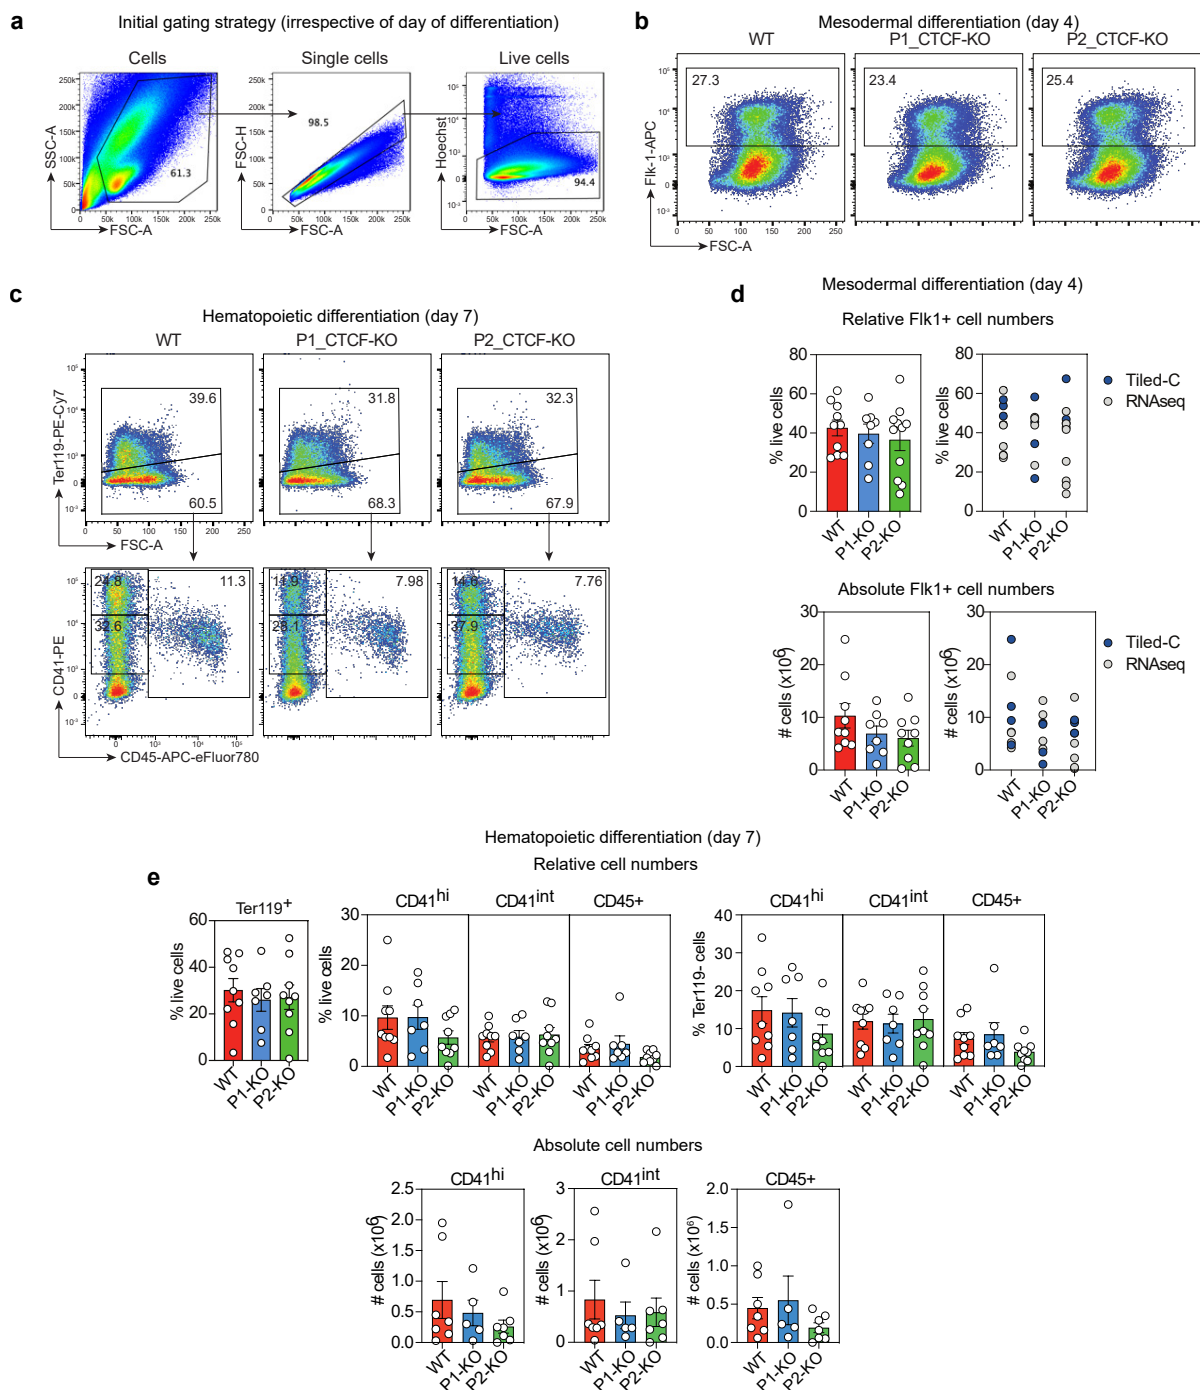

**Supplementary Figure 8 – CTCF binding upstream of *Runx1* P1 or P2 promoter is not required for hematopoietic differentiation of mESCs.** **a** Initial gating strategy used for all flow cytometry. Flow cytometry analysis of wild type, P1-CTCF-KO and P2-CTCF-KO mesoderm cells at differentiation day 4 (Fli-1) (**b**) and day 7 (Ter119, CD41 and CD45) (**c**). Relative cell numbers (percentages of live cells or Ter119+ cells) and absolute cell numbers are shown for each genotype in mesoderm (**d**) and hematopoietic cells (**e**). Results are from three independent clones per genotype and 10 independent experiments. Mesodermal differentiation wild type  $n=10$ , P1-CTCF-KO  $n=8$ , P2-CTCF-KO  $n=11$ . Hematopoietic differentiation (relative cell numbers) wild type  $n=9$ , P1-CTCF-KO  $n=7$ , P2-CTCF-KO  $n=9$ . Hematopoietic differentiation (absolute cell numbers) wild type  $n=7$ , P1-CTCF-KO  $n=5$ , P2-CTCF-KO  $n=7$ . Erythroid cells are contained within the Ter119+ gate, hematopoietic progenitors are CD41int, and megakaryocytes are contained within the CD41hi gate. Bars indicate mean and error bars indicate standard error of the mean.

Supplementary Figure 9.

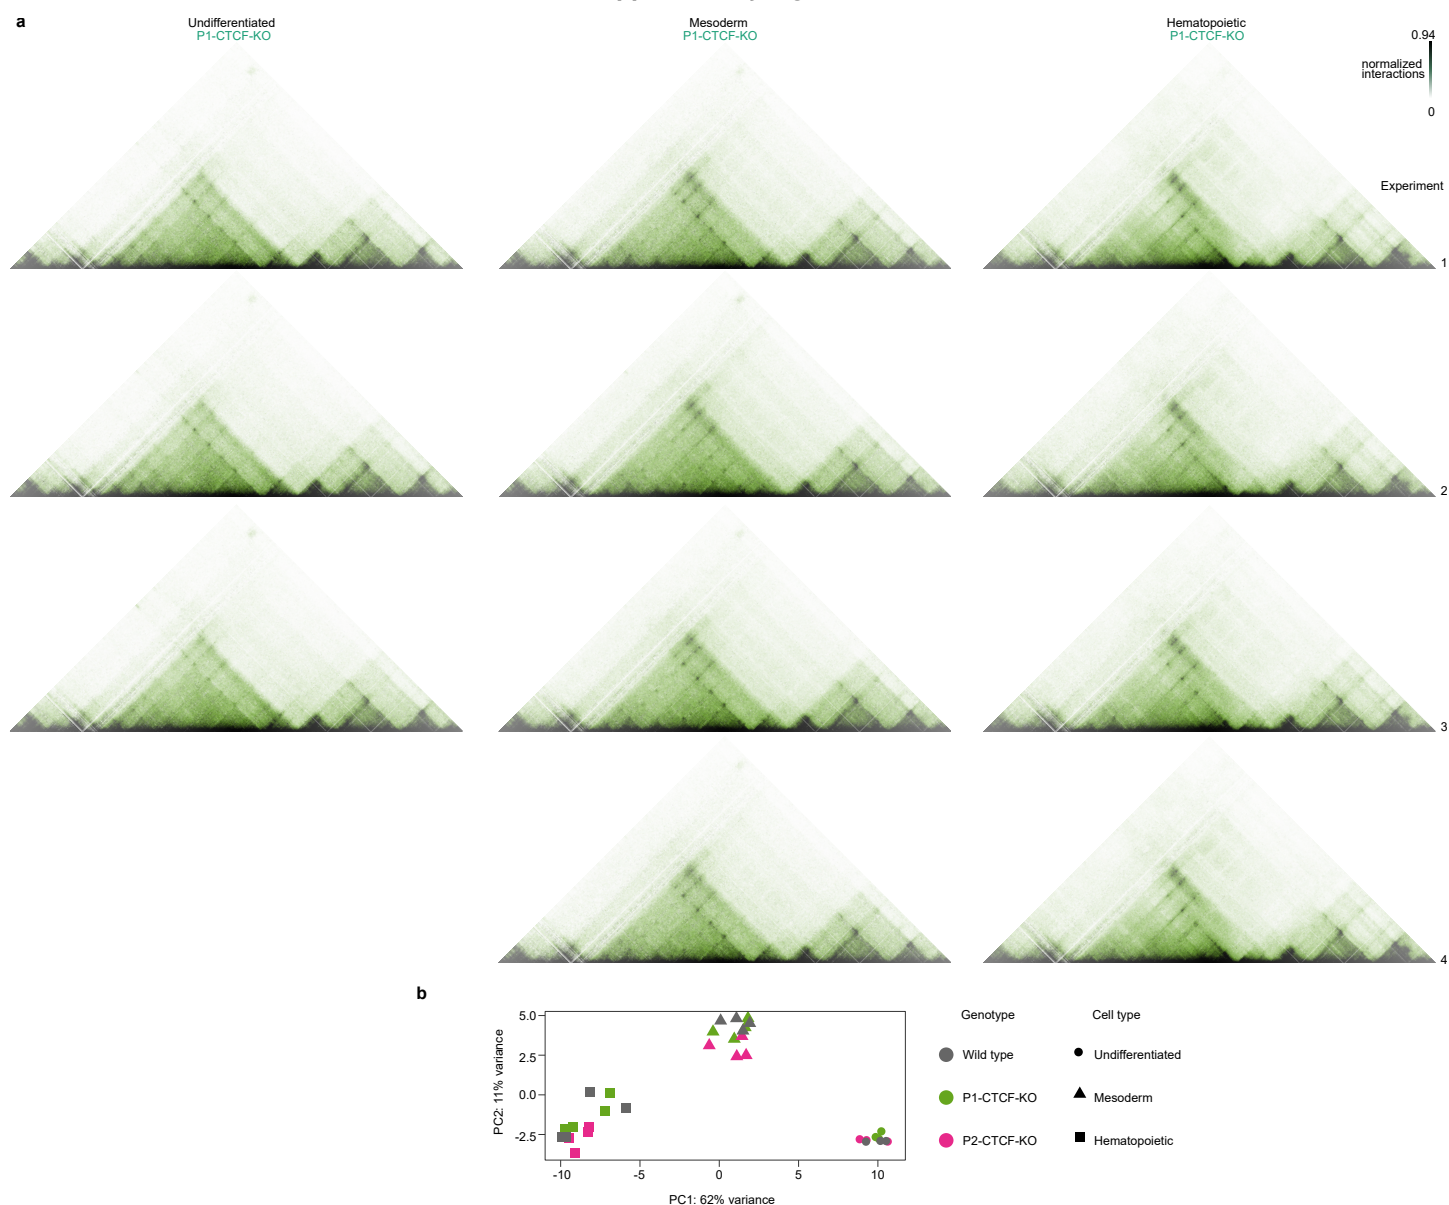

**Supplementary Figure 9 – Tiled-C matrices of individual replicates in P1-CTCF-KO cells over hematopoietic differentiation.** **a** Individual matrices are shown at 2 kb resolution and are total count and ICE normalized. All matrices are visualized with a threshold set at the 94th percentile. **b** Principal component analysis (PCA) of Tiled-C data for individual replicates, with each cell type shown in a different shape and each genotype colored differently.

## Supplementary Figure 10.

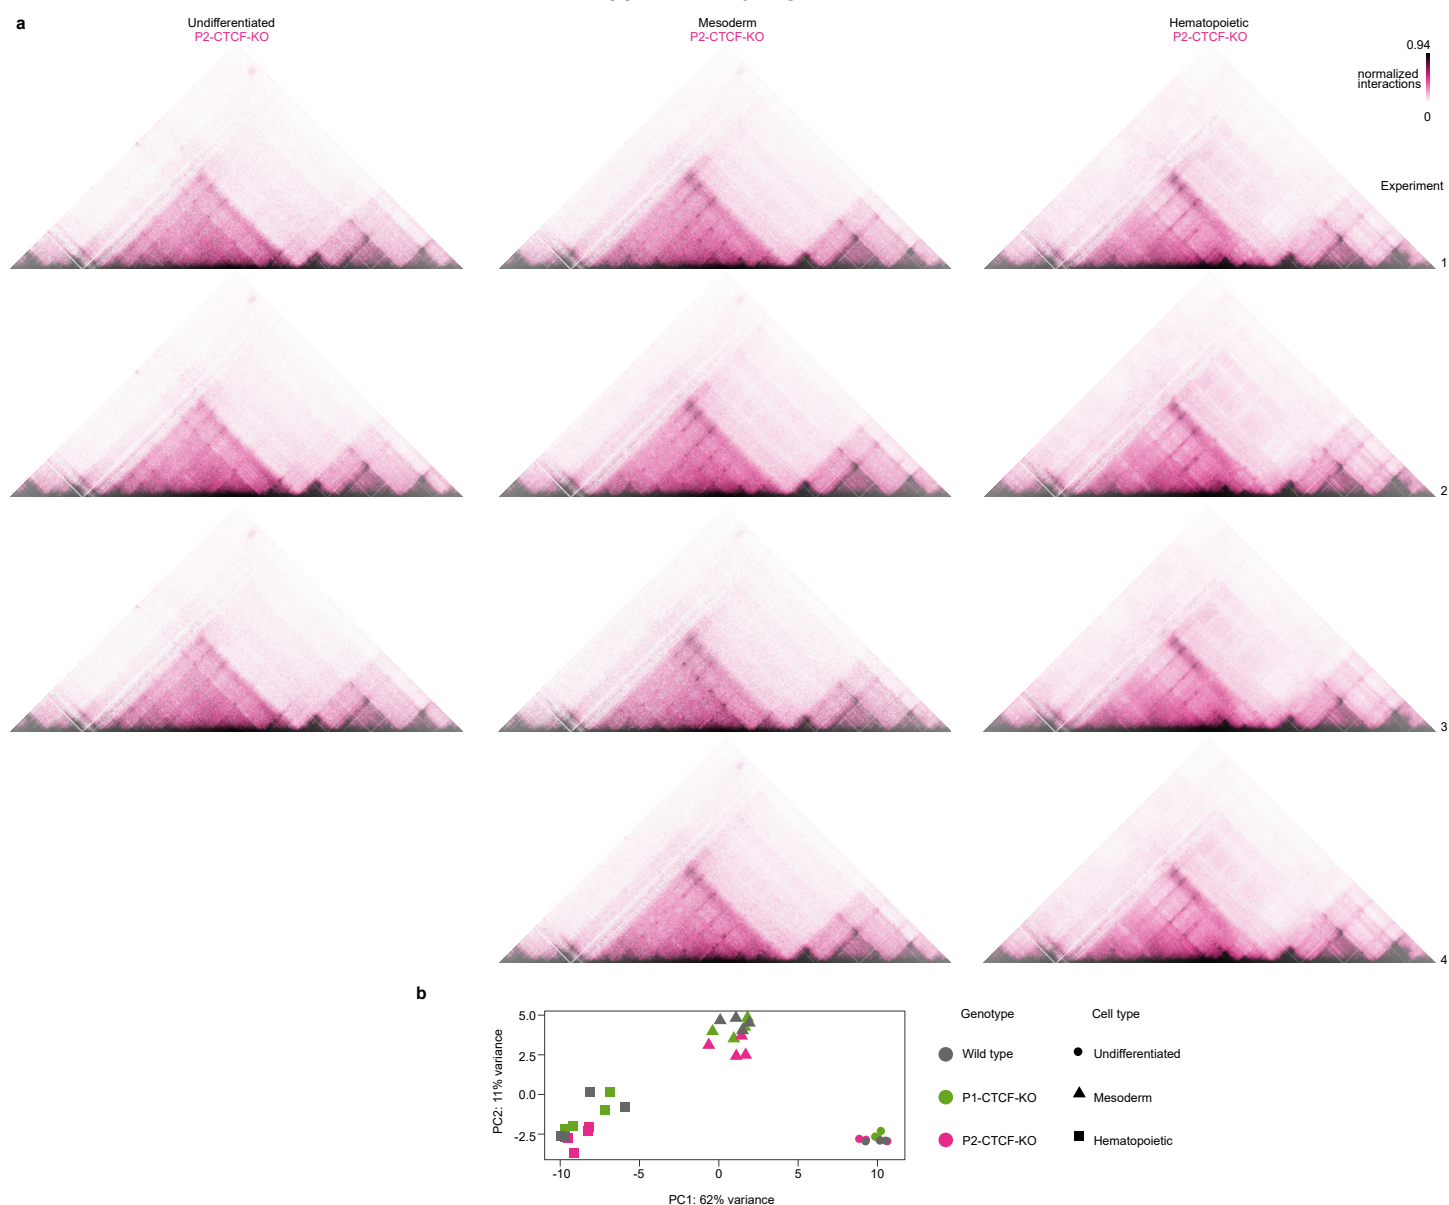

**Supplementary Figure 10 – Tiled-C matrices of individual replicates in P2-CTCF-KO cells over hematopoietic differentiation. a)** Individual matrices are shown at 2 kb resolution and are total count and ICE normalized. All matrices are visualized with a threshold set at the 94th percentile. **b)** Principal component analysis (PCA) of Tiled-C data for individual replicates, with each cell type shown in a different shape and each genotype colored differently.

Supplementary Figure 11.

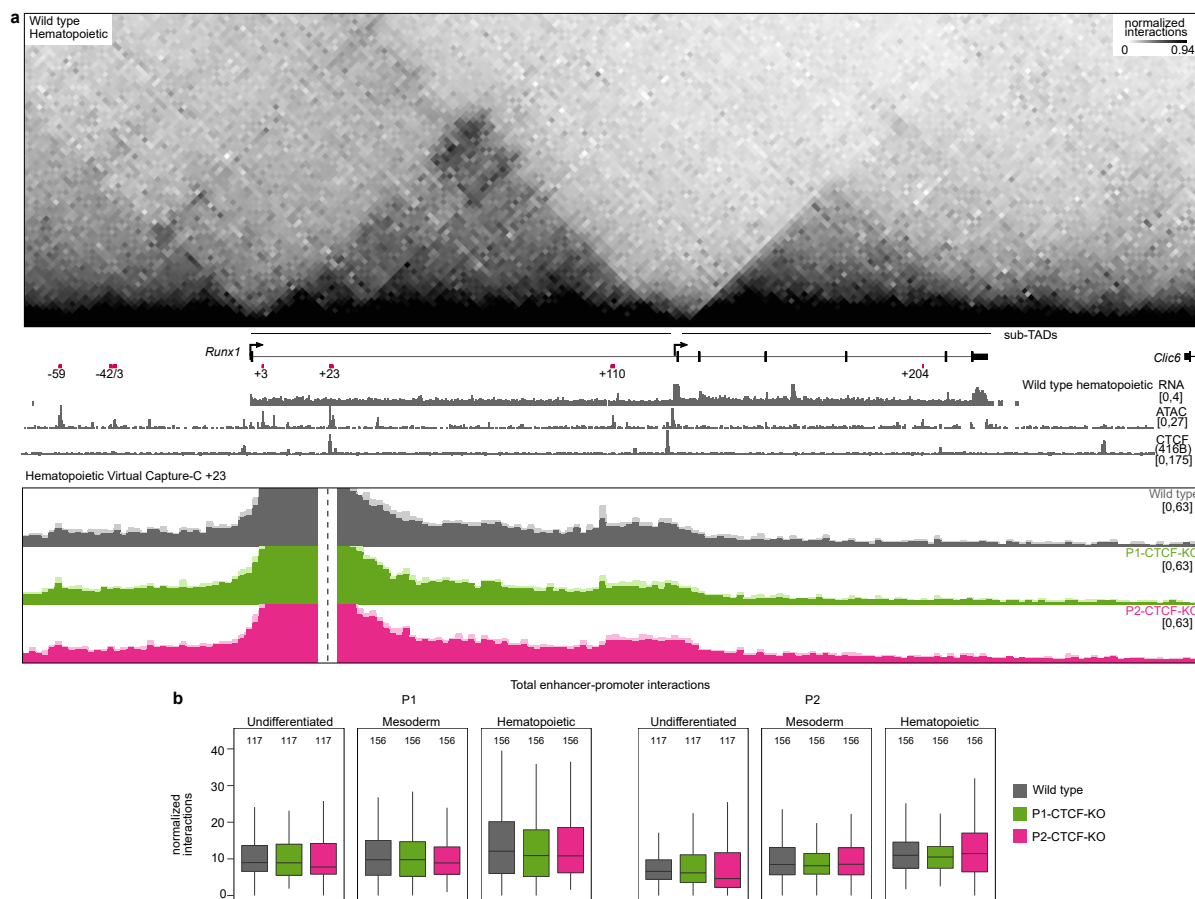

**Supplementary Figure 11 – Enhancer-promoter contacts are maintained across hematopoietic differentiation despite loss of CTCF binding and disrupted cis-interactions.** **a**) Tiled-C matrix from wild type hematopoietic cells (2 kb resolution, threshold at the 94th percentile,  $n=4$ ). *Runx1* promoters, previously published enhancers, and location of *Runx1* sub-TADs are labelled below the matrix. RPKM-normalized ATAC-seq track is shown. CPM-normalized poly(A)-minus RNA-seq ( $n=4$ ) is shown. Previously published enhancer regions are indicated, numbered according to their distance from the *Runx1* start codon in exon 1. CTCF occupancy in 416B hematopoietic progenitor cells is shown. Virtual Capture-C profiles (obtained from Tiled-C data, see methods) from the viewpoint of +23 enhancer is shown in hematopoietic cells from wild type (grey track), P1-CTCF-KO (green track), and P2-CTCF-KO (pink track). Capture viewpoint over +23 enhancer is indicated by a vertical dashed line. Dark colors represent the mean reporter counts in 2 kb bins ( $n=4$  biologically independent experiments) normalized to the total cis-interactions in each sample. Standard deviation is shown in the lighter color. **b**) Enhancer-promoter contacts quantified between *Runx1* P1 or P2 promoters and all previously published hematopoietic enhancers (Supplementary Table 2). There were no significant differences between genotypes for either promoter in any of the cell types examined (Kruskal-Wallis and Dunn's test, adjusted two-sided  $p = 1.0$ ). Boxplot centre shows median, bounds of the box indicate 25th and 75th percentiles, and maxima and minima show the largest point above or below  $1.5 \times$  interquartile range. Outlying points are not shown. Data were analyzed from the total number of bins indicated above each boxplot from four biologically independent experiments.

Supplementary Figure 12.

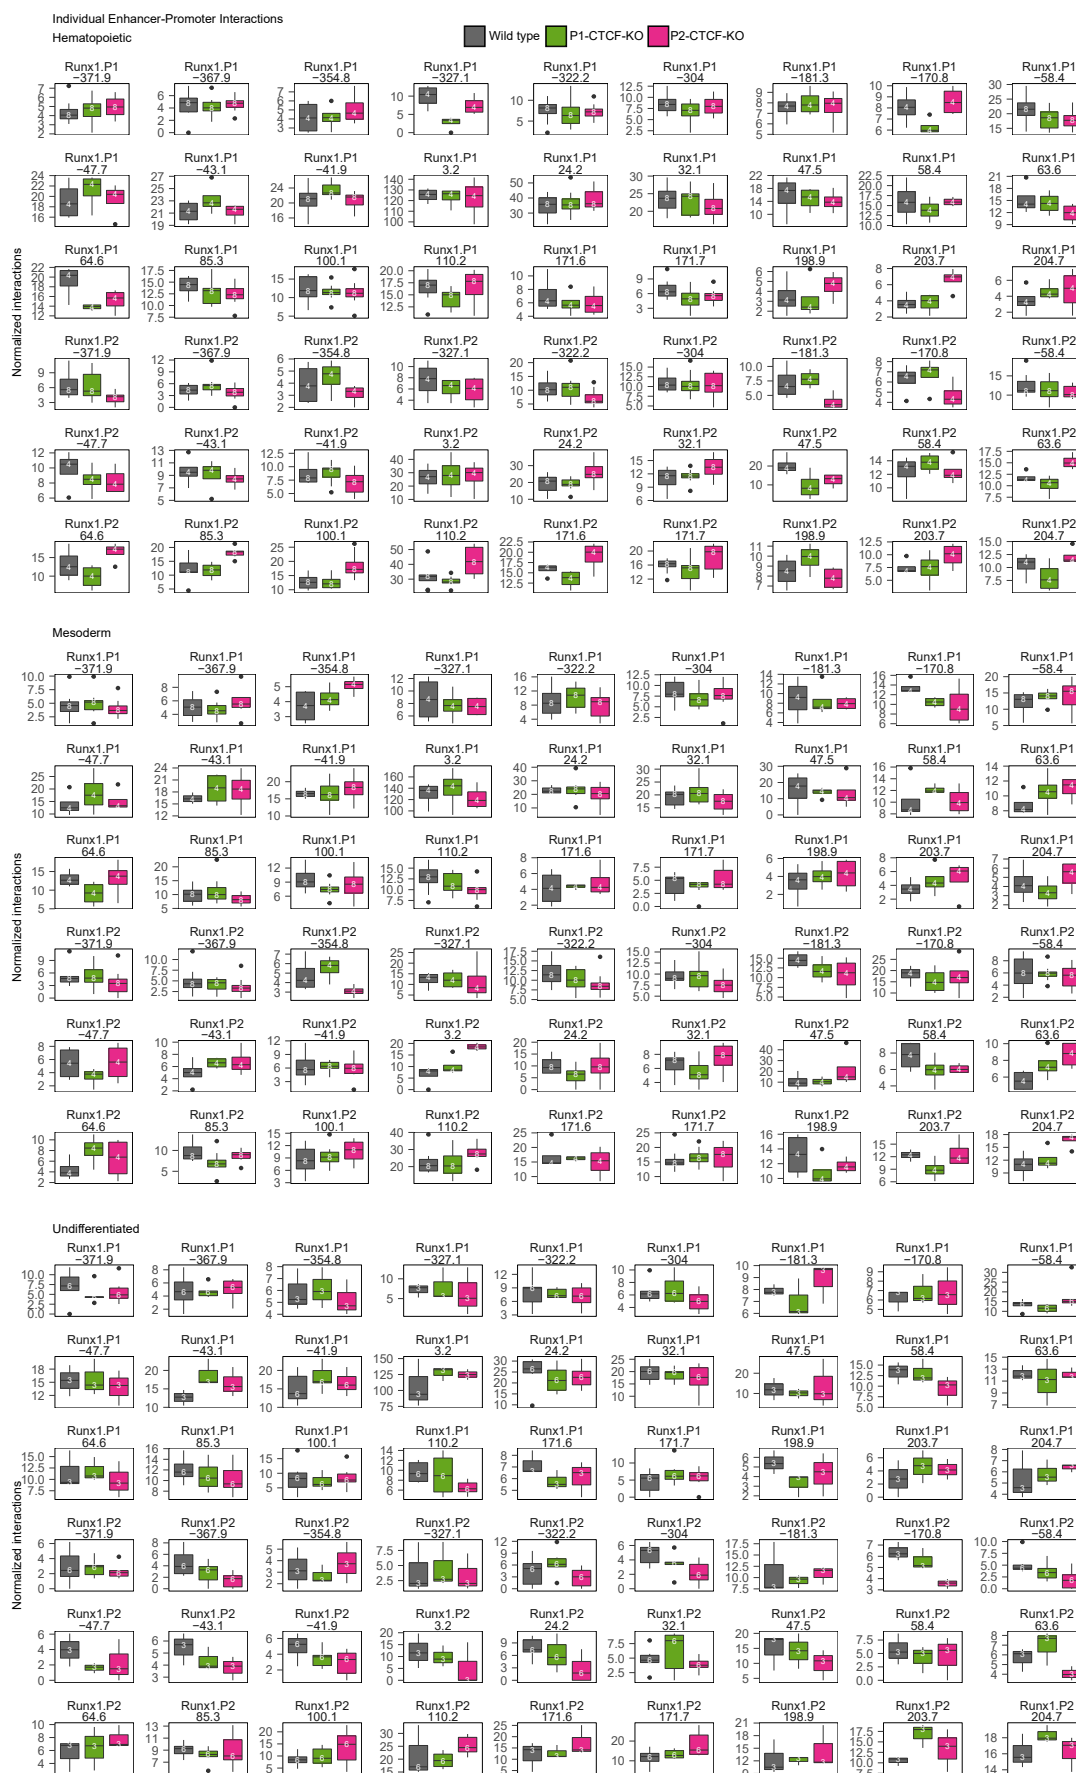Supplementary Figure 12 – Individual enhancer-promoter interactions are maintained despite perturbed chromatin architecture. *Legend continued on next page.*

**Supplementary Figure 12** – *Legend continued from previous page.* Enhancer-promoter contacts individually quantified between *Runx1* P1 or P2 promoters and all previously published hematopoietic enhancers (Supplementary Table 2) throughout differentiation in the cell types indicated. There were no significant differences between genotypes for any of the enhancer-promoter interactions in any of the cell types examined (Kruskal-Wallis and Dunn's test, adjusted two-sided  $p = 1.0$ ). Boxplot centre shows median, bounds of the box indicate 25th and 75th percentiles, and maxima and minima show the largest point above or below  $1.5 \times$  interquartile range. Data were analyzed from the total number of bins indicated on each boxplot from three (undifferentiated) or four (mesoderm and hematopoietic) biologically independent experiments.

Supplementary Figure 13.

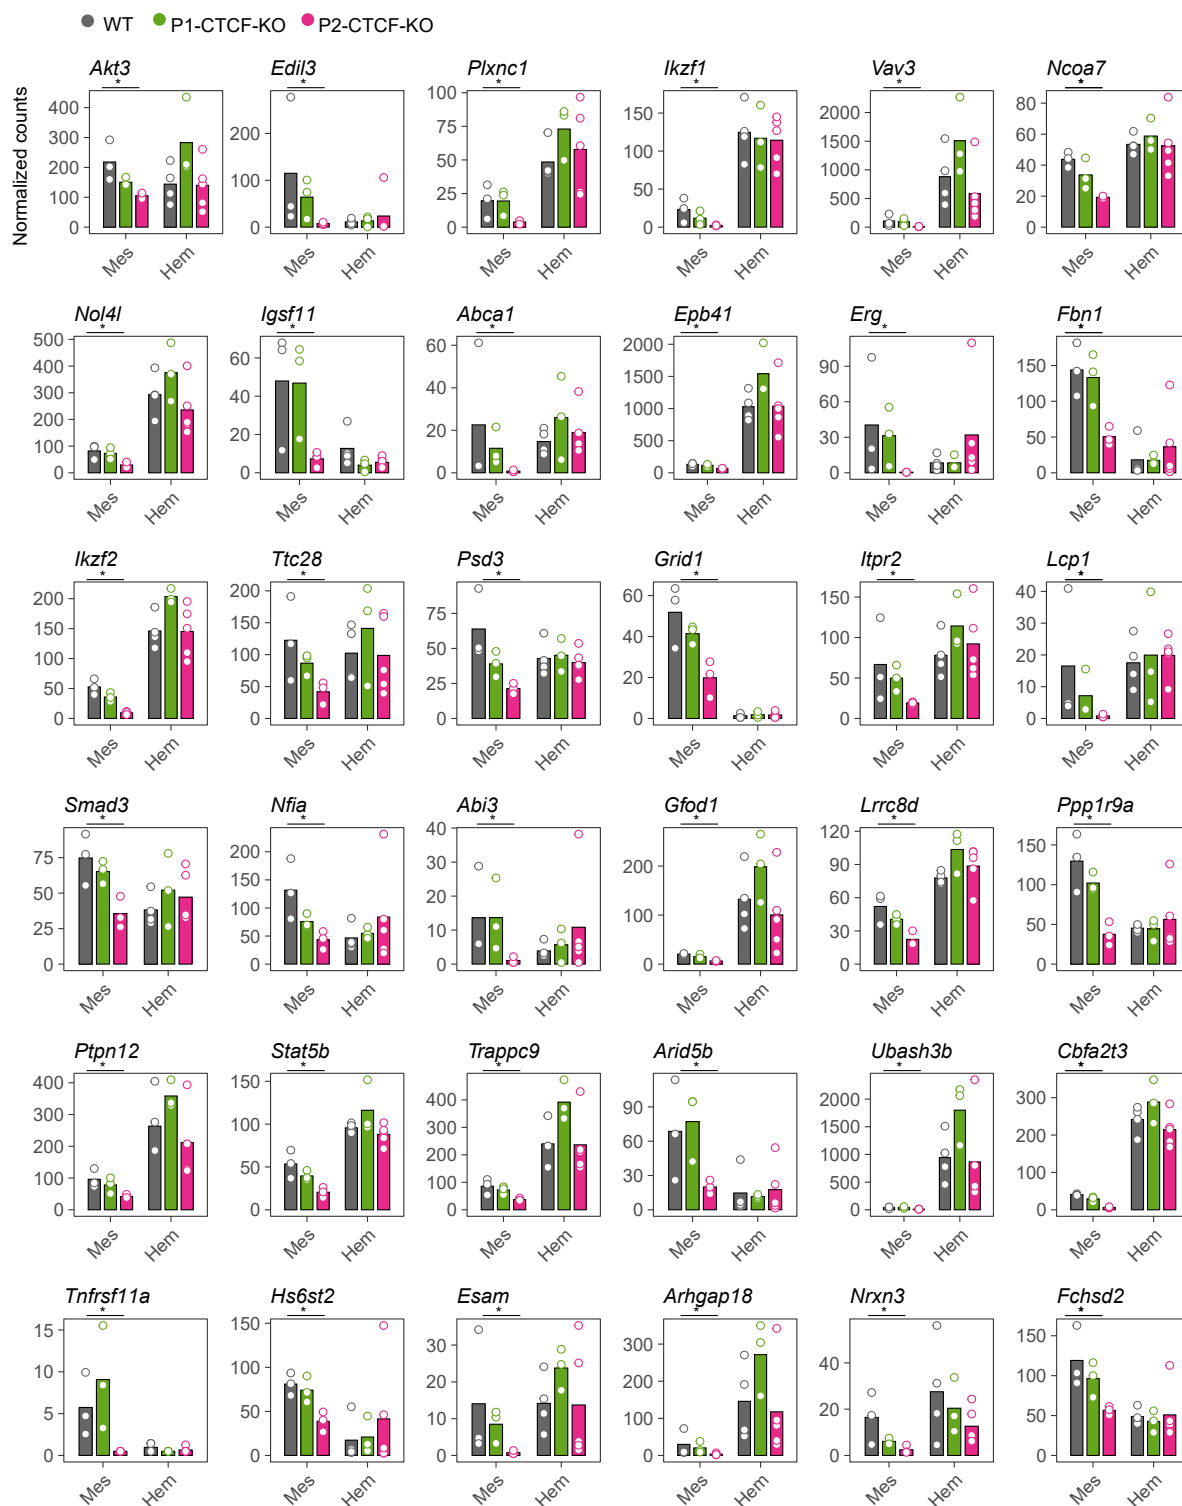

Supplementary Figure 13 – Predicted Runx1 target genes that were downregulated in P2-CTCF-KO mesoderm.

Genes predicted to be RUNX1 target genes in a KMT2A-AFF1 leukemia gene regulatory network<sup>6</sup> that were downregulated in P2-CTCF-KO ES-derived Flk1+ mesoderm. DESeq2, fold change > 1, two-sided p-values (\*): *Akt3* (.014), *Edil3* (.019), *Plxnc1* (.046), *Ikzf1* (.016), *Vav3* (.030), *Ncoa7* (.048), *Nol4l* (.015), *Igsf11* (.011), *Abca1* (.014), *Epb41* (.011), *Erg* (.0079), *Fbn1* (.0019), *Ikzf2* (1.1x10<sup>-5</sup>), *Ttc28* (.038), *Psd3* (.0079), *Grid1* (.033), *Itpr2* (.037), *Lcp1* (.028), *Smad3* (.044), *Nfia* (.0048), *Abi3* (.0046), *Gfod1* (.0045), *Lrrc8d* (.037), *Ppp1r9a* (7.5x10<sup>-5</sup>), *Ptpn12* (.038), *Stat5b* (.021), *Trappc9* (.026), *Arid5b* (.037), *Ubash3b* (.041), *Cbfa2t3* (1.1x10<sup>-5</sup>), *Tnfrsf11a* (.048), *Hs6st2* (.038), *Esam* (.031), *Arhgap18* (.045), *Nrxn3* (.038), *Fchsd2* (.040). Normalized counts for each gene are shown for each genotype in mesoderm (Mes) and hematopoietic (Hem) cells. Boxplot centre shows median, bounds of the box indicate 25th and 75th percentiles, and maxima and minima show the largest point above or below 1.5 \* interquartile range. N=3 biologically independent experiments (wild type, P1-CTCF-KO, P2-CTCF-KO mesoderm, P1-CTCF-KO hematopoietic), n=4 biologically independent experiments (wild type hematopoietic), n=5 biologically independent experiments (P2-CTCF-KO hematopoietic).

**Supplementary Table 1 – List of open chromatin sites in the *Runx1* TAD**

|       |          |          |   |   |   |  |        |
|-------|----------|----------|---|---|---|--|--------|
| chr16 | 93336087 | 93336202 |   | Y |   |  | -510.3 |
| chr16 | 93346464 | 93346528 |   | Y |   |  | -520.6 |
| chr16 | 93366653 | 93366773 |   | Y |   |  | -540.8 |
| chr16 | 93399533 | 93399597 |   | Y |   |  | -573.7 |
| chr16 | 93438025 | 93438095 |   | Y |   |  | -612.2 |
| chr16 | 93438201 | 93438272 |   | Y |   |  | -612.3 |
| chr16 | 93438470 | 93438613 | Y |   |   |  | -612.7 |
| chr16 | 93444163 | 93444230 | Y |   |   |  | -618.3 |
| chr16 | 93454640 | 93454730 | Y |   |   |  | -628.8 |
| chr16 | 93459127 | 93459196 | Y |   |   |  | -633.3 |
| chr16 | 93459610 | 93459681 | Y |   |   |  | -633.8 |
| chr16 | 93463746 | 93463906 | Y |   |   |  | -637.9 |
| chr16 | 93491758 | 93491841 | Y |   |   |  | -665.9 |
| chr16 | 93511947 | 93512012 | Y |   |   |  | -686.1 |
| chr16 | 93512384 | 93512457 | Y |   |   |  | -686.5 |
| chr16 | 93540122 | 93540213 |   | Y |   |  | -714.3 |
| chr16 | 93544040 | 93544234 | Y | Y |   |  | -718.2 |
| chr16 | 93549667 | 93549763 | Y |   |   |  | -723.8 |
| chr16 | 93549805 | 93549946 | Y |   |   |  | -724   |
| chr16 | 93550018 | 93550202 | Y |   |   |  | -724.2 |
| chr16 | 93576908 | 93576984 | Y |   |   |  | -751.1 |
| chr16 | 93577055 | 93577199 | Y |   |   |  | -751.2 |
| chr16 | 93586814 | 93587022 | Y |   |   |  | -761   |
| chr16 | 93588107 | 93588171 |   | Y |   |  | -762.2 |
| chr16 | 93591267 | 93591381 | Y |   |   |  | -765.4 |
| chr16 | 93598152 | 93598255 | Y | Y | Y |  | -772.3 |
| chr16 | 93603965 | 93604398 | Y | Y | Y |  | -778.3 |
| chr16 | 93607994 | 93608092 | Y |   |   |  | -782.2 |
| chr16 | 93615876 | 93616012 | Y | Y |   |  | -790.1 |

**Supplementary Table 2 – List of previously published *Runx1* enhancers**

| Distance to <i>Runx1</i> ATG (in kb) | mm9 chr | start    | stop     | Reference    |
|--------------------------------------|---------|----------|----------|--------------|
| -371                                 | chr16   | 93197216 | 93198301 | 11           |
| -368                                 | chr16   | 93193448 | 93194216 | 11           |
| -354                                 | chr16   | 93180228 | 93181138 | 11           |
| -327/328                             | chr16   | 93152333 | 93153713 | 3;11         |
| -321/322                             | chr16   | 93147786 | 93148307 | 3;11         |
| -303                                 | chr16   | 93129687 | 93130187 | 11           |
| -181                                 | chr16   | 93006325 | 93007986 | 10           |
| -171                                 | chr16   | 92996191 | 92997200 | 10           |
| -59                                  | chr16   | 92883870 | 92884686 | 3;11         |
| -48                                  | chr16   | 92873240 | 92873850 | 11           |
| -43                                  | chr16   | 92868720 | 92869213 | 3            |
| -42                                  | chr16   | 92867258 | 92868232 | 3            |
| +3                                   | chr16   | 92822418 | 92822899 | 3            |
| +23                                  | chr16   | 92801742 | 92802272 | 9;12;13;3;11 |
| +24                                  | chr16   | 92801109 | 92801727 | 9;3          |
| +32                                  | chr16   | 92792657 | 92794853 | 13           |
| +48                                  | chr16   | 92778116 | 92778592 | 8            |
| +59                                  | chr16   | 92767120 | 92767941 | 13           |
| +64                                  | chr16   | 92760779 | 92761825 | 13           |
| +87                                  | chr16   | 92739637 | 92741585 | 13           |
| +99                                  | chr16   | 92725390 | 92726237 | 13           |
| +110                                 | chr16   | 92715159 | 92716303 | 3;11         |
| +171                                 | chr16   | 92653987 | 92654487 | 14;15        |
| +199                                 | chr16   | 92626889 | 92627053 | 16           |
| +204                                 | chr16   | 92620882 | 92621464 | 3            |

**Supplementary Table 3 – List of antibodies**

| Target      | Fluorochrome    | Manufacturer  | Catalog #  | Purpose | Dilution |
|-------------|-----------------|---------------|------------|---------|----------|
| Fli1        | APC             | eBioscience   | 17-5821-81 | FACS    | 1:100    |
| CD41        | PE              | BD Pharmingen | 558040     | FACS    | 1:400    |
| CD45        | APC-eFluor780   | eBioscience   | 47-0451-82 | FACS    | 1:200    |
| Ter119      | PE-Cy7          | BD Pharmingen | 557853     | FACS    | 1:200    |
| VE-cadherin | APC             | eBioscience   | 17-1441-82 | FACS    | 1:200    |
| CD41        | unconjugated    | BD Pharmingen | 553847     | ICC     | 1:100    |
| Runx1/2/3   | unconjugated    | Abcam         | ab92336    | ICC     | 1:100    |
| CD31        | unconjugated    | R&D           | AF3628     | ICC     | 1:100    |
| anti-Rat    | Alexa Fluor 555 | Invitrogen    | A-21434    | ICC     | 1:400    |
| anti-Goat   | Alexa Fluor 647 | Invitrogen    | A-21447    | ICC     | 1:400    |
| anti-Rabbit | Alexa Fluor 647 | Invitrogen    | A-11008    | ICC     | 1:400    |
| CTCF        | unconjugated    | EMD Millipore | 07-729     | ChIP    | 1:200    |

**Supplementary Table 4 – List of single guide RNAs**

| Target site    | 5'-3' sequence       |
|----------------|----------------------|
| P2-CTCF sgRNA1 | GACTGATCCTCGCGCCGTCG |
| P2-CTCF sgRNA2 | AGCCCCGACATGACCGTGAA |
| P1-CTCF sgRNA1 | GGGTCTCCATAGGGCAAGGC |
| P1-CTCF sgRNA2 | GAGTCCTGTGATGATAGTCA |

Supplementary Table 5 – List of primers

## Supplementary References

- [1] J. Vierstra, E. Rynes, R. Sandstrom, M. Zhang, T. Canfield, R. S. Hansen, S. Stehling-Sun, P. J. Sabo, R. Byron, R. Humbert, R. E. Thurman, A. K. Johnson, S. Vong, K. Lee, D. Bates, F. Neri, M. Diegel, E. Giste, E. Haugen, D. Dunn, M. S. Wilken, S. Josefowicz, R. Samstein, K. H. Chang, E. E. Eichler, M. De Bruijn, T. A. Reh, A. Skoultschi, A. Rudensky, S. H. Orkin, T. Papayannopoulou, P. M. Treuting, L. Selleri, R. Kaul, M. Groudine, M. A. Bender, and J. A. Stamatoyannopoulos. Mouse regulatory DNA landscapes reveal global principles of cis-regulatory evolution. *Science*, 346(6212):1007–1012, Nov 2014.
- [2] L. Handoko, H. Xu, G. Li, C. Y. Ngan, E. Chew, M. Schnapp, C. W. Lee, C. Ye, J. L. Ping, F. Mulawadi, E. Wong, J. Sheng, Y. Zhang, T. Poh, C. S. Chan, G. Kunarso, A. Shahab, G. Bourque, V. Cacheux-Rataboul, W. K. Sung, Y. Ruan, and C. L. Wei. CTCF-mediated functional chromatin interactome in pluripotent cells. *Nat. Genet.*, 43(7):630–638, Jun 2011.
- [3] J. Schutte, H. Wang, S. Antoniou, A. Jarratt, N. K. Wilson, J. Riepsaame, F. J. Calero-Nieto, V. Moignard, S. Basilico, S. J. Kinston, R. L. Hannah, M. C. Chan, S. T. Nürnberg, W. H. Ouwehand, N. Bonzanni, M. F. de Bruijn, and B. Göttgens. An experimentally validated network of nine haematopoietic transcription factors reveals mechanisms of cell state stability. *Elife*, 5:e11469, Feb 2016.
- [4] A. Siepel, G. Bejerano, J. S. Pedersen, A. S. Hinrichs, M. Hou, K. Rosenbloom, H. Clawson, J. Spieth, L. W. Hillier, S. Richards, G. M. Weinstock, R. K. Wilson, R. A. Gibbs, W. J. Kent, W. Miller, and D. Haussler. Evolutionarily conserved elements in vertebrate, insect, worm, and yeast genomes. *Genome Res.*, 15(8):1034–1050, Aug 2005.
- [5] W. J. Kent, C. W. Sugnet, T. S. Furey, K. M. Roskin, T. H. Pringle, A. M. Zahler, and D. Haussler. The human genome browser at UCSC. *Genome Res*, 12(6):996–1006, Jun 2002.
- [6] J. R. Harman, R. Thorne, M. Jamilly, M. Tapia, N. T. Crump, S. Rice, R. Beveridge, E. Morrissey, M. F. T. R. de Bruijn, I. Roberts, A. Roy, T. A. Fulga, and T. A. Milne. A KMT2A-AFF1 gene regulatory network highlights the role of core transcription factors and reveals the regulatory logic of key downstream target genes. *Genome Res*, Jun 2021.
- [7] D. Levanon and Y. Groner. Structure and regulated expression of mammalian RUNX genes. *Oncogene*, 23(24):4211–4219, May 2004.
- [8] C. K. Cheng, T. H. Y. Wong, T. S. K. Wan, A. Z. Wang, N. P. H. Chan, N. C. N. Chan, C. K. Li, and M. H. L. Ng. RUNX1 upregulation via disruption of long-range transcriptional control by a novel t(5;21)(q13;q22) translocation in acute myeloid leukemia. *Mol Cancer*, 17(1):133, 08 2018.
- [9] W. T. Nottingham, A. Jarratt, M. Burgess, C. L. Speck, J. F. Cheng, S. Prabhakar, E. M. Rubin, P. S. Li, J. Sloane-Stanley, J. Kong-A-San, and M. F. de Bruijn. Runx1-mediated hematopoietic stem-cell emergence is controlled by a Gata/Ets/SCL-regulated enhancer. *Blood*, 110(13):4188–4197, Dec 2007.
- [10] L. T. G. Harland, C. S. Simon, A. D. Senft, I. Costello, L. Greder, I. Imaz-Rosshandler, B. Göttgens, J. C. Marioni, E. K. Bikoff, C. Porcher, M. F. T. R. de Bruijn, and E. J. Robertson. The T-box transcription factor Eomesodermin governs haemogenic competence of yolk sac mesodermal progenitors. *Nat Cell Biol*, 23(1):61–74, 01 2021.
- [11] J. Marsman, A. Thomas, M. Osato, J. M. O'Sullivan, and J. A. Horsfield. A DNA Contact Map for the Mouse Runx1 Gene Identifies Novel Haematopoietic Enhancers. *Sci Rep*, 7(1):13347, 10 2017.
- [12] T. Bee, G. Swiers, S. Muroi, A. Pozner, W. Nottingham, A. C. Santos, P. S. Li, I. Taniuchi, and M. F. de Bruijn. Nonredundant roles for Runx1 alternative promoters reflect their activity at discrete stages of developmental hematopoiesis. *Blood*, 115(15):3042–3050, Apr 2010.
- [13] C. E. Ng, T. Yokomizo, N. Yamashita, B. Cirovic, H. Jin, Z. Wen, Y. Ito, and M. Osato. A Runx1 intronic enhancer marks hemogenic endothelial cells and hematopoietic stem cells. *Stem Cells*, 28(10):1869–1881, Oct 2010.
- [14] P. Cauchy, S. R. James, J. Zacarias-Cabeza, A. Ptasinska, M. R. Imperato, S. A. Assi, J. Piper, M. Canestraro, M. Hoogenkamp, M. Raghavan, J. Loke, S. Akiki, S. J. Clokie, S. J. Richards, D. R. Westhead, M. J.

- Griffiths, S. Ott, C. Bonifer, and P. N. Cockerill. Chronic FLT3-ITD Signaling in Acute Myeloid Leukemia Is Connected to a Specific Chromatin Signature. *Cell Rep*, 12(5):821–836, Aug 2015.
- [15] S. R. Fitch, C. Kapeni, A. Tsitsopoulou, N. K. Wilson, B. Göttgens, M. F. de Bruijn, and K. Ottersbach. Gata3 targets Runx1 in the embryonic haematopoietic stem cell niche. *IUBMB Life*, 72(1):45–52, 01 2020.
- [16] K. Ortt, E. Raveh, U. Gat, and S. Sinha. A chromatin immunoprecipitation screen in mouse keratinocytes reveals Runx1 as a direct transcriptional target of DeltaNp63. *J Cell Biochem*, 104(4):1204–1219, Jul 2008.

# Supplementary material for: Dynamic Runx1 chromatin boundaries affect gene expression in hematopoietic development
**Source:** Nat Commun. 2022 Feb 9;13:773. doi: 10.1038/s41467-022-28376-8
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection BD FACSDiva (BD Biosciences, version 8.0.1)  
QuantaSoft (Bio-Rad, version 1.7.4)

Data analysis R 3.6.0  
Python 3.7.5  
MACS 2.0.10  
meme 4.9.1\_1  
CCSeqBasic CM5  
fastqc 0.10.1  
trim\_galore 0.3.1  
bismark 0.20.0  
STAR 2.6.1d  
deeptools 2.2.2 and 3.0.1  
HiCPro 2.11.1  
DESeq2 1.30.1  
NGSeqBasic VS2.0  
FlowJo (TreeStar, version 10.8)  
Custom code available of github [https://github.com/d0minicO/Owens\\_et\\_al\\_Tiled-C](https://github.com/d0minicO/Owens_et_al_Tiled-C)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The sequencing data generated in this study have been deposited in the GEO database under accession code GSE184490  
E14 mESC CTCF ChIP-seq data used in this study are available in the GEO database under accession code GSE28247  
416B H3K27ac ChIP-seq data used in this study are available in the GEO database under accession code GSE69776  
416B and E14 mESC DNase-seq data used in this study are available in the GEO database under accession code GSE37074

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We did not perform sample size calculation. Experiments were performed in 3 biological replicates as is common in the field (Oudelaar et al., Nature Communication 2020) and the observed biological effects of interest were very robust between replicates. |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                        |
| Replication     | At least three independent experiments were performed as described and all attempts at replication were successful.                                                                                                                                           |
| Randomization   | Randomization was not performed. Control of covariates was not relevant for our study as the different groups represent different cell populations of which multiple characteristics were analyzed.                                                           |
| Blinding        | Blinding was not performed during data collection due to technical complexity of the experiments. Blinding of samples during bioinformatics analyses was not performed as all samples were processed using the same pipelines and scripts.                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-Flk1-APC (eBioscience, 17-5821-81) dilution 1:100<br>anti-CD41-PE (BD Pharmingen, 558040) dilution 1:400<br>anti-CD45-APC-eFluor780 (eBioscience, 47-0451-82) dilution 1:200<br>anti-Ter119-PE-Cy7 (BD Pharmingen, 557853) dilution 1:200<br>anti-VE-cadherin-APC (eBioscience, 17-1441-82) dilution 1:200<br>anti-CD41-unconjugated (BD Pharmingen, 553847) dilution 1:100<br>anti-Runx1/2/3-unconjugated (Abcam, ab92336) dilution 1:100 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

anti-CD31-unconjugated (R&D, AF3628) dilution 1:100  
 anti-Rat-AlexaFluor555 (Invitrogen, A-21434) dilution 1:400  
 anti-Goat-AlexaFluor647 (Invitrogen, A-21447) dilution 1:400  
 anti-Rabbit-AlexaFluor647 (Invitrogen, A-11008) dilution 1:400  
 anti-CTCF-unconjugated (EMD Millipore, 07-729) dilution 1:200

## Validation

anti-Flk1-APC (eBioscience, 17-5821-81) has been validated for flow cytometry on bEnd-3 cell line by the manufacturer.  
 anti-CD41-PE (BD Pharmingen, 558040) has been validated for flow cytometry on mouse platelets by the manufacturer.  
 anti-CD45-APC-eFluor780 (eBioscience, 47-0451-82) has been validated for immunohistochemistry, immunocytochemistry and flow cytometry on C57BL/6 bone marrow cells by the manufacturer.  
 anti-Ter119-PE-Cy7 (BD Pharmingen, 557853) has been validated for flow cytometry by the manufacturer.  
 anti-VE-cadherin-APC (eBioscience, 17-1441-82) has been validated for flow cytometry on bEnd-3 cell line by the manufacturer.  
 anti-CD41-unconjugated (BD Pharmingen, 553847) has been validated for flow cytometry, cytotoxicity, depletion, immunohistochemistry, immunoprecipitation, induction, inhibition by the manufacturer.  
 anti-Runx1/2/3-unconjugated (Abcam, ab92336) has been validated for flow cytometry, western blot, immunohistochemistry and immunoprecipitation on Molt-4 cells by the manufacturer.  
 anti-CD31-unconjugated (R&D, AF3628) has been validated for flow cytometry, western blot, immunohistochemistry and immunoprecipitation on mouse splenocytes by the manufacturer.  
 anti-Rat-AlexaFluor555 (Invitrogen, A-21434) has been validated for flow cytometry, immunohistochemistry and immunocytochemistry on A549 cells stained with alpha Tubulin (YL1/2) Rat Monoclonal Antibody by the manufacturer.  
 anti-Goat-AlexaFluor647 (Invitrogen, A-21447) has been validated for flow cytometry, western blot, immunohistochemistry and immunocytochemistry on mouse lung tissue stained with anti-SPC Goat Monoclonal Antibody by the manufacturer.  
 anti-Rabbit-AlexaFluor647 (Invitrogen, A-11008) has been validated for flow cytometry, western blot, immunohistochemistry and immunocytochemistry on HeLa cells stained with alpha Tubulin Rabbit Polyclonal Antibody by the manufacturer.  
 anti-CTCF-unconjugated (EMD Millipore, 07-729) has been validated for chromatin immunoprecipitation (ChIP), ChIP-seq and western blot on HeLa nuclear extract by the manufacturer.

## Eukaryotic cell lines

Policy information about [cell lines](#)

### Cell line source(s)

Mouse embryonic stem cells (E14-TG2a) were originally obtained from the University of Edinburgh via Andrew Smith and have been maintained in our in-house facility for 3 decades. These cells are also commercially available from ATCC (CRL-1821).  
 416B mouse immortalized myeloid progenitor cells (Dexter et al., Nature 1979) were a kind gift of T. Enver, University College London. This cell line is not commercially available.

### Authentication

E14-TG2a embryonic stem cells have been extensively authenticated previously by blastocyst injection.  
 416B myeloid progenitors were validated by assessing the expression of the hematopoietic progenitor marker CD34 by RT-PCR.

### Mycoplasma contamination

Parental cells tested negative for mycoplasma contamination. Individual clones were not tested.

### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified lines were used.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Data access links

*May remain private before publication.*

The sequencing data generated in this study have been deposited in the GEO database under accession code GSE184490  
<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE184490>

### Files in database submission

GSM5590037 Tiled-C\_P1-CTCF-KO\_Undiff\_bioRep\_E7.1\_seqRun1  
 GSM5590038 Tiled-C\_P1-CTCF-KO\_Undiff\_bioRep\_E7.2\_seqRun1  
 GSM5590039 Tiled-C\_P1-CTCF-KO\_Undiff\_bioRep\_E9.1\_seqRun1  
 GSM5590040 Tiled-C\_P1-CTCF-KO\_Flk1\_bioRep\_E7.2\_seqRun1  
 GSM5590041 Tiled-C\_P1-CTCF-KO\_Flk1\_bioRep\_E9.1\_seqRun1  
 GSM5590042 Tiled-C\_P1-CTCF-KO\_Flk1\_bioRep\_E7.1\_seqRun1  
 GSM5590043 Tiled-C\_P1-CTCF-KO\_Flk1\_bioRep\_E7.1-2\_seqRun1  
 GSM5590044 Tiled-C\_P1-CTCF-KO\_CD41\_bioRep\_E7.2\_seqRun1  
 GSM5590045 Tiled-C\_P1-CTCF-KO\_CD41\_bioRep\_E9.1\_seqRun1  
 GSM5590046 Tiled-C\_P1-CTCF-KO\_CD41\_bioRep\_E7.1\_seqRun1  
 GSM5590047 Tiled-C\_P1-CTCF-KO\_CD41\_bioRep\_E7.1-2\_seqRun1  
 GSM5590048 Tiled-C\_P2-CTCF-KO\_Undiff\_bioRep\_D2.1\_seqRun1  
 GSM5590049 Tiled-C\_P2-CTCF-KO\_Undiff\_bioRep\_D10.1\_seqRun1  
 GSM5590050 Tiled-C\_P2-CTCF-KO\_Undiff\_bioRep\_E9.1\_seqRun1  
 GSM5590051 Tiled-C\_P2-CTCF-KO\_Flk1\_bioRep\_D10.1\_seqRun1  
 GSM5590052 Tiled-C\_P2-CTCF-KO\_Flk1\_bioRep\_E9.1\_seqRun1  
 GSM5590053 Tiled-C\_P2-CTCF-KO\_Flk1\_bioRep\_D2.1\_seqRun1

GSM5590054 Tiled-C\_P2-CTCF-KO\_Flk1\_bioRep\_D2.1-2\_seqRun1  
 GSM5590055 Tiled-C\_P2-CTCF-KO\_CD41\_bioRep\_D10.1\_seqRun1  
 GSM5590056 Tiled-C\_P2-CTCF-KO\_CD41\_bioRep\_E9.1\_seqRun1  
 GSM5590057 Tiled-C\_P2-CTCF-KO\_CD41\_bioRep\_D2.1\_seqRun1  
 GSM5590058 Tiled-C\_P2-CTCF-KO\_CD41\_bioRep\_D2.1-2\_seqRun1  
 GSM5590059 Tiled-C\_Wild-type\_Undiff\_bioRep\_C6.1\_seqRun1  
 GSM5590060 Tiled-C\_Wild-type\_Undiff\_bioRep\_C8.1\_seqRun1  
 GSM5590061 Tiled-C\_Wild-type\_Undiff\_bioRep\_B9.3\_seqRun1  
 GSM5590062 Tiled-C\_Wild-type\_Flk1\_bioRep\_C8.1\_seqRun1  
 GSM5590063 Tiled-C\_Wild-type\_Flk1\_bioRep\_B9.3\_seqRun1  
 GSM5590064 Tiled-C\_Wild-type\_Flk1\_bioRep\_C6.1\_seqRun1  
 GSM5590065 Tiled-C\_Wild-type\_Flk1\_bioRep\_C6.1-2\_seqRun1  
 GSM5590066 Tiled-C\_Wild-type\_CD41\_bioRep\_C8.1\_seqRun1  
 GSM5590067 Tiled-C\_Wild-type\_CD41\_bioRep\_B9.3\_seqRun1  
 GSM5590068 Tiled-C\_Wild-type\_CD41\_bioRep\_C6.1\_seqRun1  
 GSM5590069 Tiled-C\_Wild-type\_CD41\_bioRep\_C6.1-2\_seqRun1  
 GSM5590070 Tiled-C\_P1-CTCF-KO\_Undiff\_bioRep\_E7.1\_seqRun2  
 GSM5590071 Tiled-C\_P1-CTCF-KO\_Undiff\_bioRep\_E7.2\_seqRun2  
 GSM5590072 Tiled-C\_P1-CTCF-KO\_Undiff\_bioRep\_E9.1\_seqRun2  
 GSM5590073 Tiled-C\_P1-CTCF-KO\_Flk1\_bioRep\_E7.2\_seqRun2  
 GSM5590074 Tiled-C\_P1-CTCF-KO\_Flk1\_bioRep\_E9.1\_seqRun2  
 GSM5590075 Tiled-C\_P1-CTCF-KO\_Flk1\_bioRep\_E7.1\_seqRun2  
 GSM5590076 Tiled-C\_P1-CTCF-KO\_Flk1\_bioRep\_E7.1-2\_seqRun2  
 GSM5590077 Tiled-C\_P1-CTCF-KO\_CD41\_bioRep\_E7.2\_seqRun2  
 GSM5590078 Tiled-C\_P1-CTCF-KO\_CD41\_bioRep\_E9.1\_seqRun2  
 GSM5590079 Tiled-C\_P1-CTCF-KO\_CD41\_bioRep\_E7.1\_seqRun2  
 GSM5590080 Tiled-C\_P1-CTCF-KO\_CD41\_bioRep\_E7.1-2\_seqRun2  
 GSM5590081 Tiled-C\_P2-CTCF-KO\_Undiff\_bioRep\_D2.1\_seqRun2  
 GSM5590082 Tiled-C\_P2-CTCF-KO\_Undiff\_bioRep\_D10.1\_seqRun2  
 GSM5590083 Tiled-C\_P2-CTCF-KO\_Undiff\_bioRep\_E9.1\_seqRun2  
 GSM5590084 Tiled-C\_P2-CTCF-KO\_Flk1\_bioRep\_D10.1\_seqRun2  
 GSM5590085 Tiled-C\_P2-CTCF-KO\_Flk1\_bioRep\_E9.1\_seqRun2  
 GSM5590086 Tiled-C\_P2-CTCF-KO\_Flk1\_bioRep\_D2.1\_seqRun2  
 GSM5590087 Tiled-C\_P2-CTCF-KO\_Flk1\_bioRep\_D2.1-2\_seqRun2  
 GSM5590088 Tiled-C\_P2-CTCF-KO\_CD41\_bioRep\_D10.1\_seqRun2  
 GSM5590089 Tiled-C\_P2-CTCF-KO\_CD41\_bioRep\_E9.1\_seqRun2  
 GSM5590090 Tiled-C\_P2-CTCF-KO\_CD41\_bioRep\_D2.1\_seqRun2  
 GSM5590091 Tiled-C\_P2-CTCF-KO\_CD41\_bioRep\_D2.1-2\_seqRun2  
 GSM5590092 Tiled-C\_Wild-type\_Undiff\_bioRep\_C6.1\_seqRun2  
 GSM5590093 Tiled-C\_Wild-type\_Undiff\_bioRep\_C8.1\_seqRun2  
 GSM5590094 Tiled-C\_Wild-type\_Undiff\_bioRep\_B9.3\_seqRun2  
 GSM5590095 Tiled-C\_Wild-type\_Flk1\_bioRep\_C8.1\_seqRun2  
 GSM5590096 Tiled-C\_Wild-type\_Flk1\_bioRep\_B9.3\_seqRun2  
 GSM5590097 Tiled-C\_Wild-type\_Flk1\_bioRep\_C6.1\_seqRun2  
 GSM5590098 Tiled-C\_Wild-type\_Flk1\_bioRep\_C6.1-2\_seqRun2  
 GSM5590099 Tiled-C\_Wild-type\_CD41\_bioRep\_C8.1\_seqRun2  
 GSM5590100 Tiled-C\_Wild-type\_CD41\_bioRep\_B9.3\_seqRun2  
 GSM5590101 Tiled-C\_Wild-type\_CD41\_bioRep\_C6.1\_seqRun2  
 GSM5590102 Tiled-C\_Wild-type\_CD41\_bioRep\_C6.1-2\_seqRun2  
 GSM5590103 RNA-seq-A-minus\_Wild-type\_416B\_bioRep1\_Lane1  
 GSM5590104 RNA-seq-A-minus\_Wild-type\_416B\_bioRep1\_Lane2  
 GSM5590105 RNA-seq-A-minus\_Wild-type\_416B\_bioRep1\_Lane3  
 GSM5590106 RNA-seq-A-minus\_Wild-type\_416B\_bioRep1\_Lane4  
 GSM5590107 RNA-seq-A-minus\_Wild-type\_416B\_bioRep2\_Lane1  
 GSM5590108 RNA-seq-A-minus\_Wild-type\_416B\_bioRep2\_Lane2  
 GSM5590109 RNA-seq-A-minus\_Wild-type\_416B\_bioRep2\_Lane3  
 GSM5590110 RNA-seq-A-minus\_Wild-type\_416B\_bioRep2\_Lane4  
 GSM5590111 RNA-seq-A-minus\_P1-CTCF-KO\_Flk1\_bioRep\_E7.1  
 GSM5590112 RNA-seq-A-minus\_P1-CTCF-KO\_Flk1\_bioRep\_E7.2  
 GSM5590113 RNA-seq-A-minus\_P1-CTCF-KO\_Flk1\_bioRep\_E9.1  
 GSM5590114 RNA-seq-A-minus\_P1-CTCF-KO\_CD41\_bioRep\_E7.1  
 GSM5590115 RNA-seq-A-minus\_P1-CTCF-KO\_CD41\_bioRep\_E7.2  
 GSM5590116 RNA-seq-A-minus\_P1-CTCF-KO\_CD41\_bioRep\_E9.1  
 GSM5590117 RNA-seq-A-minus\_P2-CTCF-KO\_Flk1\_bioRep\_D2.1  
 GSM5590118 RNA-seq-A-minus\_P2-CTCF-KO\_Flk1\_bioRep\_D10.1  
 GSM5590119 RNA-seq-A-minus\_P2-CTCF-KO\_Flk1\_bioRep\_E9.1  
 GSM5590120 RNA-seq-A-minus\_P2-CTCF-KO\_CD41\_bioRep\_D2.1  
 GSM5590121 RNA-seq-A-minus\_P2-CTCF-KO\_CD41\_bioRep\_D10.1  
 GSM5590122 RNA-seq-A-minus\_P2-CTCF-KO\_CD41\_bioRep\_D10.1-2  
 GSM5590123 RNA-seq-A-minus\_P2-CTCF-KO\_CD41\_bioRep\_D2.1-2  
 GSM5590124 RNA-seq-A-minus\_P2-CTCF-KO\_CD41\_bioRep\_E9.1  
 GSM5590125 RNA-seq-A-minus\_Wild-type\_Undiff\_bioRep\_E14\_techRep1  
 GSM5590126 RNA-seq-A-minus\_Wild-type\_Undiff\_bioRep\_E14\_techRep2  
 GSM5590127 RNA-seq-A-minus\_Wild-type\_Flk1\_bioRep\_C6.1  
 GSM5590128 RNA-seq-A-minus\_Wild-type\_Flk1\_bioRep\_C8.1  
 GSM5590129 RNA-seq-A-minus\_Wild-type\_Flk1\_bioRep\_B9.3

GSM5590130 RNA-seq-A-minus\_Wild-type\_CD41\_bioRep\_C6.1  
 GSM5590131 RNA-seq-A-minus\_Wild-type\_CD41\_bioRep\_C8.1  
 GSM5590132 RNA-seq-A-minus\_Wild-type\_CD41\_bioRep\_B9.3  
 GSM5590133 RNA-seq-A-minus\_Wild-type\_CD41\_bioRep\_B9.3-2  
 GSM5590134 Input-ChIP-seq\_P1-CTCF-KO\_Undiff\_E7.1\_seqRun1  
 GSM5590135 Input-ChIP-seq\_P1-CTCF-KO\_Undiff\_E7.1\_seqRun2  
 GSM5590136 Input-ChIP-seq\_P1-CTCF-KO\_Undiff\_E7.2\_seqRun1  
 GSM5590137 Input-ChIP-seq\_P1-CTCF-KO\_Undiff\_E7.2\_seqRun2  
 GSM5590138 Input-ChIP-seq\_P1-CTCF-KO\_Undiff\_E9.1\_seqRun1  
 GSM5590139 Input-ChIP-seq\_P1-CTCF-KO\_Undiff\_E9.1\_seqRun2  
 GSM5590140 Input-ChIP-seq\_P2-CTCF-KO\_Undiff\_D10.1\_seqRun1  
 GSM5590141 Input-ChIP-seq\_P2-CTCF-KO\_Undiff\_D10.1\_seqRun2  
 GSM5590142 Input-ChIP-seq\_P2-CTCF-KO\_Undiff\_D2.1\_seqRun1  
 GSM5590143 Input-ChIP-seq\_P2-CTCF-KO\_Undiff\_D2.1\_seqRun2  
 GSM5590144 Input-ChIP-seq\_P2-CTCF-KO\_Undiff\_E9.1\_seqRun1  
 GSM5590145 Input-ChIP-seq\_P2-CTCF-KO\_Undiff\_E9.1\_seqRun2  
 GSM5590146 CTCF-ChIP-seq\_P1-CTCF-KO\_Undiff\_E7.1\_seqRun1  
 GSM5590147 CTCF-ChIP-seq\_P1-CTCF-KO\_Undiff\_E7.1\_seqRun2  
 GSM5590148 CTCF-ChIP-seq\_P1-CTCF-KO\_Undiff\_E7.2\_seqRun1  
 GSM5590149 CTCF-ChIP-seq\_P1-CTCF-KO\_Undiff\_E7.2\_seqRun2  
 GSM5590150 CTCF-ChIP-seq\_P1-CTCF-KO\_Undiff\_E9.1\_seqRun1  
 GSM5590151 CTCF-ChIP-seq\_P1-CTCF-KO\_Undiff\_E9.1\_seqRun2  
 GSM5590152 CTCF-ChIP-seq\_P2-CTCF-KO\_Undiff\_D10.1\_seqRun1  
 GSM5590153 CTCF-ChIP-seq\_P2-CTCF-KO\_Undiff\_D10.1\_seqRun2  
 GSM5590154 CTCF-ChIP-seq\_P2-CTCF-KO\_Undiff\_D2.1\_seqRun1  
 GSM5590155 CTCF-ChIP-seq\_P2-CTCF-KO\_Undiff\_D2.1\_seqRun2  
 GSM5590156 CTCF-ChIP-seq\_P2-CTCF-KO\_Undiff\_E9.1\_seqRun1  
 GSM5590157 CTCF-ChIP-seq\_P2-CTCF-KO\_Undiff\_E9.1\_seqRun2  
 GSM5590158 ATAC-seq\_Wild-type\_CD41\_bioRep1\_techRep1  
 GSM5590159 ATAC-seq\_Wild-type\_CD41\_bioRep1\_techRep2  
 GSM5590160 ATAC-seq\_Wild-type\_Flk1\_bioRep1\_techRep1  
 GSM5590161 ATAC-seq\_Wild-type\_Flk1\_bioRep1\_techRep2  
 GSM5590162 ATAC-seq\_Wild-type\_Flk1\_bioRep2\_techRep1  
 GSM5590163 ATAC-seq\_Wild-type\_Flk1\_bioRep2\_techRep2  
 GSM5590164 Bisulfite-seq\_Wild-type\_E14  
 GSM5590165 Bisulfite-seq\_Wild-type\_416B  
 GSM5590166 Bisulfite-seq\_Wild-type\_In-vitro-methylated-control  
 GSM5590167 416B\_CTCF\_ChIP-seq Rep1  
 GSM5590168 416B\_CTCF\_ChIP-seq Rep2

Genome browser session  
 (e.g. [UCSC](#))

A genome browser session has not been generated due to a limitation of the website being unable to display Tiled-C data at this time.

## Methodology

### Replicates

CTCF ChIP-seq in mESC: a single replicate of each clone was performed.  
 CTCF ChIP-seq in 416B cells: two ChIP-seq replicates were performed.

### Sequencing depth

Samples were sequenced on Illumina NextSeq platform with paired end reads (40bp+40bp). Read depths are as follows:  
 CTCF\_ChIP\_P1\_E7-1; 48715932 reads  
 CTCF\_ChIP\_P1\_E7-2; 39459984 reads  
 CTCF\_ChIP\_P1\_E9-1; 54806626 reads  
 CTCF\_ChIP\_P2\_D10-1; 68159991 reads  
 CTCF\_ChIP\_P2\_D2-1; 54941720 reads  
 CTCF\_ChIP\_P2\_E9-1; 45106238 reads  
 CTCF\_input\_P1\_E7-1; 95872376 reads  
 CTCF\_input\_P1\_E7-2; 102846827 reads  
 CTCF\_input\_P1\_E9-1; 109999245 reads  
 CTCF\_input\_P2\_D10-1; 112310695 reads  
 CTCF\_input\_P2\_D2-1; 111602425 reads  
 CTCF\_input\_P2\_E9-1; 91847134 reads  
 416B\_CTCF\_rep1; 59608424 reads  
 416B\_CTCF\_rep2; 8964460 reads

### Antibodies

anti-CTCF-unconjugated (EMD Millipore; 07-729)

### Peak calling parameters

CTCF peaks were called using MACS2 with parameters -p 0.02 -f BAM -g mm using 416B input track as a control. In CTCF-KO mESC CTCF ChIP-seq, visual inspection was used to examine peaks.

### Data quality

Sequencing data quality was assessed using the FASTQC tool. 44513 peaks were identified in 416B ChIP-seq with an FDR threshold below 0.02.

### Software

MACS 2.0.10; meme 4.9.1\_1; CCSeqBasic CM5; fastqc 0.10.1; trim\_galore 0.3.1; deeptools 2.2.2

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

Cells were isolated from differentiation cultures. Single cell suspensions were stained in FACS buffer (PBS 10% FCS) for 10-30 minutes on ice in the dark. Up to  $10^6$  cells were stained in 50ul buffer. After staining, antibody was diluted at least two-fold using FACS buffer, cells were centrifuged again, before resuspending in FACS buffer with the addition of Hoechst 33258 diluted 1:1000.

Instrument

FACS sorting was performed using a Fusion 2 Becton Dickinson machine.

Software

BD FACSDiva Software (version 8.0.1 ) was used to collect data. FlowJo (TreeStar, version 10.8 ) was used to analyse data.

Cell population abundance

Cell purity was over 90% in a post-sorted cell population re-run on the analyser.

Gating strategy

Initial gating was done to all samples the same irrespective of day of differentiation. This included cells being gated on FSC-A/SSC-A to identify cells. Cells were then gated on FSC-A/FSC-H to identify single cells. Cells were then gated on Hoescht negative to identify live cells. At day 4 of differentiation, cells were further gated on Flk1-APC positive cells. At day7 of differentiation, cells were further gated on Ter119-PE-Cy7 negative cells, and CD41-PE positive CD45-APC-eFluor780 negative cells.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

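The re-analysis used poly(A)-minus RNA-seq counts of 23 libraries, ATAC-seq peaks of wild-type mesoderm and HPCs and CTCF ChIP-seq peaks of 416B cells. The libraries cover wild-type cells of the E14 line at days 0, 4 and 7 of differentiation and mesoderm and HPCs of P1-CTCF-KO and P2-CTCF-KO clones. Conditions were taken from the sample labels, and every column of the count table was used (0 left out). By the Methods, ribosomal RNA was depleted from the RNA of undifferentiated mESCs and 416B cells, and no depletion is named for mesoderm or HPCs, so every comparison with undifferentiated mESCs, the choice of genes for the differentiation score included, is also one between library preparations. The Methods give the ATAC-seq cells as a line with a transgene of the +23 enhancer of Runx1, which can add reads at +23. The sample labels name the line E14-TG2a instead.

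The count values are read counts as deposited: the authors mapped the reads with STAR to mm9, removed PCR duplicates with picard and counted reads over the exons and introns of each gene with featureCounts, without normalization. The annotation and the strand setting of that step are not stated in the paper's text. The table holds 25146 genes, of which 5413 have no counts. Genes within the span of a multi-locus entry kept counts of their own, so a read in overlapping entries was counted for each. The peak positions are those the authors called with MACS2, on merged reads for ATAC-seq and against an input for CTCF, and their lists hold start and end alone, with no height, p-value or count of reads.

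Entries of ribosomal RNA or of genes listed at several loci (135 with several spans, or a span over 2.5 Mb) took most counts of every library, and the depth behind the other genes is given beside the results. The 2 undifferentiated libraries, labelled technical replicates, were kept as 2 samples by a rule set beforehand, as their counts differed by more than sampling noise, which every pair of libraries within a group did (chi-square per gene from 2.53 to 35.1). Such a difference can be technical and does not make them independent cultures, so tests against undifferentiated mESCs count a single culture repeatedly. An SD over 2 to 5 libraries covers their spread, whereas a limit from the floor of 3 counts covers counting error alone.

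Genes were tested in R 4.3.3 with edgeR 4.0.16, by TMM normalization, filterByExpr with a minimum count of 10 and the quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called changed at an adjusted p under 0.05 with an absolute log2 fold change over 1. Wild-type stages were compared in a fit of 9 libraries, genotypes in a fit of 9 mesoderm or 12 HPC libraries, and the difference of the P2-CTCF-KO effect between the stages in a fit of 21 libraries. CPM are comparable within a fit only. Where every library of a group had at most 3 counts for a gene, its fold change was computed against that floor and is given as a bound. Permutation tests are exact and 2-sided, and they count libraries of the same clone as independent.

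The named genes were set by a rule: every gene the paper names with an expression result, Runx1 and its neighbours of Fig. 1g, per comparison between genotypes the 5 higher and 5 lower genes with the smallest adjusted p among those past the threshold whose libraries do not overlap, and members of the marker lists past the threshold, with Y-linked genes as a check of the clones. The lists of primitive streak, hemato-endothelial, pluripotency, cardiac and paraxial, cohesin and CTCF, Runx1 neighbour and Y-linked genes were tested with camera and fry of limma 3.58.1. The differentiation score used 200 genes per direction and a pseudocount of 1, and PCA the 500 most variable genes of DESeq2 variance-stabilized counts.

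Alternatives were DESeq2 1.42.0, size factors in the style of DESeq2 (edgeR's RLE), no filter on low counts, no limit on the fold change, all libraries in 1 fit, each library left out in turn, the clone as a block, libraries of a clone summed, a pseudocount of 0.1 and other numbers of genes. For peaks they were the wider peaks of each list, an overlap of at least 50%, a distance of 500 bp and a TAD extended by 50 kb on each side. Deviations of a clone from its genotype mean in mesoderm and in HPCs correlated weakly over 6849 genes (r from -0.06 to 0.24), so the clones were not used as pairs in the reported fits.

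Both tools were tested on simulated counts with the depth and spread of the libraries. Genes were drawn independently, without shifts shared by many genes of a culture, so false calls from such shifts are not covered. With 200 genes changed in mesoderm, edgeR called 118 genes, 3 of them unchanged, and DESeq2 129, 9 of them unchanged. In HPCs, edgeR called 123 genes, 2 of them unchanged, and DESeq2 161, 25 of them unchanged. With no gene changed, edgeR called 0 genes in mesoderm and 0 in HPCs (393 and 336 at an unadjusted p under 0.05), and DESeq2 0 and 4. A log2 fold change of 1 was recovered for 15.4% of the genes by edgeR in mesoderm and 12.7% in HPCs, so changes of that size were mostly missed.

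Peaks were compared in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1 on mm9 and the GENCODE vM1 annotation, which holds 80.4% of the gene symbols of the count table, and figures were drawn with matplotlib 3.10.9. Shares of peaks carry 95% Wilson intervals and were compared by 2-sided Fisher's exact tests, in which peaks are not replicates of cells. Chromosome conformation, DNA methylation, promoter-specific transcripts and enrichment of gene ontology terms were not analysed here.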

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

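The tests of mixed RNA, of depth, of Erg and other endothelial genes and of the CTCF share in this part were chosen only after the result was seen, whereas the count of other splits of the libraries was set beforehand.

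In 10 of 52 groups of HPC libraries tested for a named gene, 1 library lay far from the others, where chance gives about 1 in 20. That share does not apply to 6 of the 10, in which every other library had no read, so that any read stands apart. In wild-type HPCs these were a single read of Nanog in B9.3 (0.0821 CPM, the others 0) and of Clic6 in C6.1 (0.0894 CPM, the others 0), which counting error alone can give.

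In P2-CTCF-KO HPCs, library D2.1 was highest for Pou5f1 (0.282 CPM), Sox2 (0.211), Nanog (0.211) and T (0.0705), each with no read in the other 4 libraries and with at most 4 reads in D2.1 (a single read of T, which counting error alone can give), for Eomes (1.13, next 0.0996) and for Erg (10, next 2.14). The other library of the same clone, D2.1-2, did not share this. Higher depth of D2.1 is argued against, since on the depth-scaled CPM scale it held a median of 32% of the mesoderm level (quartiles 20% and 45.8%) of 28 genes chosen in P1-CTCF-KO libraries as high in mesoderm and low in HPCs. Mesoderm RNA or cells mixed into this library may explain most of it: 25 of these 28 genes were highest in D2.1 among the 9 wild-type and P2-CTCF-KO HPC libraries, and the 10 most abundant all reached at least 17.4%. Wild-type HPC library B9.3 was highest for the other 3 genes, with a median share of 8.5% (quartiles 3.82% and 13.8%), so a wild-type library shows a smaller part of the same pattern, and the medians of the other 7 libraries lay from -1.5% to 1.84%. Erg, at 280% of the higher of its wild-type and P1-CTCF-KO mesoderm means, was above what mesoderm of that mean can bring, and so were Cdh5 (168%), Tek (175%) and Eng (131%), with a median of 89% over 11 hemato-endothelial genes whose mean in P1-CTCF-KO HPCs is under 50% of that in P1-CTCF-KO mesoderm, 10 of them highest in D2.1. For these genes a mixture cannot be told apart, since the mesoderm libraries differ: against the highest mesoderm library of each gene the median was 38.6%, and only Erg was above it, at 115%. Late differentiation of part of the culture would bring the same transcripts and was not tested.

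In P2-CTCF-KO HPC library D10.1, Meis1 (79 CPM, next 22.1) and Itga2b (74.9 CPM, next 16.5) were higher than in the other 4 libraries, D10.1-2 of the same clone included. No explanation was tested for this library.

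The effect of P2-CTCF-KO differed between mesoderm and HPCs for 2 genes by edgeR's quasi-likelihood test of the interaction: Cbfa2t3 (log2 difference -2.64, adjusted p = 0.0021) and Ikzf2 (-2.54, adjusted p = 0.0079). In HPCs Cbfa2t3 changed by -0.15 and Ikzf2 by 0.02 on the log2 scale. When each of 15 libraries was left out in turn, the adjusted p of Cbfa2t3 stayed between 0.0015 and 0.028, and that of Ikzf2 rose above 0.05 without mesoderm library C8.1 (0.072), D2.1 (0.061) or E9.1 of P2-CTCF-KO (0.078). Of 100 splits of the libraries within the stages, the real one included, 14 gave at least as many genes, and 1 split gave 1072, so a count of 2 is within what differences between single cultures give. Depth and other technical sources were not tested for these genes alone. A later stage that has caught up, which the design offers as a biological explanation, stays open and untested.

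Of the HPC ATAC-seq peaks, 5775 of 29037, or 19.9% (95% Wilson interval 19.4% to 20.4%), overlapped a 416B CTCF peak, against 14123 of 76766, or 18.4% (18.1% to 18.7%), in mesoderm (2-sided Fisher's exact test on peaks, p = 3.6e-08), a comparison the paper does not report. A different share of promoter peaks is argued against, since among peaks over 5 kb from a start site the difference was 4.6 percentage points, larger than the 1.5 of all peaks. The shorter HPC list could hold the strongest peaks alone, and this cannot be told apart from a change in the cells, because the lists carry no height: among the wider peaks the difference was -1.6, in the opposite direction, while against as many of the widest mesoderm peaks it was 4.6. The stages were sequenced as different numbers of libraries, those of HPCs from a single experiment, and a biological change between the stages is untested.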

How the results depend on the processing

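The alternatives named in the processing summary were set before the data were examined, apart from leaving out the ribosomal and multi-locus genes, the score against all other mesoderm libraries, leaving out libraries from the PCA, the label of second libraries as a covariate and the shares of peaks far from promoters or among the widest, which were chosen after seeing the data.

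The counts of genes changed between wild-type stages stayed within 1.5 times the reported ones, from 2342 to 3962 for mesoderm against undifferentiated mESCs and from 2424 to 3504 for HPCs against mesoderm. With the clone as a replicate block the latter was 3034, and 2 genes differed in their P2-CTCF-KO effect between the stages, as without it. No undifferentiated library was left out, since 1 would remain, and T gave no value between wild-type stages without mesoderm clone C6.1 or without the ribosomal and multi-locus genes, where it did not pass the filter on low counts. The log2 fold change of Runx1 kept its direction and its side of the threshold under every alternative run. In P2-CTCF-KO mesoderm it was -1.37 without wild-type B9.3, -0.58 without wild-type C8.1 and -0.55 without P2-CTCF-KO D10.1 (adjusted p from 0.24 to 0.72 over all alternatives), and in P1-CTCF-KO mesoderm -0.80 without wild-type B9.3 and -0.01 without C8.1. In P2-CTCF-KO HPCs it was -0.67 without D10.1 and -0.14 without wild-type C8.1, and in P1-CTCF-KO HPCs 0.17 without E7.1 and 0.67 without E7.2. With the label of the second HPC libraries of a clone as a covariate, it was -0.24 in P2-CTCF-KO and 0.31 in P1-CTCF-KO HPCs.

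The count of genes changed in P2-CTCF-KO mesoderm, 3 as reported, was 169 with DESeq2, 431 without the filter on low counts, 18 with all libraries in 1 fit and 114 with DESeq2 on all libraries, and went from 0 to 127 across the 6 fits that each left out one library (127 without wild-type C6.1, 7 without B9.3). It was 3 with RLE size factors, without a limit on the fold change and without the ribosomal and multi-locus genes. All 169 DESeq2 calls were among the 431. The cause was not tested beyond depth, and thinning to 1 depth left 103 DESeq2 calls and 5 edgeR calls. The counts of the other genotype comparisons stayed at 0, except 2 genes for P1-CTCF-KO HPCs with DESeq2 on all libraries. Genes whose P2-CTCF-KO effect differed between the stages, 2 as reported, were 36 with DESeq2 and from 1 to 4 across the 15 fits that each left out one library (4 without wild-type mesoderm C6.1 or P2-CTCF-KO HPC D10.1). The cause was not tested.

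Of the RUNX1 target genes, 2 had an adjusted p under 0.05, against 35 adjusted over the list alone, 31 with DESeq2, 4 with all libraries in 1 fit, 18 with DESeq2 on all libraries and from 0 to 21 when each library was left out (21 without wild-type C6.1). Of the 8 lineage markers it was 1, against 8 over the list alone, 8 with DESeq2, 4 with DESeq2 on all libraries and from 0 to 4 when each library was left out (4 without wild-type C6.1). Adjusting over fewer genes explains the values of the lists alone. The cause of the others was not tested.

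Shifted marker lists numbered 3 with camera's preset correlation, 2 with fry and 0 with an estimated correlation, and 2 to 3 across the fits that left out one library. The differentiation score of P2-CTCF-KO mesoderm kept its direction, from -1.29 to -0.45, at an exact permutation p of 0.1 that 3 libraries against 3 cannot pass, and against the other 6 mesoderm libraries it was -0.47 (exact permutation p = 0.036). The PC1 difference was from 1.30 to 1.54 SD across the 9 fits that each left out one library, and the exact permutation p rose above 0.05 in 6 of them, without P1-CTCF-KO E7.1 (1.30), E7.2 (1.47) or E9.1 (1.33) and without P2-CTCF-KO D10.1 (1.35), D2.1 (1.35) or E9.1 (1.40), with p up to 0.11. Fewer libraries allow fewer permutations.

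With the wider peaks of each list alone, the TAD held 24 mesoderm, 4 HPC and 15 CTCF peaks, 3 mesoderm peaks were also called in HPCs and 2 enhancers had an HPC peak. The share of HPC over mesoderm peaks at CTCF peaks then reversed, from 1.5 to -1.6 percentage points, and the cause was not tested. The difference of the TAD from the rest of the genome stayed between -13.7 and -4.3 percentage points (2-sided Fisher's exact test, p from 0.16 to 0.64).

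Among 433 alternative values of 35 results for single genes, 49 changed their side of the threshold, 26 weaker and 23 stronger, and none reversed. In P2-CTCF-KO mesoderm, the 3 called genes lost their call in 12 of these values, all from fits that left out a library. There, 7 other genes gained a call in 20 values, of which 3 came from such fits. Depth limits the low genes most: the counts outside ribosomal and multi-locus genes were from 878966 to 1584401 in HPCs, so Pou5f1, Sox2 and Nanog could not be compared below mesoderm levels.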

Differences from the paper's values

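The paper gives 168 differentially expressed genes in P2-CTCF-KO mesoderm, and edgeR's quasi-likelihood test called 3. Of the alternatives set before the data were examined, DESeq2 with 169, the fit without wild-type C6.1 with 127 and DESeq2 on all libraries with 114 came within 1.5 times the paper's count. RLE size factors (3), no filter on low counts (431), all libraries in 1 fit (18), no limit on the fold change (3), the fit without B9.3 (7) and the other 4 fits without 1 library (0) did not. Of these genes the paper shows about 28 higher and about 140 lower in Fig. 5e, read by eye, against 0 higher and 3 lower here. DESeq2 gave 25 and 144 and the fit without C6.1 gave 30 and 97, while DESeq2 on all libraries gave 13 and 101, near for the lower genes alone.

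The paper's adjusted p-values for the lineage markers were lower than those of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment: T 0.048 against 0.15 here, Eomes 0.0021 against 0.13, Pecam1 0.037 against 0.15, Etv6 0.043 against 0.15, Ikzf1 0.016 against 0.14, Ikzf2 1.1e-05 against 0.026, Erg 0.0079 against 0.15 and Flt1 0.0078 against 0.14. DESeq2 closed the gap for T (0.043), Eomes (0.0018), Pecam1 (0.028), Etv6 (0.034), Ikzf1 (0.013), Erg (0.0059) and Flt1 (0.0066), and so did the fit without wild-type C6.1 for Pecam1 (0.045) and Etv6 (0.051). For Ikzf2 no alternative came within 1.5 times, with 5.8e-06 from DESeq2. Over the alternatives the adjusted p-values ranged from 0.0018 to 0.34 for T, 0.00013 to 0.34 for Eomes, 0.00055 to 0.38 for Pecam1, 0.0055 to 0.37 for Etv6, 0.0021 to 0.34 for Ikzf1, 7.6e-08 to 0.17 for Ikzf2, 0.00029 to 0.34 for Erg and 0.00055 to 0.34 for Flt1, the lowest of all but Ikzf2 without the filter on low counts. T (0.029) and Eomes (0.027) also passed without C6.1, and Pecam1, Ikzf1 and Erg with DESeq2 on all libraries (0.00066, 0.0023 and 0.0015).

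The paper lists 36 RUNX1 target genes as lower, and 2 had an adjusted p under 0.05 from edgeR. Adjustment over the list alone gave 35 and DESeq2 31, while all libraries in 1 fit (4), DESeq2 on all libraries (18) and the fits without 1 library (0 to 21) stayed further off. Of the paper's 8 lineage markers 1 passed, and adjustment over the list alone and DESeq2 gave 8, DESeq2 on all libraries 4 and the fits without 1 library 0 to 4.

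PC2 of all libraries takes about 22% in Fig. 5c, read by eye, and 8.86% here. No alternative was set for it, and undifferentiated P1-CTCF-KO and P2-CTCF-KO cells, which that figure includes, were not analysed here.

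Normalized counts of Runx1 in HPCs are about 2200 in wild-type, about 3000 in P1-CTCF-KO and about 1700 in P2-CTCF-KO in Fig. 5a, read by eye, against 1320, 1790 and 1050 with DESeq2's size factors over all libraries here. No alternative was set for them. Divided by the wild-type mean, both series are on one scale, with about 1.4 and about 0.77 in Fig. 5a, read by eye, against 1.36 and 0.80 here.

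The paper counts Pecam1 among the genes that rise with hematopoietic differentiation, and neither step passed here (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.089 and 0.4). Its mean rose at each step, and the change from undifferentiated mESCs to HPCs as a whole was not tested. Without wild-type mesoderm B9.3 the second step passed (0.0045, with a range of 0.0045 to 0.71 over its alternatives), and without C6.1 the first (0.009). The first step passed in 2 of its 9 alternatives, with a range of 0.0059 to 0.62. The paper describes its set of open enhancers as unique to mesoderm, whereas by its own Supplementary Table 1 the enhancers -181 and +48 were open in undifferentiated mESCs as well, and -59, +3, +23 and +110 had a peak in HPCs too. The enhancer -59 is left out of those the paper names as still open in HPCs, and its HPC peak is 338 bp wide.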

Other observations

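Tests of the ribosomal and multi-locus genes, of Flk1, of differences within a genotype, of gene span between libraries, of the Y chromosome, of clone C6.1 and of distal peaks were chosen only after the result was seen.

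Counts of other splits of the libraries bear on the numbers of genes. For wild-type HPCs against mesoderm, 1 of 35 splits, the real one, gave 3007 genes, and the next gave 840. For P2-CTCF-KO mesoderm, 1 of 10 splits, the real one, gave as many genes with edgeR (the others 0) and 1 of 10 with DESeq2 (the next 26), a share that 3 libraries against 3 cannot bring below 0.1. Against the other 6 mesoderm libraries, P2-CTCF-KO gave 33 genes, and 2 of 84 splits gave as many. The other was wild-type B9.3 with P1-CTCF-KO E7.1 and E9.1 against the rest, with 461 genes, so a larger difference runs across the genotypes. For genes at an unadjusted p under 0.05, all 10 of 10 splits gave at least as many as P1-CTCF-KO in mesoderm (168), 84 of 100 as P2-CTCF-KO in HPCs and 11 of 35 as P1-CTCF-KO in HPCs (260), with 0 genes called in each.

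In P2-CTCF-KO mesoderm the primitive streak genes were higher and the hemato-endothelial genes lower, with a gap of 5.88 between their medians. The study picked 6 of the hemato-endothelial genes (Pecam1, Erg, Flt1, Ikzf1, Ikzf2 and Esam) and 2 of the streak genes (T and Eomes) from these libraries. Of the other lists in mesoderm, pluripotency genes were higher in 3 of 4 (camera adjusted p = 0.025, against 0.055 with fry and 0.16 with an estimated correlation). The camera adjusted p of this list rose above 0.05 without wild-type C8.1 (0.1), P2-CTCF-KO D2.1 (0.053) or P2-CTCF-KO E9.1 (0.057). It stayed below without wild-type B9.3 (0.033), wild-type C6.1 (0.009) or P2-CTCF-KO D10.1 (0.019). Cardiac and paraxial (0.98), cohesin and CTCF (0.23), neighbour (0.1) and Y-linked genes (0.98) did not pass with camera. The neighbour list passed without P2-CTCF-KO D2.1 (0.047). Of 10 splits, 3 gave at least the 3 shifted lists, with at most 4. Lower depth is argued against (gap 6.00 with the mesoderm libraries thinned to 1 depth), as are the ribosomal and multi-locus genes, which would move both lists alike while the streak genes rose by a median of 2.82, gene length (gap 5.71 with the trend removed) and, for the hemato-endothelial genes, fewer Flk1 cells (Kdr at 1.00 of wild-type). A small share of cells without Flk1 could raise the streak genes and cannot be told apart, since Kdr varied by 38.9% between wild-type libraries. Differences in progress between single cultures stay open too: wild-type B9.3 differed from the other wild-type libraries by -3.94 (a size of 3.94) and C6.1 by 3.53, against 4.81 for P2-CTCF-KO, whose libraries lay at 4.75, 4.78 and 4.31. An earlier position of the cultures, which is the paper's delay, may contribute, but the correlation of the effect with the later change to HPCs was weak (r = -0.13 over 8664 genes), and 3 of 10 splits gave one as large.

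In P1-CTCF-KO mesoderm the hemato-endothelial median was -0.10 and the streak median 0.23, and in P2-CTCF-KO HPCs 9 of 20 hemato-endothelial genes were lower, with a median of 0.02. The target genes were lower in 32 of 35 in P1-CTCF-KO mesoderm (median -0.37, 0 past the adjustment over all genes and 4 at an unadjusted p under 0.05), against the same wild-type libraries that served to choose them. They were lower in 15 of 32 in P2-CTCF-KO HPCs (median 0.01) and in 6 of 32 in P1-CTCF-KO HPCs (median 0.35).

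Fold changes in P2-CTCF-KO mesoderm fell with the span of the gene (rank correlation -0.41 over 8778 genes), with medians of 0.29, 0.16, 0.02, -0.11 and -0.32 in 5 groups of genes from short to long. With counts over introns this could reflect RNA quality or the share of nascent RNA per library. The real split gave the largest correlation of 10 (1 of 10, next 0.40), which this design cannot tell apart from chance. A difference between single libraries cannot be told apart either, since the correlation of single libraries ranged over 0.58 within wild-type HPCs alone, and the libraries B9.3-2, D10.1-2 and D2.1-2 each lay below the other library of their clone. Of the 169 DESeq2 calls, 147 kept a log2 fold change past 1 with the trend removed.

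P1-CTCF-KO clone E7.2 had less Y-linked RNA than the mean of the other P1-CTCF-KO clones in 6 of 6 comparisons, with Uty at 18.8% in mesoderm and 12.7% in HPCs. Lower depth is argued against, as its mesoderm library ranked 1 of 3 in effective depth, the deepest. Uty and Ddx3y lay below every other library in both stages, whereas Eif2s3y, at 0.353 CPM in mesoderm and 0.929 in HPCs, did not (lowest other library 0.176 and 0.805). Loss of the Y chromosome from part of the cells of this clone cannot be told apart from lower expression, since the 6 lower values are the pattern itself, and it was not tested on DNA.

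Leaving out wild-type clone C6.1 raised the genes changed in P2-CTCF-KO mesoderm from 3 to 127. Its low effective depth is argued against, since with the other wild-type libraries thinned to that depth and C6.1 left out there were 87, and with all kept and thinned there were 3. C6.1 lay nearest to P2-CTCF-KO on PC1, and why was not tested.

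Of the 17 listed neighbours of Runx1, 9 were tested in mesoderm and 7 in HPCs, and 0 passed the adjustment in P2-CTCF-KO (1 and 0 at an unadjusted p under 0.05). Clic6 and Cbr1 were tested at neither stage, and Setd4 was not tested in HPCs, so the result does not cover them there. In mesoderm 8 of the 9 were higher, Morc3 by a log2 fold change of 0.48 (adjusted p = 0.29 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

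The smaller share of mesoderm peaks of the TAD also called in HPCs was not past its test. Among peaks over 5 kb from a start site the difference was -5.3 percentage points (4 of 33 peaks), too few to tell apart whether distal peaks, which are shared less, could account for it. Over the genome, 20149 of 29037 HPC peaks, or 69.4%, were also called in mesoderm.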
